# T-regulatory cells require Sin3a for stable expression of Foxp3

**DOI:** 10.3389/fimmu.2024.1444937

**Published:** 2024-08-02

**Authors:** Lanette M. Christensen, Tatiana Akimova, Liqing Wang, Rongxiang Han, Arabinda Samanta, Eros Di Giorgio, Wayne W. Hancock

**Keywords:** T-regulatory cell, FOXP3+ Treg, SIN3A, transcription regulation, demethylation, autoimmunity

## Abstract

Histone deacetylases 1 and 2 play a major role in the transcriptional regulation of T-regulatory (Treg) cells via interactions with a myriad of coregulatory factors. Sin3a has been well established as a Hdac1/2 cofactor, while its role within Tregs has not been established. In this study, the effects of conditional deletion of Sin3a within Foxp3+ Tregs were evaluated. Developmental deletion of Sin3a from Foxp3+ Tregs resulted in the rapid onset of fatal autoimmunity. Treg numbers were greatly reduced, while residual Tregs had impaired suppressive function. Mice also showed effector T-cell activation, autoantibody production, and widespread tissue injury. Mechanistically, Sin3a deletion resulted in decreased transcription of *Foxp3* with a complete lack of CNS2 CpG demethylation. In addition, Foxp3 protein stability was impaired with an increased ex-Treg population. Thus, Sin3a plays a critical role in the maintenance of Treg identity and function and is essential for the expression and stability of Foxp3.

## Introduction

Fundamental to host immune homeostasis, T-regulatory (Treg) cells constrain immune responses and maintain self-tolerance (1–6). Forkhead box P3 (Foxp3) is the master transcription factor (TF) of Tregs and controls their phenotype and suppressive function (1–6). Loss of Foxp3 function results in severe, often lethal autoimmunity, as seen in Scurfy mice and clinically in patients with IPEX (immune dysregulation, polyendocrinopathy, enteropathy, X-linked) syndrome (5–7). However, while Foxp3 is required, it is not sufficient to regulate the transcriptional profile of Tregs. Other TFs, such as Foxo, Runx1, Ets-1, and Stat5, plus cofactors contribute to the expression of *Foxp3* and regulation of the Treg transcriptome (8), and TFs such as Blimp1, Irf4 (9, 10), and Mef2d (11) act synergistically with Foxp3 within effector Tregs (eTregs).

In addition to TFs and cofactors, nucleotide and chromatin epigenetic modifications contribute greatly to the expression of *Foxp3* and the regulation of the Treg transcriptome. Nucleotide modifications regulate gene transcription through DNA methylation; hypo- or hypermethylated CpG sites of promoter/enhancer regions result in gene expression or silencing, respectively (12). CpG methylation takes place through DNA methyltransferase (Dnmt) activity, while CpG DNA demethylation occurs primarily through the actions of 10–11 translocation (Tet) methylcytosine dioxygenases (12). The extent of CpG methylation is of major importance to Foxp3 expression and the development of the Treg lineage (13–15). Enhancers conserved noncoding sequences (CNS1 and CNS2) of *Foxp3* become completely demethylated upon Treg lineage commitment, supporting Foxp3 expression and stability, and Tet-mediated epigenetic regulation is essential to the maintenance of Foxp3 expression and Treg phenotype (16–19).

Chromatin modifications regulate gene transcription via the alteration of nucleosome-forming histones. Histone modifications include methylation, phosphorylation, ubiquitylation, and various forms of acylation, including acetylation and crotonylation. Typically, histone acetylation occurs on lysine residues of histones and relaxes the chromatin (euchromatin formation), thus allowing TF and polymerase access to the DNA. Histone acetyltransferase (HAT) and histone deacetylase (HDAC) enzymes are responsible for acetyl addition or removal, respectively. Various HATs, including Cbp, p300, Tip60, and Pcaf, contribute to transcriptional regulation within Tregs, including that of *Foxp3* (20–24). Likewise, many HDACs are active within Tregs, with most having a direct effect on Foxp3, though with varying functional outcomes (25). Pharmacologic inhibition of HDAC activity can promote or impair Treg function, depending upon the HDAC target(s) (26, 27). HDACs commonly function as members of large multiprotein complexes. HDAC1 and HDAC2 interact with and function within multiple coregulatory complexes, including CoREST, NuRD, and Sin3a. Mass-spec analysis has shown these coregulatory complexes are present within Tregs and are thereby expected to influence their production and/or function (25). However, the extent to which the Sin3a complex contributes to the regulation of Foxp3 and/or the Treg phenotype has been unknown.

Originally noted as a transcriptional corepressor (28, 29), Sin3a is now considered a transcriptional coregulator (27, 30, 31). The canonical Sin3 coregulatory complex is composed of dimerized switch-independent protein 3a or b (Sin3a/b) scaffolding proteins, along with suppressor of defective silencing 3 (SDS3), sin3a-associated protein p30 (SAP30), FAM60 (32), RBBP4/7, and with enzymatically active components HDAC1/2 (33). Sin3a regulates gene transcription by modification of histone acylation specifically via lysine deacetylation (34) and/or decrotonylation (35, 36). Sin3a is highly conserved throughout mammalian species (37) and is required for mammalian embryogenesis (38–40), progenitor cell differentiation (41), T-cell development (39), and transcriptional responses to hypoxia (42). The use of Sin3-specific peptide inhibitors, in addition to avermectin, impairs tumor growth in models of triple-negative breast cancer (43), demonstrating that the Sin3 complex may be a useful target for therapeutic development.

In this study, we evaluated the role of the scaffolding protein, Sin3a, in Foxp3+ Tregs. We found that Sin3a regulates the transcription of a large and diverse set of genes, including those specific to Tregs. Importantly, Sin3a was found to support the expression and stability of Foxp3, along with the Treg phenotype and suppressive function. Hence, Sin3a plays a vital role within Tregs and could potentially be targeted in certain contexts, such as decreasing Treg function to thereby boost host immune responses in cancer (44).

## Methods

### Mice and cell lines

We purchased Ai9(RCL-tdT) (stock No. 007909) and tamoxifen (TAM)-inducible Foxp3cre (stock No. 016961) mice from The Jackson Laboratory, in addition to previously described Foxp3^YFP-cre^ (45), CD4^cre^ (46), and Sin3a^flox/flox^ (47) mice. Sin3a^−/−^Foxp3^YFPcre^ mice and Foxp3^YFPcre^ controls were used 12–15 days after birth due to the early onset of lethal autoimmunity in mice with conditional deletion of Sin3a in their Tregs, whereas inducible knockout (KO) mice were used at 6–8 weeks. Mice were housed and handled in accordance with the IACUC (protocol No. IAC-22–000561) and The Children’s Hospital of Philadelphia Research Institute policy. The 293T cell line used in this study was obtained from the ATCC repository (CRL-3216).

### Histology

Sections of formalin-fixed, paraffin-embedded tissues were stained with hematoxylin and eosin (H&E) and analyzed in a blinded manner by a pathologist.

### Detection of autoantibodies

Cryosections (4–5 μM) of unfixed normal tissues were incubated for 1 h at room temperature (RT) with Sin3a^−/−^Foxp3^YFPcre^ sera, washed, incubated for 30 min at RT with FITC-labeled goat antimouse secondary Ab, washed, and mounted. Precharacterized sera from mice with known autoantibodies were used as positive controls, while pooled normal sera and secondary Abs alone were used as negative controls.

### Cell dissociation and cryopreservation

Tissues collected from mice were homogenized using a pestle over 0.4 µm filter fabric, dissociated cells collected in cold PBS, erythrocytes lysed using ddH_2_O, and single-cell suspensions used in same-day experiments or cryopreserved (48). Throughout, mammalian cells were centrifuged at 300×*g* for 10 min at 4°C, unless otherwise specified. Cell numbers and viability were determined using a Nexcelom Cellometer Auto 2000 cytometer and slides with AOPI viability dye (Nexcelom Bioscience, Lawrence, MA, USA). For cell enumeration and flow cytometry analysis, eight subcutaneous lymph nodes and four mesenteric lymph nodes (LN), the spleen, and the thymus were collected and processed from each mouse. For experiments that utilized bead-isolated or sorted Tregs, the spleen and around 15 LN (secondary lymphoid organs [SLOs]) from each mouse were dissociated, and when necessary, as for Sin3a^−/−^Foxp3^cre^ mice, were pooled for processing.

### Flow cytometry

Single-cell suspensions from subcutaneous and mesenteric LN, spleens, and thymi were prepared as described above. Single-cell suspensions of fresh or reconstituted cryopreserved cells were stained with fluorophore-conjugated mAbs listed in **Supplementary Table S1**. Cells were stained with fixable viability dye for 15 min at RT, stained for cell-surface antigens for 45 min at 4°C, and, as necessary, fixed and permeabilized (BD, Pharmingen Transcription Factor Buffer Set, BD, Franklin Lakes, NJ, USA) according to the manufacturer’s protocol prior to staining cytosolic and/or intranuclear targets for 1 h at 4°C. When staining for chemokine or cytokine production, cells were incubated with phorbol 12-myristate 13-acetate (PMA), ionomycin, and brefeldin for 3 h prior to fixation. For annexin V staining, cells were incubated in annexin-binding buffer (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol and stained with annexin V Ab (**Supplementary Table S1**). For fluorescence-activated cell sorting (FACS) staining, cells were centrifuged at 1,300 rpm for 5 min and kept in the dark (or limited light) as described in the current FACS staining guidelines (49). Data from stained cells were acquired on a Cytoflex (Beckman Coulter, Brea, CA, USA) flow cytometer and analyzed using FlowJo v10 software.

### Fate mapping

Foxp3^YFPcre^ mice were crossed with Ai9(RCL-tdT) (JAX stock No. 007909), and progeny were crossed with Sin3a^flox/flox^. Dissociated cells from thymi and peripheral lymphoid organs were tested for tdT+YFP+ Tregs and tdT+YFP− exTregs using flow cytometry (**Supplementary Figure S17A**). Ai9 and Foxp3^YFPcre^Ai9 mice were used as controls for comparison with Sin3a^flox/flox^Foxp3^YFPcre^R26tdT KO mice.

### Treg suppression assay

Sin3a^−/−^CD4^cre^, CD4^cre^ Tregs, and CD4+CD25+ cells were isolated from SLOs using the CD4+CD25+ Treg Isolation Kit (Miltenyi Biotec, Gaithersburg, MD, USA). When using Sin3a^−/−^Foxp3^YFPcre^ or TAM_Sin3a^−/−^Foxp3^YFPcre^ with corresponding controls, Tregs were sorted on Foxp3^YFP+^CD25^PE+^ (BD FACSJazz sorter) from CD4+CD25+ bead-isolated cells. Foxp3 purity of isolated Tregs, determined by FACS, was confirmed to be ≥ 92% for bead-isolated cells and ≥ 97% for sorted cells, while not exceeding 1% difference between comparative groups. SLO responders, labeled with carboxyfluorescein succinimidyl ester (CFSE) (50), were seeded in 96-well round bottom plates (1 × 10^5^ cells/well) with serially diluted Tregs in standard T-cell media (RPMI-1640 with 10% FBS, l-glucosamine, and penicillin/streptomycin) containing sCD3mAb (1 μg/ml). Cells were coincubated at 37°C and 5% CO_2_ for 72 h, and proliferation was determined by flow analysis of CFSE division peaks. Prior to flow cytometry, cells were stained with fixable viability dye (Ghost 510) and then CD4 and CD8a mAbs (**Supplementary Table S1**). Area under curve (AUC) was calculated (48) using percent CFSE+ division of each Treg-to-responder cell ratio (1:1, 1:2, 1:4, 1:8, 1:16, and 0:1) per replicate. AUCs were expressed as ratios to CTRs, and ratios from individual experiments were averaged and tested for significance (one-sample *t*-test with a theoretical mean of 1).

### iTreg conversion assay

CD4+CD25− cells were isolated with a CD4+CD25+ Treg Isolation Kit (Miltenyi Biotec) from Sin3a^−/−^CD4^cre^, Sin3a^−/−^Foxp3^YFPcre^, or TAM_Sin3a^−/−^Foxp3^YFPcre^ with corresponding Cre controls. Percent Foxp3 of isolated CD4+CD25− cells, determined by FACS, was confirmed to not exceed 1% difference between comparative groups prior to treatment. CD4+CD25− cells were seeded in round-bottom 96-well plates (1 × 10^5^ cells/well) containing interleukin (IL)-2 (25 U/ml), tumor growth factor beta (TGF-β; 3 ng/ml), and CD3/CD28 beads at 37°C and 5% CO_2_ for 4 days (51). The percentage of Foxp3+ cells was determined by flow cytometry. Cells were stained using fixable viability dye (Ghost 510), followed by CD45 and CD4 mAbs, fixed, permeabilized, and stained for Foxp3. Cells from Foxp3^YFPcre^ mice were not fixed or permeabilized for Foxp3 staining, as they have YFP-tagged Foxp3. Results were recorded on a Cytoflex flow cytometer and analyzed with FlowJo 10.1 software.

### DNA methylation detection

Cells dissociated from SLOs of Sin3a^−/−^Foxp3^YFPcre^ and Foxp3^YFPcre^ controls were CD4+ and CD25+ enriched using magnetic bead isolation, then Foxp3^YFP^+CD25^PE^+ Tregs were collected by FACS sorting. DNA was isolated from Foxp3+CD25+ Tregs using the Qiagen DNA Kit as per the manufacturer’s protocol. Bisulfite conversion and desulfination of DNA (~ 300 ng/sample) was done using the Methyl Detection Kit by Active Motif. The CNS2 promoter region (aka TSDR) of *foxp3* was amplified using nested primer sets (outer set: “Foxp3_TSDR outer F” and “Foxp3_TSDR outer R” and inner set: “Foxp3_TSDR inner F” and “Foxp3_TSDR inner R”) detailed in **Supplementary Table S2** and described previously (52). The CNS2 PCR product was verified by and purified from agarose gel (1% agarose, 1× Tris-acetate-EDTA (TAE), 1 k, and 100 bp ladder, stained with Ethidium Bromide (EtBr)), using the QIAquick Gel Extraction Kit as per the manufacturer’s protocol. The converted CNS2 region was inserted into a TOPO2.1 TA vector using T4 DNA Ligase (Invitrogen) and transformed into TOP10 chemically competent *Escherichia coli* (Invitrogen) according to the manufacturer’s protocol. Transformed *E. coli* were selected from LB agar plates containing ampicillin (100 μg/ml) and galactose (40 μm/ml). Plasmids were isolated (Invitrogen PureLink Quick Plasmid Miniprep Kit, following the manufacturer’s protocol) from overnight cultures, and the presence of CNS2 inserts was confirmed via restriction enzyme digestion with EcoRI (NEB) followed by gel electrophoresis (1% agarose gel, 1× TAE, 1 k, and 100 bp ladder, stained with EtBr). The plasmids (meeting quality control measures of OD260/280 ≥ 1.8 and OD260/230 ≥ 2.0) were then sequenced (Sanger) using both forward (M13 Forward −21) and reverse (M13 Reverse −26) priming per sample (**Supplementary Table S2**) by the DNA Sequencing Facility at the University of Pennsylvania. Sequencing results were analyzed using methylKit packages in RStudio. Throughout these procedures, DNA concentration and quality were measured with a Nanodrop 2000 (Thermo Fisher Scientific, Waltham, MA, USA), and as necessary, Zymo Research DNA Clean and Concentrator Kit was utilized according to the manufacturer’s protocol.

### Coimmunoprecipitation

293T cells were cotransfected with Sin3a and either Foxp3, Hdac1, or Hdac2 plasmids using Lipofectamin 3000, according to manufacturer’s protocol. After 48 h, cells were washed with cold PBS and lysed on ice with lysis buffer containing 20 mM Tris-Cl at pH 7.5, 1% Triton-X100, 150 mM NaCl supplemented with protease and phosphatase inhibitor cocktails in addition to 1 mM DTT, 1 mM EDTA, 1 mM PMSF (just before lysates preparation). Cells were sonicated for 5 min in an ice bath (50% efficiency), rotated at 4°C for 30 min, and centrifuged at 12,000 rpm for 12 min. Proteins were estimated from clear supernatants using BCA reagents, using BSA as a standard. Equal amounts of protein lysates were precleaned with 2 µg of nIgG/tube (mouse or rabbit, depending on the IP antibody) for 1 h. Prewashed 30 µl protein A/G magnetic beads were added to each tube and rotated for 30 min at 4°C. Using a magnetic separator, precleaned lysates were collected, and equal amounts of lysates containing ~ 300 µg total protein immunoprecipitated with 5 µg each of nIgG, Sin3a, Hdac1, Hdac2, or other antibodies for 2 h with rotation at 4°C. Next, 30 µl prewashed magnetic beads were added to each tube and rotated for 1 h at 4°C. The IP beads were separated in the magnetic separator and washed four times with 500 µl of lysis buffer each time. Finally, IP beads were heated at 100°C in 1× sample lysis buffer for 10 min. Immunoprecipitated proteins were separated by 4%–15% SDS-PAGE. Western blots were developed with primary antibody for 2 h, washed four to five times, and then light chain-specific second antibody-conjugated horseradish peroxidase (HRP) was used for development with ECL reagents. In some experiments, antirabbit secondary antibody-HRP conjugates were also used.

### RT-qPCR and RNAseq

RNA was isolated from bead-isolated CD4+CD25+ cells of the CD4^cre^ background or from sorted CD25^PE^+Foxp3^YFP^+ Tregs of the Foxp3^YFPcre^ background using TRIZOL reagent (Ambion, Waltham, MA, United States) according to the manufacturer’s protocol. Sin3a^−/−^Foxp3^YFPcre^ and Foxp3^YFPcre^ control Foxp3^YFP^+CD25^PE^+ Tregs were sorted (FACS) following CD4+CD25+ enrichment by magnetic bead isolation (Miltenyi). For qPCR, mRNA was converted to cDNA using Reverse Transcriptase (Applied Biosystems, Carlsbad, CA, USA) with a BioRad C1000 thermocycler. TaqMan Gene Expression Master Mix (Applied Biosystems) was used with TaqMan primer sets listed in **Supplementary Table S2** as per manufacturer recommendations. qPCR target amplification was detected using a StepOnePlus Real-Time PCR System by Applied Biosystems. Genes commonly used as experimental controls for transcription, such as HPRT and GAPDH, were differentially expressed in Sin3a^−/−^ Tregs (**Supplementary Figure S16B**); therefore, 18S was utilized. 

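In the RNAseq data of sorted CD25+Foxp3+ Tregs, read counts were scaled to a common library size (CPM) with edgeR's trimmed mean of M values (TMM) normalization. Hprt (ENSMUSG00000025630), on chromosome X of GRCm38 from 52988137 to 53021659 in the GENCODE M21 annotation, had 93.3 ± 12.2 CPM (SD, n = 6) in control Tregs and 329 ± 93.5 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. Its log2 fold change was 1.82 (standard error 0.16, adjusted p = 6.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gapdh (ENSMUSG00000057666), on chromosome 6 from 125161715 to 125166467, had 17.1 ± 4.33 CPM (SD, n = 6) in controls and 45.3 ± 30.3 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. Gapdh had a log2 fold change of 1.40 (standard error 0.38, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 6 libraries labelled Sin3a−/−, 5 lay above every control library (two-sided exact permutation test of the group means of log2 CPM, p = 0.037). The other, replicate 3 of the males, had 10.1 CPM and lay below every control. Gapdh has processed pseudogene copies in the annotation with which it can share reads, and it overlaps Iffo1 on the opposite strand, so its level is uncertain. In males only, its log2 fold change of 1.31 was no longer significant (adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).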

Fold change was determined using the formula 2^−ΔΔCt^, where data were normalized to endogenous 18S and control target expression. Concentrations and quality of mRNA and cDNA were determined using a ThermoScientific Nanodrop 2000, and when necessary, RNA was cleaned and/or concentrated using the Zymo Research RNA Clean and Concentrator Kit according to the manufacturer’s protocol.

For RNAseq analysis, RNA was isolated from CD25+FoxP3+ Tregs that were sorted from CD4+CD25+ magnetic bead-enriched cells isolated from Sin3a^−/−^Foxp3^YFPcre^ or Foxp3^YFPcre^ controls. RNA samples met quality control measures of OD260/280 ≥ 2.0, OD260/230 ≥ 2.0, and integrity values ≥ 8.0 with a flat baseline (Agilent 5400). mRNA library preparation and sequencing (NovaSeq6000 PE150) were performed by Novogene Corporation Inc., Davis, CA, USA and data were deposited at the NCBI GEO site (accession No. GSE263830). Reads were mapped to the *Mus musculus* GRCm38/mm10 reference genome using Hisat2 v2.0.5. Read numbers mapped to each gene were quantified using featureCounts v1.5.0-p3, and FPKM was calculated. Differential expression analysis was performed using the DESeq2 R package 1.20.0, and the resulting *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false-discovery rate. Differentially expressed genes (DEGs) were considered significant when the *p*-adjusted (*p*adj) value was ≤ 0.05 and the log_2_ fold change was ≥ 1 or ≤ −1. Data analysis, enrichment, and visualization were performed using Microsoft Excel, SnapGene, RStudio (53), GSEA_4.3.0 (54), and/or Cytoscape (55).

### Statistics

Statistical analysis and figure creation were done with Excel, RStudio, and/or GraphPad Prism software, unless otherwise stated. Experiments were performed with a minimum of three biological replicates in technical triplicates, unless otherwise specified. Parametric tests were applied if data were normally distributed, and nonparametric tests if not. Data are shown as the mean SEM. A two-tailed *p*-value of 0.05 or less was considered to be significant: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; and ****p ≤ 0.0001.

## Results

### Conditional deletion of Sin3a in Foxp3+ Treg results in rapid development of lethal autoimmunity

To study the role of Sin3a in Treg cells, Sin3a^fl/fl^ mice were crossed with Foxp3^YFPcre^. Mice with homozygous deletion of *Sin3a* in Foxp3+ Tregs developed severe autoimmunity and died within 15–22 days of birth. These mice were smaller than normal littermates (**Figure 1A**), with ridged, dry skin and mucous membranes, and underdeveloped ears. Sin3a^−/−^Foxp3^YFPcre^ mice had markedly enlarged subcutaneous LNs (sLNs) and smaller spleens than littermate controls, while mesenteric LN (mLNs) were of normal size (**Figure 1B**); these differences were reflected in the number of cells recovered from dissociated organs (**Figure 1C**). Sin3a deletion within Tregs led to abundant tissue damage (**Figure 1D**; **Supplementary Figure S1A**). Histopathology of the lungs and livers showed loss of tissue structure, fibrosis, and edema, with immune cell infiltrates. Spleens displayed fibrosis and immune infiltrates, and skin showed tissue thickening, fibrosis, and immune infiltrates. Mice lacking Sin3a in Tregs produced abundant organ-specific autoantibodies including antikeratin Abs (AKA), antiparietal cells Abs (APCA), and antiendomysial Abs (EMA) (**Figure 1E**), and had heavy proteinuria (**Supplementary Figure S1B**). Together, these data showing extensive tissue injury and rapid death indicate that Sin3a perform a vital role in Treg cells, with consequences for prevention of autoimmunity.

**Figure 1:**
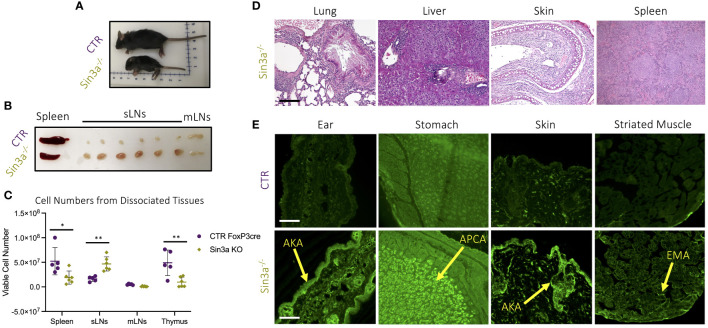
Gross pathology **(A)** of 12-day-old Sin3a^−/−^Foxp3^YFPcre^ (Sin3a^−/−^) and Foxp3^YFPcre^ (CTR) mice and secondary lymphoid organs **(B)**. Number of viable cells in single-cell suspensions of dissociated organs from either Sin3a^−/−^ or CTR mice with four to six biological replicates per group, consisting of two to three males and females **(C)**. Histopathology (×100) of formalin-fixed H&E-stained tissues from Sin3a^−/−^ mice **(D)** with CTR tissues included in **Supplementary Figure S1A**. Indirect immunofluorescent screening for autoantibodies in sera samples from Sin3a^−/−^ and CTR mice **(E)**. Autoantibodies: antikeratin Abs (AKA); antiparietal Abs (APCA); and antiendomysial Abs (EMA). Tissue section scale bars represent 100 μ. Symbols representing statistical significance are as follows: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; and ****p ≤ 0.0001.

### Mice with conditional Sin3a deletion in Foxp3+ cells have fewer Tregs and more effector T cells

Flow cytometric evaluation of T-cell populations in lymphoid organs shows that, compared to WT controls, Sin3a^−/−^ mice had more CD8+ T cells in their spleens (**Figure 2A**), more CD4+ T cells in their thymi (**Figure 2B**), and a marked reduction of Foxp3+ Tregs in SLOs (**Figure 2C**). Relations between control and Sin3a^−/−^ T-cell numbers differed from FACS percentages in some cases, e.g., subcutaneous LN from Sin3a^−/−^ mice were much larger (**Figure 1B**) and had more cells (**Figure 1C**) than controls. Within the massively enlarged sLN of Sin3a^−/−^ mice, the actual number of Tregs did not differ from controls (**Figure 2F**), while the numbers of CD8+ (**Figure 2D**) and CD4+ (**Figure 2E**) T cells increased greatly. FoxP3+ Tregs were nearly depleted in the spleens and mLN of Sin3a^−/−^ mice (**Figure 2F**), and CD4+ T cells were also reduced to near depletion in mLN (**Figure 2E**). In addition, within spleens and sLN, the ratios of CD4+ T cells to Tregs were much higher in Sin3a^−/−^ mice (**Figure 2G**), illustrating a cellular imbalance toward an effector phenotype. T cells from the SLOs of Sin3a^−/−^ mice were further examined using phenotypic markers for memory, naïve, and effector subpopulations (CD44 and CD62L). In the spleens and sLNs, but not mLNs, of Sin3a^−/−^ mice, the CD4+ and CD8+ T-cell populations were composed of more effector (CD62Llo) and fewer naïve (CD44+CD62L++) cells as compared to controls (**Supplementary Figures S2C–E**). This phenotypic skewing of CD4+ and CD8+ T cells from naïve toward effector in SLOs indicated a shift toward an activated effector cell environment.

**Figure 2:**
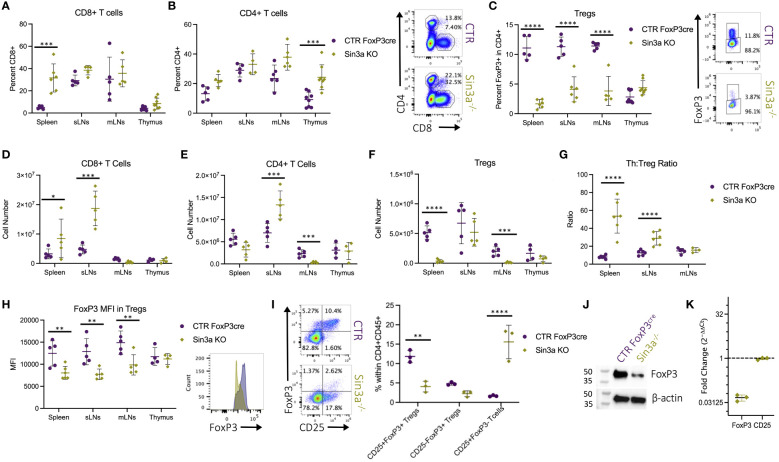
Percent of CD8+CD4− **(A)** and CD4+CD8−Foxp3− **(B)** within viable CD45+ cells and FoxP3+ Tregs **(C)** within viable CD45+CD4+ populations were determined by flow cytometry. Representative FCS plots from spleens included to the right, and FCS plots of sLN, mLN, and thymus data are included in **Supplementary Figure S3A**. Cell numbers of CD8+CD4− **(D)**, CD4+CD8−Foxp3− **(E)**, and Foxp3+ Tregs **(F)** calculated using FACS population percentages of cell numbers from corresponding dissociated organs (**Figure 1C**). The ratios of CD4+CD8−FoxP3− T cell (Th) to Foxp3+ Treg percentages in secondary lymphoid organs determined by flow cytometry **(G)**. Foxp3 MFI detected by flow cytometry with representative histograms of Sin3a^−/−^ (green) and Foxp3^YFPcre^ control (purple) from sLNs **(H)**. Representative FCS plots of CD25 and FoxP3 within viable CD45+CD4+ splenocytes with population percentages graphed on the right **(I)**. Western blot analysis of protein isolated from CD25+Foxp3+ FACS-sorted Tregs from pooled SLOs **(J)**. mRNA expression of Sin3a^−/−^ CD4+CD25+ bead-isolated cells from pooled SLOs was determined by RT-qPCR and normalized against 18S and control target expression **(K)**. FACS cell population analysis was performed using four to six biological replicates per group, consisting of two to three males and females. Symbols representing statistical significance are as follows: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; and ****p ≤ 0.0001.

### Conditional deletion of Sin3a in CD4+ T cells

The very low Treg numbers seen in Sin3a^−/−^Foxp3^cre^ mice markedly constrained *ex vivo* studies. We therefore deleted Sin3a in CD4+ cells, seeking to generate mice in which we could isolate Sin3a-deficient Tregs in sufficient numbers for further studies. The reasoning behind this was that Sin3a deletion from both suppressive and effector CD4+ T lineages would rescue the severe early-onset autoimmunity and fatality of Sin3a^−/−^FoxP3^cre^ deletion. Indeed, Sin3a^−/−^CD4^cre^ mice did not develop fatal autoimmunity. Rather, both CD4+ and CD8+ T-cell populations were drastically decreased, by percentage and cell numbers, in the SLOs of Sin3a^−/−^CD4^cre^ mice (**Supplementary Figures S4A, G**). Within SLOs, proportions of Foxp3+ cells were markedly increased compared to CD4^cre^ controls (**Supplementary Figure S4A**). While incongruent with the percentages of FoxP3+ cells within mice with conditional Sin3a deletion from Foxp3+ Tregs, these results are consistent with a recently published analysis of Sin3a^−/−^CD4^cre^ mice (56). However, when considering cell numbers within these organs, Foxp3+ Tregs were actually reduced in the spleens and sLNs (**Supplementary Figure S4G**). Tregs and CD4+ cells had reduced naïve and elevated effector subpopulations in the spleens, subcutaneous and mesenteric LNs (**Supplementary Figure S4D**). Naïve CD8+ T cells were also reduced in the SLOs (**Supplementary Figure S4D**). Memory CD4+ and CD8+ T cells were drastically increased in the SLOs, while the Treg memory population increased only in the sLNs (**Supplementary Figure S4D**). Hence, as in the Foxp3^cre^ background, Sin3a^−/−^CD4^cre^ mice displayed a cellular imbalance toward an activated immune environment.

### Inducible Sin3a deletion in existing Foxp3+ Treg cells

In further efforts to obtain larger numbers of *ex vivo* Foxp3+ Tregs lacking Sin3a, we utilized a tamoxifen-inducible Sin3a^−/−^Foxp3^cre^ (Sin3a^−/−^TAM) model. This allowed mice to develop normally prior to Sin3a deletion from Foxp3+ Tregs. Following tamoxifen treatment (**Supplementary Figure S5**), mice did not succumb to fatal autoimmunity, but like Sin3a^−/−^Foxp3^cre^ mice, they had massive sLNs (**Supplementary Figure S6A**) with pronounced follicles and germinal centers and developed PMN infiltrates and airway cuffing in the lungs (**Supplementary Figure S6B**). T-cell populations were assessed by FACS and had no significant differences in percentages of CD8+, CD4+, or Foxp3+ T cells (**Supplementary Figure S7A**). However, there was a significant downward shift in Foxp3 fluorescent intensity in Sin3a^−/−^TAM Tregs (**Supplementary Figure S7A**), like those from CD4^cre^ (**Supplementary Figure S4**) and Foxp3^cre^ (**Figure 2H**) backgrounds. T-cell subpopulations were also similar to those of the other two genetic backgrounds studied, whereby CD4+ cells and Foxp3+ Tregs had increased effector and decreased naïve types, especially in sLNs (**Supplementary Figure S7E**).

While there were differences in the percentages of Foxp3+ Tregs among Sin3a^−/−^ mice of Foxp3^cre^, TAM-induced Foxp3^cre^, and CD4^cre^ backgrounds, in each case Foxp3 was reduced compared to controls. The CD25/Foxp3 FACS profiles illustrate the depletion of Foxp3 and the shift from CD25+Foxp3+ to CD25+Foxp3− in Sin3a^−/−^Foxp3^cre^ mice (**Figure 2H**). The great loss of Foxp3 protein within Sin3a^−/−^ Tregs as determined by fluorescent intensity was substantiated by Western blot (**Figure 2J**). In addition, a massive reduction in transcriptional expression of *Foxp3* was detected by RT-qPCR with both CD4+CD25+ bead-isolated Tregs of the CD4^cre^ background (**Figure 2K**) and CD25+FoxP3+ sorted Tregs of the Foxp3^cre^ background (**Supplementary Figure S14B**). Hence, deletion of Sin3a from Tregs resulted in the reduction of Foxp3 protein and altered immune cell populations, leading to varying degrees of immune homeostasis disruption.

### Sin3a is important for Foxp3+ follicular Treg development

Given enlarged lymphoid follicles and germinal centers in sLNs Sin3a^−/−^ mice (**Supplementary Figure S6B**), follicular immune cell populations were evaluated by flow cytometry. There were more follicular T helper (Tfh) cells in the SLOs of Sin3a^−/−^ mice (**Figure 3A**), whereas follicular T-regulatory (Tfreg) cells were decreased in spleens and sLNs (**Figure 3B**). The ratios of Tfh to Tfreg cells were much higher in the spleens and sLNs of Sin3a^−/−^ mice (**Figure 3C**). Follicular B cells were unchanged (**Figure 3D**), while marginal zone (MZ) B cells (**Figure 3E**) and MZ precursor B cells (**Figure 3F**) were reduced in Sin3a^−/−^ spleens and sLNs. In contrast, germinal center (GC) B cells were increased in Sin3a^−/−^ spleens and sLNs (**Figure 3G**). While not exclusive to lymphoid follicles, B-regulatory cells were reduced in the sLNs of Sin3a^−/−^ mice (**Supplementary Figure S10**). A few other differences were observed in B-cell subtypes (**Supplementary Figure S9**). These results show that Sin3a has a profound effect on the cellular composition of the germinal follicles of SLOs.

**Figure 3:**
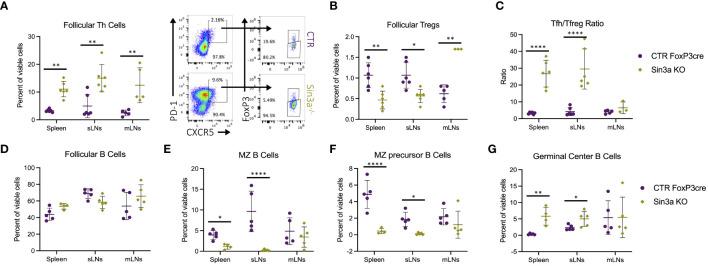
Follicular T-helper cell (CD45+CD4+PD1+CXCR5+FoxP3−) **(A)** and follicular T-regulatory cell (CD45+CD4+PD1+CXCR5+FoxP3+) **(B)** populations were determined using flow cytometry (representative FCS plots from the sLNs included in between) and then used to calculate the ratio of Tfh to Tfreg cells **(C)**. The percent of follicular B cells (CD19+B220+CD93−CD21loCD23hi) **(D)**, marginal zone (MZ) B cells (CD19+B220+CD93−CD21hiCD23lo) **(E)**, precursors to MZ B cells CD19+B220+CD93−CD21hiCD23hi) **(F)**, and germinal center B cells (CD19+B220+GL7+FAS+) **(G)** were determined by flow cytometry; representative FCS plots included in **Supplementary Figure S4**. Further details concerning gating strategies and representative FCS plots for follicular T- and B-cell subsets are included in **Supplementary Figures S8A, B**, **S9A–F**, respectively. FACS cell population analysis was performed using four to six biological replicates per group, consisting of two to three males and females. Symbols representing statistical significance are as follows: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; and ****p ≤ 0.0001.

### Sin3a is key to the transcriptional regulation of Foxp3+ Treg cells

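RNA was sequenced from CD25+Foxp3+ Tregs sorted from mice aged 12 to 15 days, whose Foxp3-driven Cre recombinase either deleted Sin3a or served as the control. The data comprised 12 libraries, 6 per group, with 3 from males and 3 from females in each. The paper states that organs were pooled for processing when necessary, as for Sin3a−/− mice, and its text does not name how many animals made up each library. The authors mapped the reads to GRCm38, counted them per gene and computed FPKM, which scales the counts for gene length and sequencing depth. Their count table lists 54532 genes by Ensembl identifier, of which 54495 matched the GENCODE M21 annotation. Between 14339597 and 22005415 reads were counted per control library (median 16174392) and between 14314124 and 27030077 per library labelled Sin3a−/− (median 20720180). The male libraries labelled Sin3a−/− were the most deeply counted group, with at least 22765837 counts each, so depth was not balanced over sex and genotype. The 100 most counted genes took between 16.82% and 19.28% of a library's counts. Genes with too few counts for the group size were removed by edgeR's default filter, which left 14194 genes, and the 6 libraries of each group were compared without covariates. A gene was called differentially expressed at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, the thresholds in the paper's methods. The paper used DESeq2, which was run as an alternative. Whether counting used the strand of the reads is not named in the paper's text, so genes that overlap another gene on either strand may hold some of its reads.

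The targeted gene was examined first. Sin3a (ENSMUSG00000042557) lies on chromosome 9 from 57072040 to 57128366 and has 24 merged exons. Female controls had 129.5, 150.5 and 146 CPM of Sin3a, and male controls had 169.98, 145.5 and 146 CPM. Females labelled Sin3a−/− had 141, 124 and 121 CPM, and males labelled Sin3a−/− had 151, 126 and 157 CPM. The group means were 148 ± 13 CPM (SD, n = 6) in controls and 137 ± 15.3 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a difference within the spread between libraries (log2 fold change −0.11, standard error 0.093, adjusted p = 0.30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The total count of Sin3a therefore did not separate the groups, and within these counts the genotype rests on the labels alone. The counts sum over all exons, and the paper's text does not name the exons removed. The paralog Sin3b (ENSMUSG00000031622), on chromosome 8 from 72723285 to 72758201, had 102 ± 12.5 CPM (SD, n = 6) in controls and 75.4 ± 6.48 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. For Sin3b, the log2 fold change was −0.43 (standard error 0.097, adjusted p = 0.00095 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the limit on fold change. Every library labelled Sin3a−/− lay below every control for Sin3b. The sex labels matched the sex-specific transcripts. Xist, from the inactive X chromosome, had between 1379 and 1683 CPM in the libraries labelled female and at most 10.8 CPM in those labelled male. Ddx3y, on the Y chromosome, had at least 102 CPM in every male library and at most 0.238 CPM in every female library.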

We used RNAseq to better understand the extent to which Sin3a contributes to transcriptional regulation in Foxp3+ Tregs (**Figure 4**; **Supplementary Figures S14–S16**). 

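A gene was counted as expressed in a group when its mean FPKM over the 6 libraries was above 1, computed from the authors' FPKM table. By this definition, 10757 genes were expressed in both groups, 1445 in control Tregs alone and 849 in the libraries labelled Sin3a−/− alone. The choice of limit moved these numbers most when it was lowered to a mean FPKM of 0.1, which gave 2243 genes for controls alone and 1551 for the libraries labelled Sin3a−/− alone. These counts compare group means with a fixed limit, and carry no test of the difference between groups.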

There were hundreds of uniquely expressed genes in Tregs with and without Sin3a (**Figure 4A**). 

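Of the 14194 genes tested, 5600 passed the thresholds for differential expression, 2738 of them higher and 2862 lower in the libraries labelled Sin3a−/− (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rises made up 48.89% of the calls, and the median log2 fold change of all genes tested was 0.0048. Without the limit on fold change, 10054 genes (70.83% of those tested) had an adjusted p of at most 0.05. In 7395 of the genes tested (52.1%), the 6 libraries of one group did not overlap the 6 of the other, which by chance happens in 0.216% of genes. Leaving out each of the 12 libraries in turn gave between 5659 and 5883 genes. Over the alternatives, the number of differentially expressed genes lay between 3351 (1726 higher and 1625 lower) with limma on log2(FPKM + 1) and 7877 (3627 higher and 4250 lower) with no filter on low counts. DESeq2, the paper's own tool, gave 7540 genes, 3488 higher and 4052 lower. Among protein-coding genes, 2376 were higher and 2113 lower.

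Of the genes the paper names for these data, 74 were examined, of which 65 had enough counts to be tested. Among those, 32 were higher, 30 were lower and 3 (Tet2, Dnmt3a and Dnmt3b) passed neither threshold pair. Adjusting over this list alone also called 62 genes, although the list consists largely of the paper's own calls and so shows no stability. Of the genes in the heatmap of Figure 4C, 55 were examined, of which 51 were tested, 29 of them higher and 22 lower. Within the RNAseq data, the direction of each change rests on the labels, since the Sin3a count did not differ between groups. The paper separately reports lower Foxp3 protein and higher CD8a protein in Tregs of this genotype, the directions seen for their RNA here. From the presence of both enhanced and reduced genes, the paper concludes that Sin3a takes part in positive as well as negative regulation and acts as a coregulator.

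**Figure D1:**
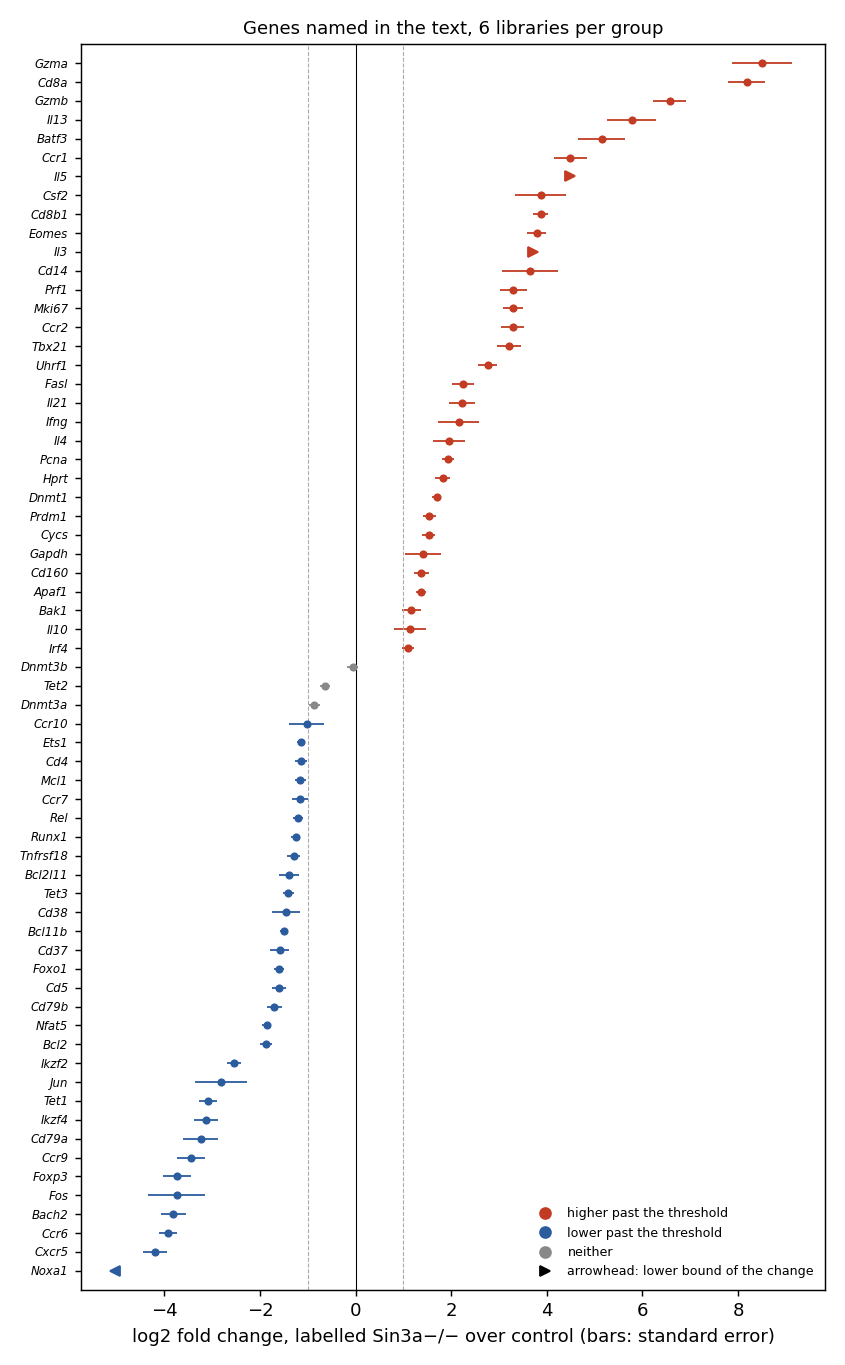
Log2 fold change of 65 tested genes named in the text, in the libraries labelled Sin3a−/− over control Tregs (6 libraries per group), with bars for the standard error and dashed lines at a log2 fold change of 1 in either direction. Arrowheads mark Il3, Il5 and Noxa1, for which one group had at most 3 counts in every library, so their position is a lower bound of the change; 32 genes are higher, 30 lower and 3 neither.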

Among the genes differentially expressed between Sin3a^−/−^ and control Tregs, thousands of genes had enhanced or reduced expression (**Figures 4B, C**; **Supplementary Figure S16**), showing that Sin3a contributes to both positive and negative transcriptional regulation within Tregs, i.e., Sin3a acts as a coregulator in Treg cells and is not simply a corepressor.

**Figure 4:**
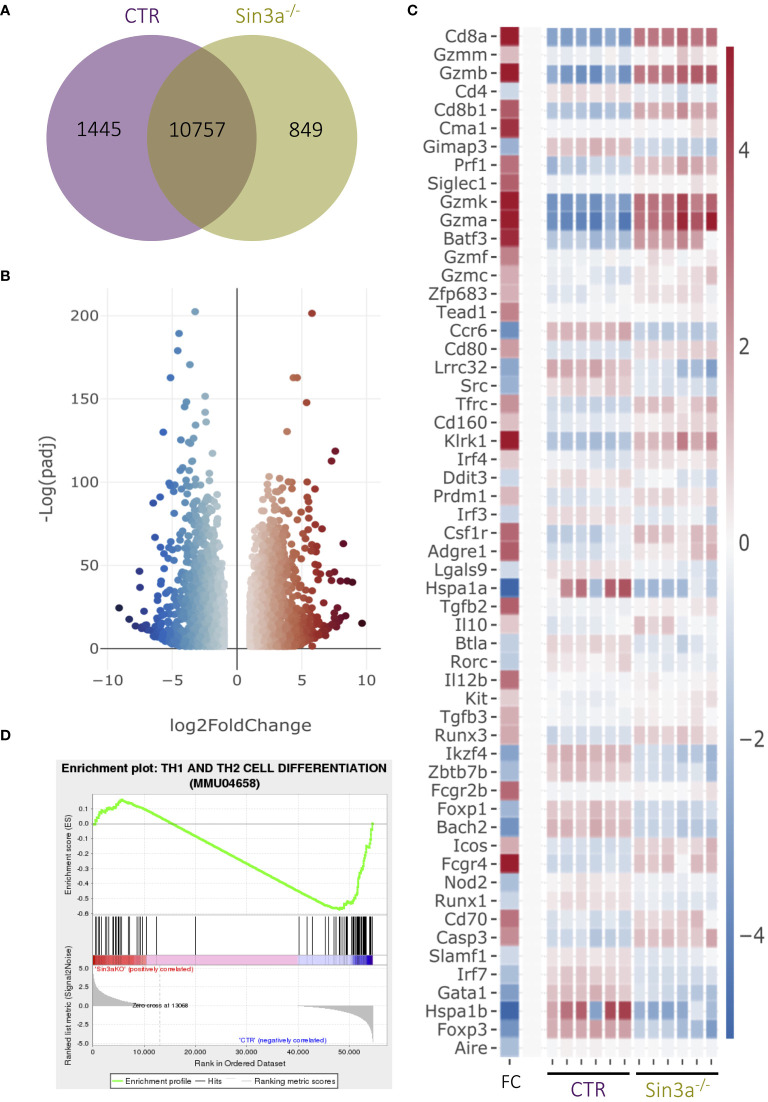
RNAseq analysis of sorted CD25+Foxp3+ Tregs from Sin3a^−/−^Foxp3^YFPcre^ or Foxp3^YFPcre^ control mice. Gene coexpression between groups is depicted in a Venn diagram **(A)**. DEGs of Sin3a^−/−^ vs. CTR Tregs with |log_2_ fold change|≥ 1 and *p*adj ≤ 0.05 in a volcano plot **(B)**, and selected DEGs depicted by heatmap with log_2_ fold change (FC) in the left column with the color scale to the right **(C)**. GSEA output using DEGs of Sin3a^−/−^ versus CTR Tregs (NES: − 1.338; *p*-value: 0.006; FDR: 0.156) **(D)**. RNAseq 3D PC plot (**Supplementary Figure S15A**), fpmk distribution violin plot (**Supplementary Figure S15B**), and total DEG heatmap (**Supplementary Figure S16A**) are included in the **Supplementary Materials**. RNAseq was performed using six pooled biological replicates per group, three males and three females.

Transcriptional expression of *Foxp3* was reduced in Sin3a^−/−^ Tregs (**Figure 4C**; **Supplementary Figure S16B**), consistent with reduced Foxp3 protein in Tregs as detected by flow cytometry (**Figures 2C, H, I**; **Supplementary Figures S4H**, **S7A**) and Western blot (**Figure 2J**). 

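Foxp3 (ENSMUSG00000039521) lies on chromosome X from 7573644 to 7595245. It had 446 ± 46.4 CPM (SD, n = 6) in control Tregs and 33.5 ± 15.3 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. The log2 fold change was −3.74 (standard error 0.30, adjusted p = 3.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and across 12 alternatives it stayed between −4.50 and −3.20. All 6 libraries labelled Sin3a−/− lay below all 6 controls (two-sided exact permutation test, p = 0.0022, the smallest p that 6 libraries against 6 allow). Controls had between 7356 and 8678 Foxp3 counts, and the other group had between 189 and 829. Females labelled Sin3a−/− had 43.96, 50.6 and 43.7 CPM and males had 25.8, 27.2 and 9.82 CPM. The difference between the sexes in the size of the fall was not significant (interaction log2 −1.36, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The annotation places 4 other genes over Foxp3, 3 of them on the opposite strand, whose reads could be among these counts.

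**Figure D2:**
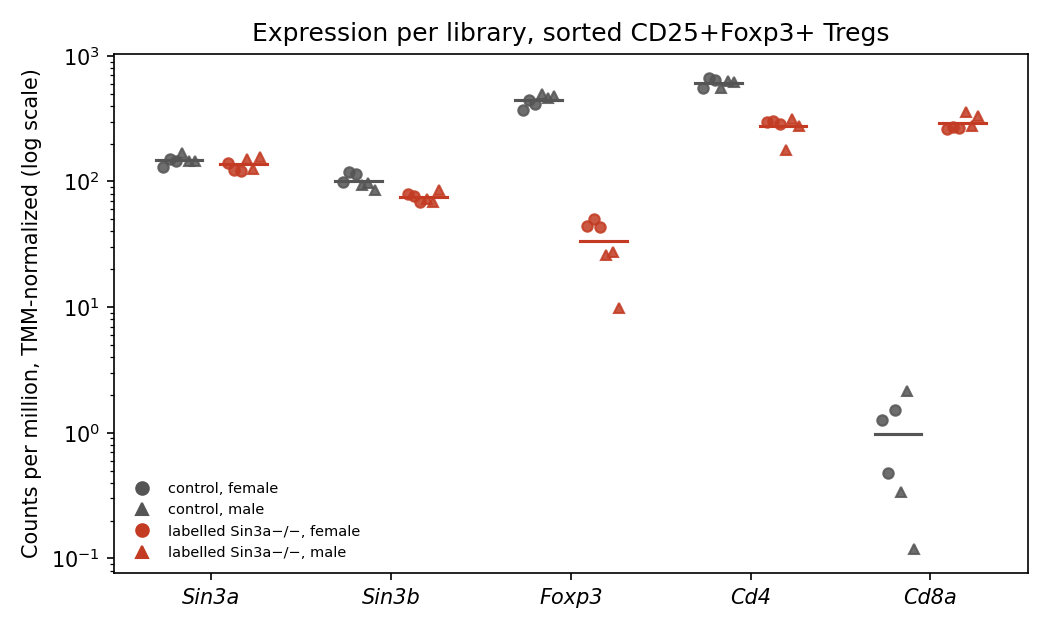
TMM-normalized CPM (log axis) of Sin3a, Sin3b, Foxp3, Cd4 and Cd8a, with a point for each library (circles female, triangles male) and a line at each group's mean. The 6 libraries labelled Sin3a−/− overlap the controls for Sin3a, lie below every control for Sin3b, Foxp3 and Cd4, and lie above every control for Cd8a.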

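The transcription factor genes Foxo1, Fos, Jun, Ets1, Rel, Runx1, Ikzf2, Ikzf4, Bcl11b and Bach2 were all lower past the thresholds in the libraries labelled Sin3a−/−. The largest fall was in Bach2 (ENSMUSG00000040270, chromosome 4 from 32238804 to 32586108), from 124 ± 19.9 CPM (SD, n = 6) in controls to 8.95 ± 3.87 CPM (SD, n = 6), with a log2 fold change of −3.81 (standard error 0.25, adjusted p = 5.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ikzf4 (ENSMUSG00000002578, chromosome 10 from 128630843 to 128645991) fell from 201.9 ± 18.2 to 23.2 ± 10.1 CPM (SD, n = 6 each). Ikzf2 (ENSMUSG00000025997, chromosome 1 from 69531214 to 69687245) fell from 999 ± 60.1 to 171 ± 38.1 CPM (SD, n = 6 each). The smallest fall was in Ets1 (ENSMUSG00000032035, chromosome 9 from 32636221 to 32757820), with a log2 fold change of −1.13 (standard error 0.084). Bcl11b, Foxo1, Runx1 and Rel had log2 fold changes of −1.49, −1.60, −1.25 and −1.20. The immediate early genes Fos and Jun varied widely among controls, at 220 ± 170.3 and 241 ± 170.1 CPM (SD, n = 6 each), and their log2 fold changes of −3.74 and −2.81 had the largest standard errors, 0.59 and 0.54. For Jun, 5 of the 6 libraries labelled Sin3a−/− lay below every control. For the remaining genes of this list, all 6 did. Except for Fos, Rel and Bcl11b, these genes overlap at least 1 other annotated gene, and Bach2 and Ikzf2 each overlap 3.

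Cd4 (ENSMUSG00000023274, chromosome 6 from 124864692 to 124888221) had 612 ± 48.9 CPM (SD, n = 6) in controls and 277 ± 50.7 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of −1.15 (standard error 0.13, adjusted p = 1.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnfrsf18 (ENSMUSG00000041954, chromosome 4 from 156026164 to 156028895) fell by 1.30 on the log2 scale. Cxcr5 (ENSMUSG00000047880, chromosome 9 from 44511787 to 44561877), which overlaps Bcl9l on the opposite strand, fell from 57.5 ± 14.3 to 3.12 ± 1.05 CPM (SD, n = 6 each).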

RNAseq also showed Sin3a^−/−^ Tregs had reduced expression of multiple TFs that contribute to the induction and stability of Foxp3 expression, including Foxo1, Fos, Jun, Ets-1, Rel, Runx1, Helios (Ikzf2), Eos (Ikzf4), Bcl-11b, and Bach2 (**Figure 4C**; **Supplementary Figure S16B**), as well as CD4, Tnfrsf18 (GITR), and Cxcr5 (**Figure 4C**; **Supplementary Figure S16B**). In contrast, factors produced by effector Tregs such as perforin, granzyme B, and IL-10 had greatly increased transcript levels (**Figure 4C**).

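Gzmb (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) had 7.16 ± 4.04 CPM (SD, n = 6) in controls and 682 ± 165 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. Gzmb had a log2 fold change of 6.57 (standard error 0.35, adjusted p = 7.0e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prf1 (ENSMUSG00000037202, chromosome 10 from 61297833 to 61304680) rose from 8.22 ± 3.14 to 80.6 ± 23 CPM (SD, n = 6 each). Il10 (ENSMUSG00000016529, chromosome 1 from 131019845 to 131024974) had 4.58 ± 1.25 CPM (SD, n = 6) in controls and 10.1 ± 5.63 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, with a log2 fold change of 1.13 (standard error 0.34, adjusted p = 0.0072 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 3 of the 6 libraries labelled Sin3a−/− exceeded every control for Il10. Those were the females, at 17.4, 11.9 and 15.6 CPM, while the males had 4.64, 6.06 and 4.99 CPM against 4.24, 5.37 and 6.67 CPM in male controls. The interaction of genotype and sex had a log2 value of −2.06 for Il10 (adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but with each of the 12 libraries left out in turn its adjusted p lay between 0.0070 and 0.13 and was above 0.05 in 7 fits. In males only the log2 fold change of Il10 was −0.036 (adjusted p = 0.92 from the same test). With sex as a covariate, and with limma on the log scale of FPKM, the log2 fold change of Il10 was under 1.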

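Cd8b1 (ENSMUSG00000053044, chromosome 6 from 71322788 to 71337494) had 12.7 ± 1.57 CPM (SD, n = 6) in controls and 186 ± 43.5 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of 3.87 (standard error 0.15, adjusted p = 9.6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tbx21, which encodes T-bet (ENSMUSG00000001444, chromosome 11 from 97098071 to 97115331), rose from 9.09 ± 2.01 to 83.9 ± 33.3 CPM (SD, n = 6 each). Prdm1, which encodes Blimp1 (ENSMUSG00000038151, chromosome 10 from 44437177 to 44528501), rose from 31.3 ± 5.5 to 91.2 ± 12.4 CPM (SD, n = 6 each). Irf4 (ENSMUSG00000021356, chromosome 13 from 30749226 to 30766976) rose from 116 ± 21.5 to 249.6 ± 32.3 CPM (SD, n = 6 each). Its log2 fold change of 1.10 was close to the limit and fell under it with total counts or upper-quartile scaling (0.96 and 0.99) and in females only (0.88). Cd63 (ENSMUSG00000025351, chromosome 10 from 128900989 to 128912822) had too few counts to be tested, with between 0 and 6 counts per control library and between 1 and 31 per library labelled Sin3a−/−. With no filter on low counts its log2 fold change was 2.12 (adjusted p = 0.042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although only 4 of the 6 libraries lay above every control (two-sided exact permutation test, p = 0.063).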

While transcriptional expression of Foxp3 and other Treg-specific factors was reduced in the absence of Sin3a, markers of other lineages and immune cell subtypes were enhanced, including T-bet, Blimp1, IRF4, CD63, CD8a, and CD8b1 (**Figure 4C**; **Supplementary Figure S16**). 

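Cd8a (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173) had 0.979 ± 0.796 CPM (SD, n = 6) in controls and 294 ± 39.3 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. This was a log2 fold change of 8.18 (standard error 0.38, adjusted p = 3.1e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Control libraries had between 2 and 37 Cd8a counts, and the other group had between 3730 and 8598. By p-value, Cd8a ranked 58 among the genes tested and Cd8b1 ranked 15. The rank depended on the method and on the libraries used. It was 1 with limma on log2(FPKM + 1), 218 with DESeq2, 16 in females only and 519 in males only. When each library was left out in turn, it lay between 17 and 146.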

CD8a was the most significantly altered DEG (ranked by *p*adj value), and this was confirmed by increased CD8a protein in Foxp3+ Tregs via FACS (**Supplementary Figure S2F**). Other CD8+ T-cell-associated factors such as CD160, EOMES, and Batf3 were also increased in transcriptional expression (**Figure 4C**; **Supplementary Figure S16B**). 

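Eomes (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) had 5.19 ± 1.13 CPM (SD, n = 6) in controls and 71.6 ± 19.1 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of 3.79 (standard error 0.19, adjusted p = 5.7e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Batf3 (ENSMUSG00000026630, chromosome 1 from 191097847 to 191108945) rose from 0.806 ± 0.503 to 29.5 ± 13.2 CPM (SD, n = 6 each). Cd160 (ENSMUSG00000038304, chromosome 3 from 96798763 to 96829351) rose from 8 ± 1.11 to 20.7 ± 4.25 CPM (SD, n = 6 each), with a log2 fold change of 1.37. For each of the 3 genes, all 6 libraries labelled Sin3a−/− lay above every control. Eomes and Cd160 each overlap 1 gene on the opposite strand.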

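The gene lists printed in the heatmaps of Supplementary Figure S15 were tested with camera, a competitive gene set test in limma. Adjustment was by Benjamini-Hochberg over 10 lists. Camera asks whether the genes of a list shifted in one direction relative to the other genes tested, not whether more of them changed. The paper shows these lists for the same data, so they were not chosen independently. Of the 78 genes listed for Th1 and Th2 cell differentiation, 68 were tested, 8 of them higher and 15 lower past the thresholds. Their median log2 fold change was −0.54, against 0.0065 for the other genes (adjusted p = 0.014 from limma's camera). Of the 93 genes listed for Th17 cell differentiation, 83 were tested, 10 higher and 20 lower, with a median log2 fold change of −0.51 (adjusted p = 0.014 from limma's camera). The lists share 57 genes, so the results are not independent. By default, camera fixes the correlation between genes at 0.01. With the correlation estimated for each list, the adjusted p was 0.093 for Th1 and Th2 and 0.089 for Th17, and with fgsea in place of camera it was 0.0021 and 0.00086.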

Gene Set Enrichment Analysis (GSEA) of DEGs revealed that CD4 and CD8 T cell differentiation (**Figure 4D**) and Th17 cell differentiation (**Supplementary Figure S15M**) were impacted by the absence of Sin3a. Myeloid lineage and inflammatory mediators were also increased in Tregs lacking Sin3a, including GM-CSF (Csf2), Batf2, NFAT5, CD14, CD33, and CD36. Conversely, the majority of DEGs of B-cell-associated factors such as CD5, CD37, CD38, and CD79a/b (B-cell receptor [BCR]) were reduced (**Supplementary Figure S16B**). 

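Csf2 (ENSMUSG00000018916, chromosome 11 from 54247271 to 54249667) had 0.102 ± 0.0853 CPM (SD, n = 6) in controls and 1.55 ± 0.616 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of 3.88 (standard error 0.53, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd14 (ENSMUSG00000051439, chromosome 18 from 36725067 to 36726798) rose from 0.094 ± 0.115 to 1.24 ± 0.266 CPM (SD, n = 6 each). Both were low, with at most 73 counts of Csf2 and 34 of Cd14 in any library. Batf2, Cd33 and Cd36 had too few counts to be tested. Batf2 (ENSMUSG00000039699, chromosome 19 from 6140983 to 6172476) had no counts in controls and between 1 and 10 in each library labelled Sin3a−/−, at least 1.8-fold higher, and it overlaps 3 other genes. Cd33 (ENSMUSG00000004609, chromosome 7 from 43524216 to 43544428) had between 0 and 8 counts in controls and between 5 and 26 in the other group. Cd36 (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801) had between 0 and 10 counts in controls and between 2 and 55 in the other group. The difference between its group means of log2 CPM was not significant (two-sided exact permutation test, p = 0.14). With no filter on low counts, the log2 fold changes were 2.43 for Cd33 and 1.74 for Cd36. Both were then called (adjusted p = 0.0096 and 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In males only, Cd36 was called (adjusted p = 0.021 from the same test) and Cd33 was not (adjusted p = 0.057). Nfat5 (ENSMUSG00000003847, chromosome 8 from 107293470 to 107379517) was lower, at 396 ± 33 CPM (SD, n = 6) in controls and 109 ± 12.3 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of −1.86 (standard error 0.096, adjusted p = 6.1e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).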

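Cd79a (ENSMUSG00000003379, chromosome 7 from 24897381 to 24902197) had 5.49 ± 2.02 CPM (SD, n = 6) in controls and 0.583 ± 0.285 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of −3.24 (standard error 0.36, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd79b (ENSMUSG00000040592, chromosome 11 from 106311341 to 106314762) fell from 15.6 ± 2.13 to 4.81 ± 0.85 CPM (SD, n = 6 each). Cd5 (ENSMUSG00000024669, chromosome 19 from 10717116 to 10739002) fell from 543 ± 42 to 178 ± 40.2 CPM (SD, n = 6 each). Cd37 (ENSMUSG00000030798, chromosome 7 from 45233632 to 45239115) fell from 257 ± 22.7 to 85.1 ± 26.6 CPM (SD, n = 6 each). Cd38 (ENSMUSG00000029084, chromosome 5 from 43868553 to 43912375) fell from 30 ± 3.87 to 10.9 ± 6.42 CPM (SD, n = 6 each). In males only, the log2 fold change of Cd38 was −0.90 and did not reach the limit on fold change. For all 5 genes, every library labelled Sin3a−/− lay below every control. Cd37 overlaps 1 other gene and Cd38 overlaps 2.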

Together, these results display a markedly dysregulated transcriptional profile of Foxp3+ Treg cells, specifically favoring proinflammatory effector mechanisms.

Enrichment analysis of DEGs identified immune processes and hematopoiesis to be significantly altered by the Sin3a deletion (**Supplementary Figure S15D**). Likewise, GSEA revealed many signaling pathways involved in immune processes, such as NOD-like, NOTCH, MAPK, tumor necrosis factor (TNF), RIG I-like, and Toll-like signaling (**Supplementary Figures 15E–K**), were impacted. 

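Of the lists for signaling pathways, those for NOD-like and RIG-I-like receptor signaling had the smallest p values, both with lower expression in the libraries labelled Sin3a−/− (adjusted p = 0.010 for each from limma's camera). The NOD-like list had 130 genes tested, 12 higher and 39 lower past the thresholds, with a median log2 fold change of −0.41. The RIG-I-like list had 47 genes tested, 4 higher and 11 lower, with a median of −0.52. Notch signaling (40 genes tested, median −0.64, camera adjusted p = 0.016) and TNF signaling (91 genes tested, median −0.35, camera adjusted p = 0.020) were also lower. Toll-like receptor signaling (74 genes tested, median −0.27) and MAPK signaling (205 genes tested, median −0.16) had adjusted p values of 0.082 and 0.13. With fgsea on genes ranked by the test statistic in place of camera, both passed, at adjusted p values of 0.012 and 0.0037. With the correlation estimated for each list, none of these 6 lists passed, and their adjusted p values lay between 0.076 and 0.14.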

DEGs that were reduced or enhanced in Sin3a^−/−^ Tregs were cross-referenced with ATAC-seq data from an open-access repository, and the top four results from each query are included in **Table 1**. DEGs with reduced expression in Sin3a^−/−^ Tregs best-overlapped chromatin availability of Tregs. DEGs with enhanced expression in Sin3a^−/−^ Tregs best-overlapped chromatin availability of dendritic cells (DC), followed by monocytes. These results show that Sin3a supports transcriptional activation of Treg-specific factors and repression of alternative hematopoietic cell types. Hence, the Sin3a scaffolding protein plays a pivotal role in the control of the Treg transcriptional profile.

**Table 1:** Cooccurrence enrichment analysis of Sin3a^−/−^ Treg DEGs and chromatin availability in immune cells.

Data input (RNAseq)	ChIP-Atlas data type	Cell type	ChIP-Atlas experiment ID	Overlaps/DEGall	Overlaps/control	log *p*-value	Fold enrichment	ChIP-Atlas query ID
Sin3a^−/−^ Treg DEGs down	ATAC-seq	Tregs	DRX266827	1,954/2,321	10,643/17,403	− 115.8	1.38	wabi_chipatlas_2023-0712-1140–30-435–364336
		Tregs	DRX266831	1,958/2,321	10,702/17,403	− 114.8	1.37	
		Thymic cells	SRX12710507	2,137/2,321	12,575/17,403	− 114.2	1.27	
		CD4+ T cells	SRX18827479	1,985/2,321	11,020/17,403	− 112.0	1.35	
Sin3a^−/−^ Treg DEGs up	ATAC-seq	DCs	SRX2523844	2,429/2,711	11,295/17,013	− 153.9	1.35	wabi_chipatlas_2023-0728-0313–52-983–274731
		Monocytes	SRX7894782	2,436/2,711	11,410/17,013	− 150.8	1.34	
		Pre Gran/Mono	SRX9621071	2,420/2,711	11,266/17,013	− 150.8	1.35	
		CD8+ T cells	SRX14333165	2,295/2,711	10,208/17,013	−150.6	1.35	

### Sin3a is essential for Treg cell suppressive function

Sin3a deletion in Tregs resulted in the development of autoimmunity. In addition to the marked reduction in FoxP3 and peripheral Treg numbers, loss of function was also evaluated. Tregs that lack Sin3a were therefore tested for their ability to suppress the proliferation of lymphoid responder cells *ex vivo*. Sin3a^−/−^ Tregs from Foxp3^cre^, TAM-induced Foxp3^cre^, and CD4^cre^ backgrounds were all severely impaired in their abilities to suppress the proliferation of CD4+, CD8+, and total SLO responder cells (**Figure 5A**). Treatment with the Sin3a inhibitor, Selamectin, also reduced CTR Treg suppressive function in a dose-dependent manner (**Supplementary Figure S13**). In addition, Sin3a^−/−^ Tregs from peripheral lymphoid sights had higher CD69 activation in FoxP3cre (**Figure 5B**), CD4^cre^ (**Supplementary Figure S4B**), and TAM-induced FoxP3cre (**Supplementary Figure S7B**). Likewise, a marker of cell division, Ki-67, was increased in splenic Tregs of Sin3a^−/−^Foxp3^cre^ (**Figure 5C**) and SLOs of Sin3a^−/−^TAM (**Supplementary Figure S7B**). In addition, transcription of the Ki-67 gene, *mki67*, was increased in peripheral Tregs lacking Sin3a (**Supplementary Figure S16B**). These data show that without Sin3a, Tregs are activated but lack suppressive function.

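Mki67 (ENSMUSG00000031004) lies on chromosome 7 from 135689784 to 135716361 and overlaps 1 gene on the opposite strand. It had 219 ± 73.1 CPM (SD, n = 6) in control Tregs and 2159.8 ± 377 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. The log2 fold change was 3.30 (standard error 0.21, adjusted p = 3.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 libraries labelled Sin3a−/− lay above every control. Controls had between 2482 and 7199 Mki67 counts, and the other group had between 26792 and 57329.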

**Figure 5:**
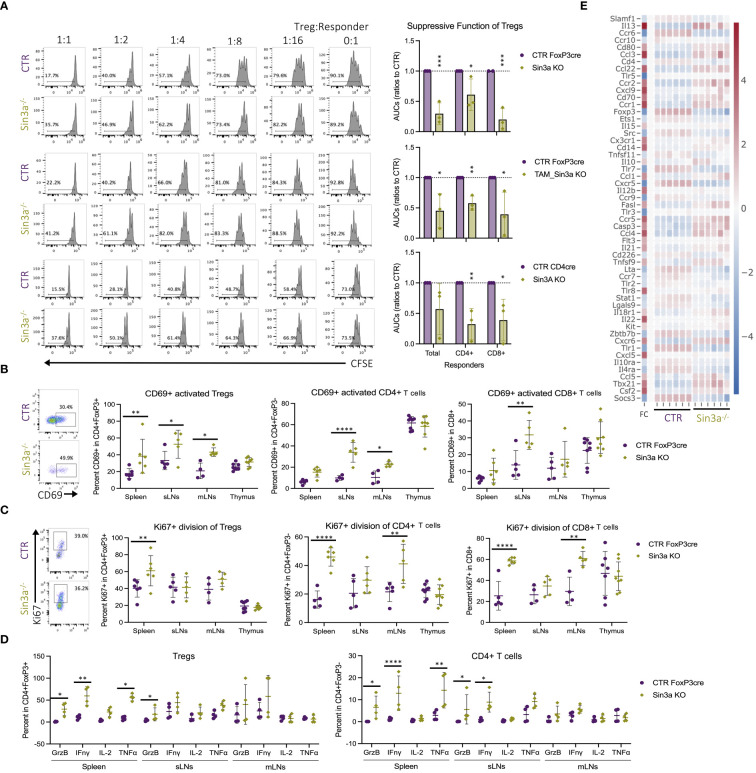
Foxp3+ Treg dysfunction in the absence of Sin3a. Treg suppression assays performed with Sin3a^−/−^ Foxp3^YFPcre^ (**A**, top), TAM-induced Sin3a^−/−^Foxp3^YFPcre^ CD25+FoxP3+ FACS-sorted Tregs (**A**, middle), or Sin3a^−/−^CD4^cre^ CD4+CD25+ bead-isolated Tregs (**A**, bottom) with control splenic responders. Suppression assay representative CFSE histograms of CD4+ responder division in ratios with serially diluted Tregs are on the left and the area under the curve (AUC) is calculated from the percent CFSE division on the right **(A)**. Percent CD69+ activation **(B)** and Ki-67+ division **(C)** of CD4+Foxp3+ Tregs (center-left), CD4+CD8−Foxp3− T cells (center-right), and CD8+CD4− T cells (right) with representative FCS plots from sLNs included on the left. Plots (FCS) that represent spleen, mLN, and thymus data are included in **Supplementary Figures S3B–D**. Cells from spleens, sLNs, or mLNs of Sin3a^−/−^Foxp3^YFPcre^ mice or controls were treated with PMA, ionomycin, and Brefeldin A for 3 h *in vitro*, then CD45+CD4+FoxP3+ (**D**, left) Tregs and CD45+CD4+Foxp3− T cells (**D**, right) were evaluated for cytokine production by flow cytometry. Representative cytokine FCS plots from Tregs (**Supplementary Figure S11A**) and CD4+ T cells (**Supplementary Figure S11B**) are included in the **Supplementary Materials**. Cytokine and chemokine receptors differentially expressed by Sin3a^−/−^ versus Foxp3^YFPcre^ control CD25+Foxp3+-sorted Tregs by RNAseq, depicted by heatmap with log_2_ fold change (FC) in the left column with the color scale on the right **(E)**. Symbols representing statistical significance are as follows: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; and ****p ≤ 0.0001.

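Of 51 genes of this heatmap that were examined, 45 had enough counts to be tested, and all of them passed the thresholds for differential expression (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled Sin3a−/−, 24 were higher and 21 were lower, with log2 fold changes between −4.19 and 5.77. The remaining 6 genes (Tlr5, Il15, Il12b, Tlr3, Il22 and Cxcl5) had too few counts to be tested.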

In the near absence of suppressive Tregs within Sin3a^−/−^Foxp3^cre^ mice, CD4+ T cells in peripheral lymphoid tissues had higher CD69+ activation than those in controls (**Figure 5B**). This was also true of CD4+ cells within the CD4^cre^ (**Supplementary Figure S4C**) and TAM-induced Foxp3^cre^ (**Supplementary Figure S7C**) backgrounds. Peripheral CD4+ and CD8+ cells in Sin3a^−/−^FoxP3^cre^ displayed more Ki-67 in the spleens and mLNs (**Figure 5C**). These results reveal that activated peripheral Tregs lacking Sin3a were unable to suppress effector T lymphocyte activation and proliferation.

To further examine the functional properties of Tregs lacking Sin3a, cytokine production was evaluated. 

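Ifng (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892) had 3.45 ± 1.78 CPM (SD, n = 6) in control Tregs and 15.3 ± 9.91 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. Ifng had a log2 fold change of 2.15 (standard error 0.43, adjusted p = 0.00036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each library labelled Sin3a−/− exceeded every control, with between 121 and 781 counts against between 23 and 99. The Gzmb counts of the same libraries lay between 57 and 246 in controls and between 7636 and 22385 in the other group.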

Compared to controls, splenic Sin3a^−/−^ Tregs produced more granzyme B, interferon gamma (IFN-γ), and TNF-γ (**Figure 5D**), and transcription of *ifng* and *grzb* was increased, as determined by RNAseq (**Figure 5E**) and RT-qPCR (**Supplementary Figure S14A**). 

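Among the interleukin genes, Il13 (ENSMUSG00000020383, chromosome 11 from 53631324 to 53634702) rose from 0.271 ± 0.124 to 15.6 ± 8.59 CPM (SD, n = 6 each), a log2 fold change of 5.77 (standard error 0.51, adjusted p = 9.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il3 (ENSMUSG00000018914, chromosome 11 from 54265303 to 54267277) had no counts in controls and between 25 and 87 in the libraries labelled Sin3a−/−, at least 13.1-fold higher. Il5 (ENSMUSG00000036117, chromosome 11 from 53720794 to 53725106) had at most 3 counts in controls and between 22 and 112 in the other group, at least 22.3-fold higher. Il21 (ENSMUSG00000027718, chromosome 3 from 37222759 to 37232636) rose from 2.26 ± 0.86 to 10.6 ± 3.22 CPM (SD, n = 6 each). Il4 (ENSMUSG00000000869, chromosome 11 from 53602982 to 53618669) rose from 0.937 ± 0.319 to 3.7 ± 1.66 CPM (SD, n = 6 each). Il7, Il15 and Il22 had too few counts to be tested, with at most 16, 32 and 8 counts in any library. Il7 (ENSMUSG00000040329, chromosome 3 from 7569994 to 7613760) was nonetheless higher in all 6 libraries labelled Sin3a−/− than in every control, and Il15 (ENSMUSG00000031712, chromosome 8 from 82331632 to 82403222) in 5 of 6, while the other, replicate 1 of the females, lay below every control. Il22 (ENSMUSG00000074695, chromosome 10 from 118204942 to 118210047) had no counts in controls and between 0 and 8 in the other group, of which 4 of 6 libraries lay above every control (two-sided exact permutation test, p = 0.061), so no rise above the floor of 3 counts could be shown. With no filter on low counts, Il7 and Il15 had log2 fold changes of 1.49 and 1.33 (adjusted p = 0.042 and 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il22 was also called higher without the filter (adjusted p = 0.010 from the same test), against controls that had no counts. Gzma (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981) had 1.35 ± 1.37 CPM (SD, n = 6) in controls and 493 ± 329 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, with a log2 fold change of 8.50 (standard error 0.62).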

Many other cytokines were also increased in Sin3a^−/−^ Tregs (**Figure 5E**; **Supplementary Figure S16**), including interleukins 3, 4, 5, 7, 10, 13, 15, 21, and 22 (**Figure 5E**; **Supplementary Figure S16B**), as well as expression of perforin and GrzA (**Figure 4C**). Sin3a^−/−^ Tregs from the spleens and sLNs had increased CCR5, CCR6, and CCR7, while mLN Tregs had increased CCR2, CCR5, and CCR7 (**Supplementary Figure S7**). Levels of chemokine receptor transcripts in Foxp3+ Tregs varied, as CCR1, CCR2, and CCR5 had increased expression in Sin3a^−/−^ Tregs, while expression of CCR6, CCR7, CCR9, and CCR10 was reduced (**Figure 5E**; **Supplementary Figure S16B**). 

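Ccr1 (ENSMUSG00000025804) and Ccr2 (ENSMUSG00000049103) lie close together on chromosome 9, from 123962124 to 123968692 and from 124101950 to 124113557. Their log2 fold changes in the libraries labelled Sin3a−/− were 4.49 and 3.28, with standard errors of 0.34 and 0.25. Ccr2 was the more abundant, at 23.4 ± 2.37 CPM (SD, n = 6) in controls and 228 ± 106 CPM (SD, n = 6) in the other group. Ccr6 (ENSMUSG00000040899, chromosome 17 from 8236043 to 8257141) fell from 32.5 ± 5.45 to 2.14 ± 0.522 CPM (SD, n = 6 each), a log2 fold change of −3.92 (standard error 0.18, adjusted p = 2.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccr9 (ENSMUSG00000029530, chromosome 9 from 123678439 to 123784330), which overlaps 6 other genes, fell from 12.1 ± 3.76 to 1.12 ± 0.474 CPM (SD, n = 6 each). Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077) fell from 293 ± 41.3 to 131 ± 37.7 CPM (SD, n = 6 each), and in females only its log2 fold change of −0.86 did not reach the limit. Ccr10 (ENSMUSG00000044052, chromosome 11 from 101172997 to 101175443) had 1.83 ± 0.941 CPM (SD, n = 6) in controls and 0.896 ± 0.278 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, and the groups overlapped. Its log2 fold change of −1.03 (standard error 0.36, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) fell short of the limit with sex as a covariate (−0.96) and in males only (−0.54), and Ccr10 overlaps Cntnap1 on the opposite strand.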

The observed differences in chemokine receptor expression and increases in cytokine production, especially that of IFN-γ, support that residual peripheral Sin3a^−/−^ Tregs display hyperactivated, proinflammatory features.

Along with increased cytokine production in Tregs, CD4+ (**Figure 5D**) and CD8+ (**Supplementary Figure S11C**) T cells from the same tissues produced higher cytokine levels. CD4+ T cells from spleens and sLNs of Sin3a^−/−^ mice produced more GrzB and IFN-γ, and the spleens also produced more TNF-γ (**Figure 5D**). CD8+ T cells from SLOs of Sin3a^−/−^ mice produced more GrzB and IFN-γ, while CD8+ T cells from spleens and sLNs produced more TNF-γ (**Supplementary Figure S11C**). These results demonstrate an environment where activated and dividing peripheral T effectors are not being suppressed by hyperactivated and dysfunctional Sin3a^−/−^ Tregs.

### Sin3a helps maintain Foxp3 protein stability in Treg cells

Sin3a^−/−^Foxp3^cre^ mice had drastically depleted Foxp3+ Treg populations in their SLOs, while thymic populations remained similar or even higher than those in controls. To assess whether the low numbers of peripheral Foxp3+ Tregs were caused by the loss of Foxp3, resulting in the generation of exTregs, we utilized a R26_tdT lineage tracing model, illustrated in **Supplementary Figure S17A**. When Foxp3^YFP-cre^R26tdT mice were compared to those with Sin3a deletion (Sin3a^flox/flox^Foxp3^YFP-cre^R26tdT), mice with Sin3a deletion had higher percentages of R26+Foxp3− exTregs in the SLOs and thymi (**Figure 6A**). These data show that the reduction of peripheral Foxp3+ Tregs in Sin3a^−/−^FoxP3^cre^ mice was at least partially due to the loss of Foxp3, resulting in an expanded exTreg population.

**Figure 6:**
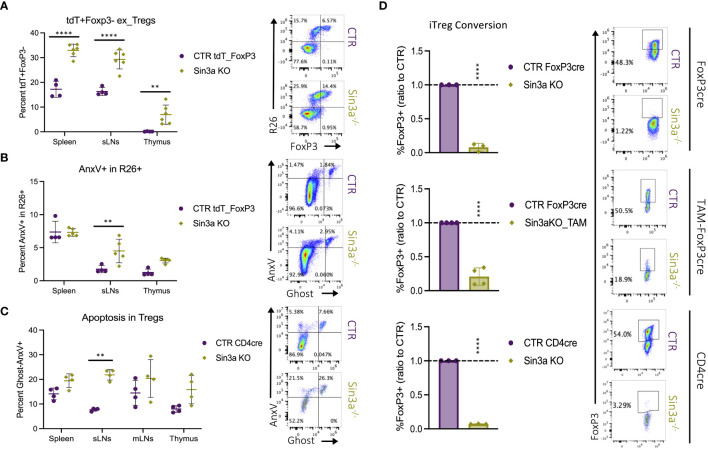
The fate of peripheral Tregs lacking Sin3a. The percentage of R26tdT+Foxp3− (exTregs) within CD45+CD4+ cells in Sin3a^−/−^ or control mice **(A)** with representative.fcs plots of the sLNs included to the right. Diagram of the genetics and flow-cytometry analysis of Treg fate mapping using the R26^STOP^tdTomatoFoxp3*^YFPcre^* model (**Supplementary Figure S17A**). The same samples were assessed for apoptotic cell death via flow cytometry staining for annexin V (AnxV) and Ghost-viability dye within CD45+CD4+R26+ cells **(B)** with representative FCS plots of sLNs to the right. The percent AnxV+Ghost− apoptotic CD4+CD25+ cells from Sin3a^−/−^CD4^cre^ or control lymphoid organs determined by FACS **(C)** with representative FCS plots from sLNs to the right. FCS plots which represent spleen, mLNs, and thymus data are included in **Supplementary Figures S17B**, **C**. The ratio of percent Foxp3+ cells of KO to CTR following iTreg conversion **(D)** with Sin3a^−/−^Foxp3^cre^ (top), TAM-induced Sin3a^−/−^Foxp3^cre^ (middle), or Sin3a^−/−^CD4^cre^ (bottom) with corresponding controls, representative FCS plots included to the right. Symbols representing statistical significance are as follows: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; and ****p ≤ 0.0001.

Apoptotic cell death was also assessed as a potential contributor to the depletion of peripheral Foxp3+ Tregs in Sin3a^−/−^ mice by FACS staining with annexin V (AnxV). Sin3a^−/−^ Tregs from the sLNs displayed increased levels of AnxV binding in both Sin3a^−/−^tdTR26Foxp3YFP^cre^ (**Figure 6B**) and Sin3a^−/−^CD4^cre^ (**Figure 6C**) mice. RNAseq analysis of peripheral Sin3a^−/−^ Tregs revealed many differentially expressed genes associated with the regulation of apoptosis. 

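Fasl (ENSMUSG00000000817, chromosome 1 from 161780689 to 161788495) had 4.75 ± 0.678 CPM (SD, n = 6) in control Tregs and 22.5 ± 8.18 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of 2.24 (standard error 0.23, adjusted p = 3.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cycs (ENSMUSG00000063694, chromosome 6 from 50562563 to 50566538) and Apaf1 (ENSMUSG00000019979, chromosome 10 from 90989311 to 91082770) had log2 fold changes of 1.53 and 1.36. Bak1 (ENSMUSG00000057789, chromosome 17 from 27019810 to 27029009) rose from 31.3 ± 6.02 to 69.97 ± 19.2 CPM (SD, n = 6 each), and 5 of the 6 libraries labelled Sin3a−/− lay above every control. Bak1 overlaps Ggnbp1 on the opposite strand. Casp12 (ENSMUSG00000025887, chromosome 9 from 5345430 to 5373032) had too few counts to be tested, with none in controls and between 4 and 13 in the other group, at least 2.6-fold higher. Cyct, the testis form of cytochrome c (ENSMUSG00000056436, chromosome 2 from 76353942 to 76360450), had at most 3 counts in any library.

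Bcl2 (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274) fell from 353 ± 37.2 to 96 ± 15.4 CPM (SD, n = 6 each), a log2 fold change of −1.88 (standard error 0.12, adjusted p = 3.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl2 overlaps 3 other genes in the annotation. Mcl1 (ENSMUSG00000038612, chromosome 3 from 95658788 to 95663176) fell from 731 ± 107 to 328 ± 36.7 CPM (SD, n = 6 each). Noxa1 (ENSMUSG00000036805, chromosome 2 from 25085667 to 25095149) had between 68 and 114 counts in controls and none in any of the libraries labelled Sin3a−/−, at least 32.8-fold lower. The annotation lists Noxa1 as the NADPH oxidase activator 1 gene, and it overlaps Entpd8 on the opposite strand. Pmaip1 (ENSMUSG00000024521, chromosome 18 from 66458533 to 66465565), the gene also known as Noxa, was higher, with a log2 fold change of 2.84 (standard error 0.15).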

Proapoptotic factors such as caspases 3 and 12, Bak1, FasL, Apaf1, and cytochrome *c* were increased in transcript expression, while antiapoptotic factors like Bcl2, Noxa1, and Mcl1 were decreased (**Supplementary Figure S14**). There were, however, some pro-apoptotic factors with deceased expression, one of which was Bcl2l11 (aka Bim), as verified by RT-qPCR (**Supplementary Figure S14A**). This is of interest because Mcl1 and Bim have been described as the dominant anti- and proapoptotic factors (respectively) in Tregs (57, 58). 

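Bcl2l11 (ENSMUSG00000027381) lies on chromosome 2 from 128126038 to 128162547. It had 104 ± 26.9 CPM (SD, n = 6) in control Tregs and 39.7 ± 10.4 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. The log2 fold change was −1.39 (standard error 0.20, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 libraries labelled Sin3a−/− lay below every control.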

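Of 7 proapoptotic genes examined (Casp12, Bak1, Fasl, Apaf1, Cycs, Cyct and Bcl2l11), 5 were tested. In the libraries labelled Sin3a−/−, 4 of them were higher and 1, Bcl2l11, was lower at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes the paper lists as antiapoptotic, Bcl2, Mcl1 and Noxa1 were lower, although Noxa1 is annotated as the NADPH oxidase activator 1 gene. These genes were chosen by the paper, so their balance describes the named genes and not all genes of apoptosis.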

Overall, proapoptotic factors with increased expression outnumbered those with decreased expression, and vice versa. 

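The ferroptosis list of Supplementary Figure S15 had 40 genes, of which 33 were tested, 10 of them higher and 3 lower past the thresholds in the libraries labelled Sin3a−/−. The median log2 fold change was 0.68, against 0.0034 for the other genes tested (adjusted p = 0.016 from limma's camera). With the correlation between genes estimated for the list, the adjusted p was 0.076. The list of the p53 pathway was not analysed here.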

GESA-enriched DEG data illustrated a significant skew of expression variation in the p53 pathway (**Supplementary Figure S15P**) and ferroptosis (**Supplementary Figure S15O**). Thus, it is likely that one or more forms of programmed cell death contribute to peripheral depletion of Tregs, particularly in the sLNs of Sin3a^−/−^Foxp3^cre^ mice, in addition to exTreg formation.

In addition to exploring Foxp3 loss and apoptosis as reasons for the lack of peripheral Tregs in the absence of Sin3a, peripheral CD4+CD25− cells were tested for the ability to induce Foxp3 production following IL-2, TGF-β, and CD3/28 stimulation. Deletion of Sin3a from the Foxp3^cre^, TAM-induced Foxp3^cre^, and CD4^cre^ backgrounds rendered CD4+CD25− cells practically incapable of Foxp3 induction (**Figure 6D**; **Supplementary Figure S18A**). Furthermore, selamectin treatment of CTR CD4+CD25− cells reduced Foxp3 induction in a dose-dependent manner (**Supplementary Figure S18B**). Together, these data suggest that peripheral reduction of Foxp3+ Tregs in Sin3a^−/−^ mice is due to the combinatorial effects of programmed cell death, Foxp3 instability, and impaired *Foxp3* induction.

### Sin3a supports Foxp3 expression within Treg cells

Among the four *Foxp3* regulatory regions, CNS2 (aka TSDR) has been specifically associated with the stability of *Foxp3* expression (59). We questioned whether CNS2 accessibility due to CpG methylation was altered in Tregs lacking Sin3a, thereby destabilizing *Foxp3* expression. Bisulfite conversion and sequencing of the CNS2 region of Foxp3+ Tregs revealed that in the absence of Sin3a, CNS2 remained nearly completely methylated while all CpG sites of the control CNS2 were demethylated (**Figure 7A**). The stark difference in CpG methylation of CNS2 between Sin3a^−/−^ and control Foxp3+ Tregs suggests a massive alteration in methyltransferase activity. Tet enzymes (Tet1, Tet2, and Tet3) are DNA methyltransferases that contribute to the demethylation of *Foxp3* regulatory regions (15, 60). 

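Tet1 (ENSMUSG00000047146, chromosome 10 from 62804570 to 62908996) had 25.5 ± 2.46 CPM (SD, n = 6) in control Tregs and 3.03 ± 0.944 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of −3.09 (standard error 0.19, adjusted p = 2.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tet3 (ENSMUSG00000034832, chromosome 6 from 83362373 to 83459084) fell from 250.3 ± 28.7 to 94.5 ± 15.4 CPM (SD, n = 6 each), a log2 fold change of −1.41. Tet2 (ENSMUSG00000040943, chromosome 3 from 133463679 to 133545139) had 108 ± 14.4 CPM (SD, n = 6) in controls and 69.6 ± 7.75 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. The log2 fold change of Tet2 was −0.64 (standard error 0.11, adjusted p = 7.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is past the limit on the adjusted p and under that on fold change. For all 3 genes, every library labelled Sin3a−/− lay below every control. Tet1, Tet2 and Tet3 overlap 2, 1 and 3 other annotated genes.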

RNAseq analysis showed that Tet1 and Tet3, but not Tet2, had reduced expression in Sin3a^−/−^ Tregs (**Figure 7C**), which was confirmed by RT-qPCR (**Supplementary Figure 14B**). The expression of Dmnt1, a methyltransferase known to methylate CNS2 (15), was increased in Sin3a^−/−^ Tregs (**Figure 7C**).

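Dnmt1 (ENSMUSG00000004099) lies on chromosome 9 from 20907209 to 20959888. It had 246 ± 26.3 CPM (SD, n = 6) in control Tregs and 795 ± 38.2 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. The log2 fold change was 1.69 (standard error 0.089, adjusted p = 6.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 libraries labelled Sin3a−/− lay above every control.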

**Figure 7:**
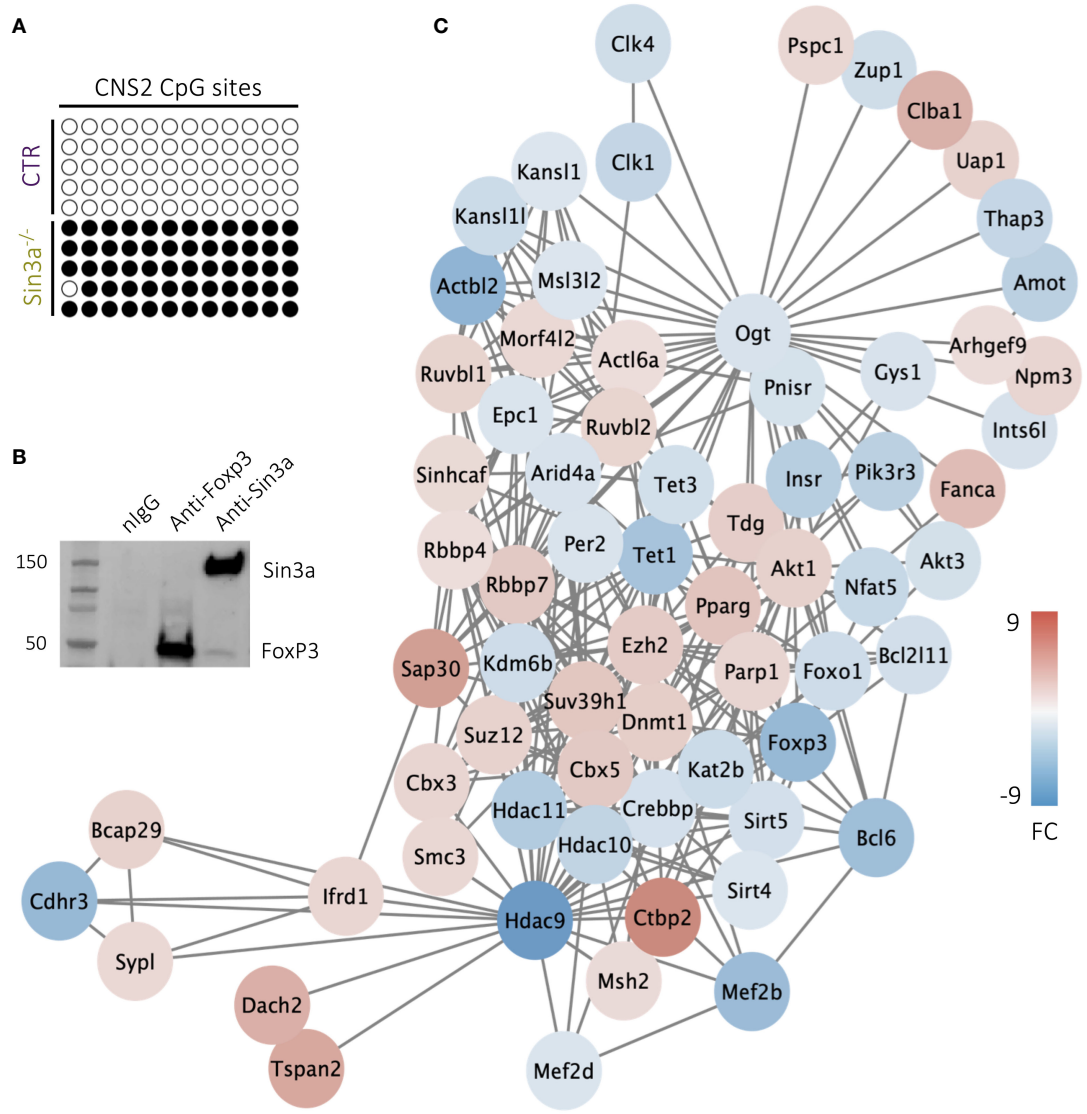
CpG site methylation of the CNS2 promoter region of the *foxp3* gene in CD25+Foxp3+ Tregs **(A)**, where empty circles represent nonmethylated CpG and filled circles represent methylated CpG,and each row depicts an individual sample. Individual samples represent pooled DNA isolated from sorted CD25+Foxp3+ Tregs from SLOs of Sin3a^−/−^ or Foxp3^YFPcre^ mice. Co-IP of Sin3a and FoxP3 in transfected 293T cells **(B)**. DEGs determined by RNAseq of Sin3a^−/−^ versus Foxp3^cre^ control CD25+Foxp3+ Tregs that are associated with Tet1 within the STRING network are displayed as circular nodes colored on a scale according to log_2_ fold change (FC) and organized using Cytoscape MSC clustering **(C)**. RNAseq was performed using six biological replicates per group, three males and three females.

ChIP-seq analysis (ChIP-Atlas) showed colocalization of FoxP3 with Sin3a in Tregs with H-H peak intensities with a STRING binding score of 500 (61), suggesting these molecules may interact as regulatory cofactors. Upon the co-IP pulldown of Sin3a and Foxp3, Sin3a did indeed interact with Foxp3 (**Figure 7B**), though there remains a possibility that other molecules contribute to this interaction, as benzonase treatment was not used during protein preparation. These data suggest Foxp3 and Sin3a may contribute to the regulation of the Treg transcriptional profile via direct or indirect interaction (likely accompanied by other cofactors), consistent with our overall data showing that Sin3a is required for the transcriptional regulation and maintenance of Foxp3 expression and Treg suppressive function.

## Discussion

Foxp3+ Treg cells have an essential role in immune homeostasis as a result of two main functions: restriction of T effector cell activity and maintenance of self-tolerance. Both functions were impaired by Sin3a depletion in Foxp3+ Tregs. The pathology associated with severe and fatal autoimmunity observed in mice with conditional deletion of Sin3a in Foxp3+ Tregs closely resembled that of Scurfy mice, which have dysfunctional Tregs due to a frameshift mutation of Foxp3 (5, 7). Treg suppression of T-cell proliferation *in vitro* was largely abrogated by the Sin3a deletion (**Figure 5A**; **Supplementary Figure S13**). In addition, mice with Sin3a deletion in Foxp3+ Tregs had fewer naïve and more activated (CD69+) effector T lymphocytes (**Figure 5C**; **Supplementary Figure S3E**), suggesting a lack of suppressive constraint by Tregs. Failure of self-tolerance was evident in Sin3a^−/−^Foxp3^cre^ mice by systemic tissue damage (**Figure 1**; **Supplementary Figure S1**) and abundant autoantibody generation (**Figure 1E**). Thus, Sin3a is crucial for Treg immunosuppressive functions.

When Sin3a deletion in Foxp3+ Tregs was induced following normal pre- and postnatal development (**Supplementary Figure S5**), evidence of autoimmunity developed in sLNs and lungs (**Supplementary Figures S6A, B**). Though the percentage of Foxp3+ Tregs was unchanged (**Supplementary Figure S7A**), Foxp3 protein levels decreased (**Supplementary Figure S7A**), as did Treg suppressive function (**Figure 5A**), and sLN of these mice had less naïve and more activated (CD69+) effector T cells (**Supplementary Figures S7C, E**). One explanation for why the induction of Sin3a deletion did not provoke the severity of autoimmunity present in Sin3a^−/−^Foxp3^cre^ is that the role of Sin3a within Foxp3+ Tregs is of vital importance during fetal and postnatal development. It is also likely the case that TAM-induced Sin3a deletion does not achieve full deletion in all Foxp3+ Tregs. Factors that could contribute to this include the variability in tamoxifen uptake and processing among cell and tissue types. Continued thymic production of Foxp3+ Tregs subsequent to tamoxifen treatment may also contribute to a mixture of dysfunctional Sin3a^−/−^ Tregs and functional Sin3a+ Tregs. Consistent with this, female heterozygous Sin3a^−/+^Foxp3^cre^ mice did not develop fatal autoimmunity.

While the vast majority of our data supports that Foxp3 is reduced in the absence of Sin3a, the percentage of Foxp3+ Tregs within the CD4+ population was greatly increased in Sin3a^−/−^CD4^cre^ SLOs (**Supplementary Figure S4A**), as also noted in the recent study by Perucho et al. (56). However, the interpretation of data regarding FoxP3+ Tregs from a CD4^cre^ KO background should consider the impact of KO within the other T lymphocyte lineages. Sin3a deletion from the CD4^cre^ background results in Sin3a deletion from that and all subsequent T lymphocyte lineages, including CD8 T, NK T, Th17, and Treg cells. Sin3a is present within such a T-cell lineage, and thus its absence would likely impact each of these cell types. Hence, it is difficult to draw conclusions regarding Tregs with respect to other CD4-lineage T lymphocyte populations in CD4^cre^ KO mice. Rather, Sin3a^−/−^Foxp3^cre^ mice were utilized for the analysis of cellular populations, where the percentage of Foxp3+ cells (**Figures 2C**, **3B**) and the number of Foxp3+ Tregs (**Figure 2F**) were depleted. Our data are supported by the reduction of Foxp3 protein (**Figures 2H, J**) and transcript expression (**Figures 2K**, **4C**; **Supplementary Figures S14**, **S15B**) and the increase of exTregs (**Figure 6A**) present in Sin3a^−/−^ mice. Together, these provide a consensus that Foxp3 is indeed diminished in Sin3a-deficent Tregs.

Phenotypic changes in the CD4-lineage populations of Sin3a^−/−^CD4^cre^ mice likely explain why they did not develop fatal autoimmunity like Sin3a^−/−^Foxp3^cre^ mice despite having dysfunctional Tregs. Evidence of this within the CD4 and CD8 T-cell populations is included in the **Supplementary Materials**, where the CD4 and CD8 T-cell populations shifted to increased effector and memory phenotypes and reduced naïve T cells (**Supplementary Figure S4D**). The CD4 T cells from Sin3a^−/−^CD4^cre^ mice had higher percentages of Ki-67+ division and CD69+ activation (**Supplementary Figure S4C**) compared to controls. Overall, the CD8 and especially the CD4 T cells in Sin3a^−/−^CD4^cre^ mice mainly showed an activated effector phenotype, similar to Sin3a^−/−^Foxp3^cre^ CD4 T-cell populations and consistent with reduced suppression by dysfunctional Tregs. However, unlike in Sin3a^−/−^FoxP3^cre^, the percentages (**Supplementary Figure S4A**) and numbers (**Supplementary Figure S4G**) of CD4+ and CD8+ T cells in the SLOs of Sin3a^−/−^CD4^cre^ mice were greatly reduced, providing an explanation as to why these mice do not develop fatal autoimmunity.

An inconsistency remains, however, that Sin3a^−/−^CD4^cre^ mice maintained the ability to induce Foxp3 expression peripherally (**Supplementary Figure S4A**) while Sin3a^−/−^Foxp3^cre^ (**Figures 2C, F**) did not. Induction of *Foxp3* expression is facilitated through the CNS1 enhancer, which is dispensable for *Foxp3* expression stability (62). Demethylation of CNS1 can occur via Dnmt3 (Dnmt3a and/or Dnmt3b) activity (13, 63), which has not been linked to Sin3a and is not differentially expressed in Tregs lacking Sin3a (**Supplementary Figure S16A**). Thus, in the absence of Sin3a, CNS2 remains methylated (**Figure 7A**), and Dnmt3 demethylation of CNS1 allows induction but not stability of *Foxp3*. This would presumably occur in Tregs of both CD4^cre^ and Foxp3^cre^ backgrounds, the difference in Sin3a^−/−^CD4^cre^ mice being the reduction and phenotypic variation of T-cell populations. This corresponds with the concept that Sin3a is important to the maintenance of *Foxp3* expression through CNS2 demethylation.

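Dnmt3a (ENSMUSG00000020661, chromosome 12 from 3806007 to 3914443) had 156 ± 17.3 CPM (SD, n = 6) in control Tregs and 85.7 ± 13.1 CPM (SD, n = 6) in the libraries labelled Sin3a−/−. Its log2 fold change of −0.86 (standard error 0.11, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not reach the limit on fold change, although every library labelled Sin3a−/− lay below every control. It passed the limit with total counts as the only scaling (−1.01) and in females only (−1.11). Dnmt3b (ENSMUSG00000027478, chromosome 2 from 153649450 to 153687730) had 16.4 ± 1.5 CPM (SD, n = 6) in controls and 15.6 ± 1.33 CPM (SD, n = 6) in the other group, without a difference beyond the spread between libraries (log2 fold change −0.064, standard error 0.11, adjusted p = 0.61 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each gene overlaps 1 gene on the opposite strand.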

Hypomethylation of the *Foxp3* enhancers CNS1 and CNS2 is required for optimal Foxp3 expression initiation and stability. The role of methyltransferase Dnmt1 in CpG methylation of the *Foxp3* enhancers is well established (13, 52). Previous reports in other cell types have found that Sin3a regulates CpG methylation indirectly by DNMT1 repression and TET1 activation (38, 64). In addition, “genome-wide” Dnmt1-mediated CpG methylation occurred in the absence of Sin3a (38). 

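Pcna (ENSMUSG00000027342, chromosome 2 from 132249162 to 132253314) had 186 ± 37.7 CPM (SD, n = 6) in control Tregs and 709.8 ± 81 CPM (SD, n = 6) in the libraries labelled Sin3a−/−, a log2 fold change of 1.93 (standard error 0.13, adjusted p = 7.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Uhrf1 (ENSMUSG00000001228, chromosome 17 from 56303321 to 56323486) rose from 67.1 ± 25.6 to 455 ± 27.7 CPM (SD, n = 6 each), a log2 fold change of 2.76. The interaction of genotype and sex had a log2 value of 1.08 for Uhrf1 (adjusted p = 0.038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but with each of the 12 libraries left out in turn its adjusted p lay between 0.0052 and 0.14 and was above 0.05 in 9 fits. For both genes, all 6 libraries labelled Sin3a−/− lay above every control. Among 30 genes of S phase, all of which rose, the median log2 fold change was 2.35.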

In Tregs lacking Sin3a, expression of Dnmt1 was dramatically increased, along with increased expression of two Dnmt1 (**Figure 7C**) cofactors, PCNA and UHRF1 (**Supplementary Figure S16B**). While the increase of Dnmt1and its cofactors likely contribute to the hypermethylation of CNS2, its continued state of hypermethylation suggests another layer of dysregulation. During T lymphocyte hematopoiesis the CNS2 region is methylated in CD4 T cells and must undergo CpG demethylation upon Treg lineage commitment (65). Therefore, a failure in *de novo* CpG demethylation may also be involved in Tregs lacking Sin3a.

Demethylation of *Foxp3* enhancers occurs predominantly through the actions of Tet enzymes (15, 16). Tet2 and Tet3 are required for Treg stability and function through CpG demethylation of CNS2 (18, 19, 66, 67). Both Tet1 and Tet3 have a conserved single-helix Sin3a-interacting domain (SID) (68), which interacts with the PAH1 domain of Sin3a (40, 69–72). Tet1 and Tet3 both have DNA-binding ability (73, 74), whereas Tet2 lacks a SID, though there was a recent report of a Sin3a/Tet2 interaction (75). Tet2 was previously implicated in the demethylation of CNS2 while involved with another large protein regulatory complex (76), but the evidence supporting Sin3a/Tet1 and Sin3a/Tet3 outweighs that of Sin3a/Tet2 in contributing to CNS2 demethylation. Hence, we propose a mechanistic model (which needs validation) in which Sin3a-mediated Tet1 and Tet3 activity are critical for sustained *Foxp3* expression by CpG demethylation of CNS2 (**Figure 8A**).

**Figure 8:**
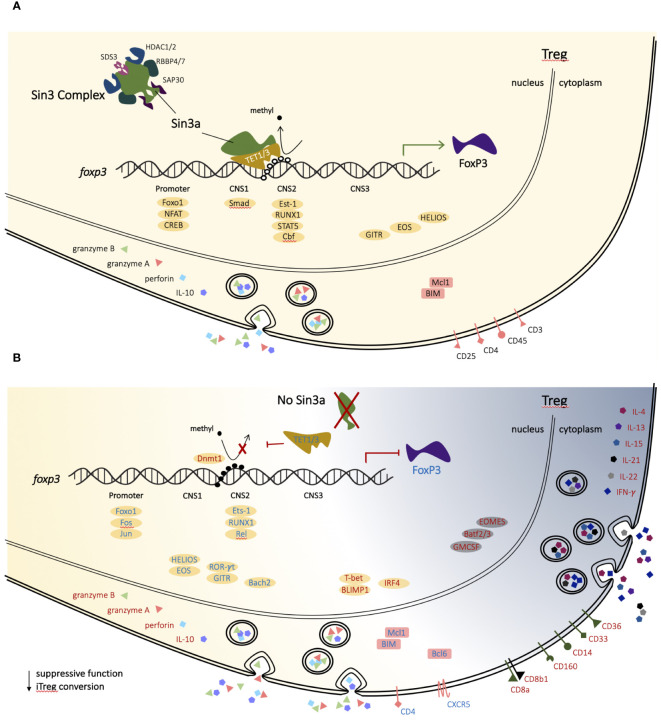
Proposed mechanism of Sin3a in T-regulatory cells. In a normal T-regulatory (Treg) cell, Sin3a facilitates CpG demethylation of CNS2 (TSDR) of the *Foxp3* gene via TET1 and/or TET3, thereby supporting the stability of *FoxP3* expression and lineage-specific factors **(A)**. In T-regulatory cells lacking Sin3a CpG demethylation of the *Foxp3* enhancer region, CNS2 does not occur, resulting in *Foxp3* depletion and Treg dysregulation **(B)**. Treg-associated transcription factors are depicted as yellow ovals and backgrounds, while those associated with alternate lymphoid lineages are represented as grey ovals and backgrounds. Genes with enhanced expression in the absence of Sin3a are represented by red text, while those with reduced expression are represented by blue text.

RNAseq analysis of Foxp3+ Tregs (Sin3a^−/−^ vs. Foxp3^cre^ CTR) revealed vast differential expression of genes spanning diverse functional associations. Significantly, the Sin3a deletion affected genes specifically associated with the Treg phenotype. In the absence of Sin3a, expression of markers important to Tregs, including CD4, GITR, Helios, and Foxp3, was reduced, as were transcription factors involved in *Foxp3* activation and phenotype (Runx1, Est-1, Rel, Jun, Fos, Bach2, and Foxo1), whereas factors associated with eTregs, such as Blimp1, IRF4, GrzB, Prf1, and IL-10, had increased expression. In addition, there were many genes typically expressed by other immune cells, lymphoid and myeloid, that were increased in Sin3a-deficient Tregs, including T-bet, CD8a, and IFN-γ (**Figure 8B**). Thus, Sin3a is crucial to the regulation of the transcriptional profile of Foxp3+ Tregs. This conclusion is strengthened by the cooccurrence of DEGs downregulated in Sin3a^−/−^ Tregs and the ATAC-accessible genes of Tregs (**Table 1**). Sin3a likely acts synergistically with Foxp3 to achieve Treg transcriptional identity. Most importantly, Sin3a supports Treg identity and function through *Foxp3* expression stability via CNS2 demethylation.

The coregulator, Sin3a, plays a pivotal role in the regulation of transcriptional expression within Foxp3+ Tregs. This regulation spans a vast and diverse variety of functional networks, including those intimately linked to T-regulatory cell phenotypes. A central component of this was the extreme reduction of Foxp3 in Tregs that lacked Sin3a and the reduction of peripheral Foxp3+Tregs in Sin3s^−/−^Foxp3^cre^ mice. This peripheral depletion of Foxp3+ Tregs was likely caused by the loss of Foxp3 expression and ex-Treg formation due to CNS2 CpG-methylation, along with cell death, as seen particularly in sLNs. Sin3a deletion from Foxp3+ Tregs rendered the cells hyperactivated, proinflammatory, and lacking suppressive function. Hence, Sin3a is crucial for the stability of Foxp3, the control of effector activation, and the maintenance of Treg function.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE263830 (GEO).

## Ethics statement

Ethical approval was not required for the studies on humans in accordance with the local legislation and institutional requirements because only commercially available established cell lines were used. The animal study was approved by IACUC Children’s Hospital of Philadelphia. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

LC: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Visualization, Writing – original draft. TA: Conceptualization, Data curation, Formal analysis, Methodology, Project administration, Writing – review & editing. LW: Data curation, Formal analysis, Writing – review & editing. RH: Data curation, Writing – review & editing. AS: Data curation, Writing – review & editing. ED: Formal analysis, Writing – review & editing. WH: Conceptualization, Data curation, Formal analysis, Resources, Supervision, Writing – review & editing.

# Supplementary material for: T-regulatory cells require Sin3a for stable expression of Foxp3
**Source:** Front Immunol. 2024 Aug 2;15:1444937. doi: 10.3389/fimmu.2024.1444937
**Supplement:** Supplementary file 1

Fig. 1

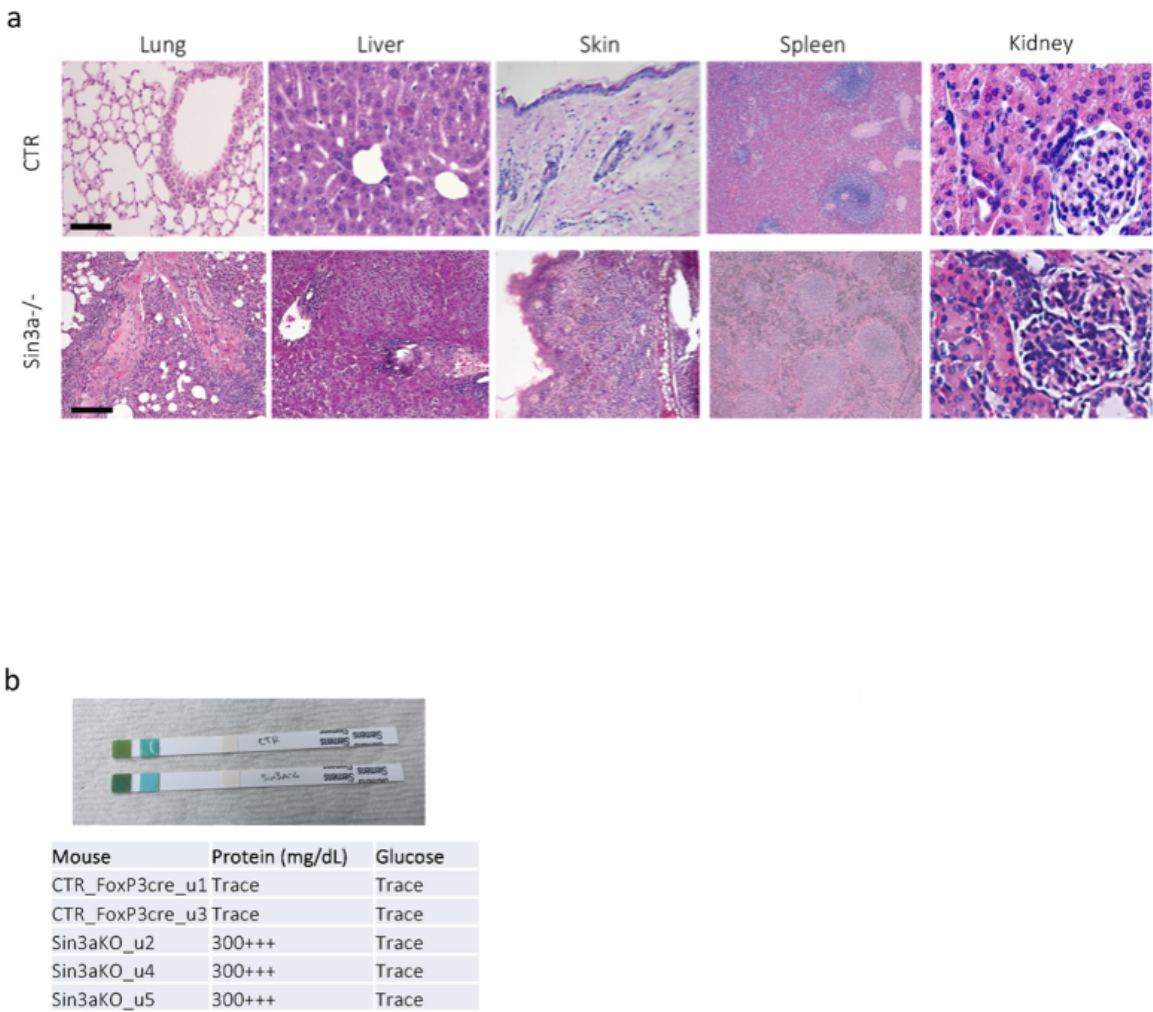

**Supplementary Figure 1.** (a) H&E-stained sections (100x) of lung, liver, skin, spleen, and kidney from *Foxp3*<sup>cre</sup> CTR or *Sin3a*<sup>-/-</sup>*FoxP3*<sup>Cre</sup> mice. (b). Tissue section scale bars represent 100  $\mu$ . Levels of protein and glucose in the urine of *Sin3a*<sup>-/-</sup>*FoxP3*<sup>Cre</sup> vs. control mice, with a representative image of the test strips used.

Fig. 2

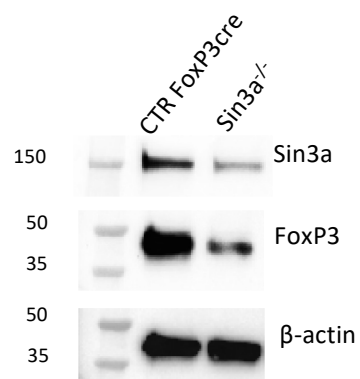

**Supplementary Figure 2.** Western blot of CD4+CD25+FoxP3+ sorted Tregs isolated from Sin3a<sup>-/-</sup>FoxP3cre or control FoxP3cre mice.

Fig. 3

a

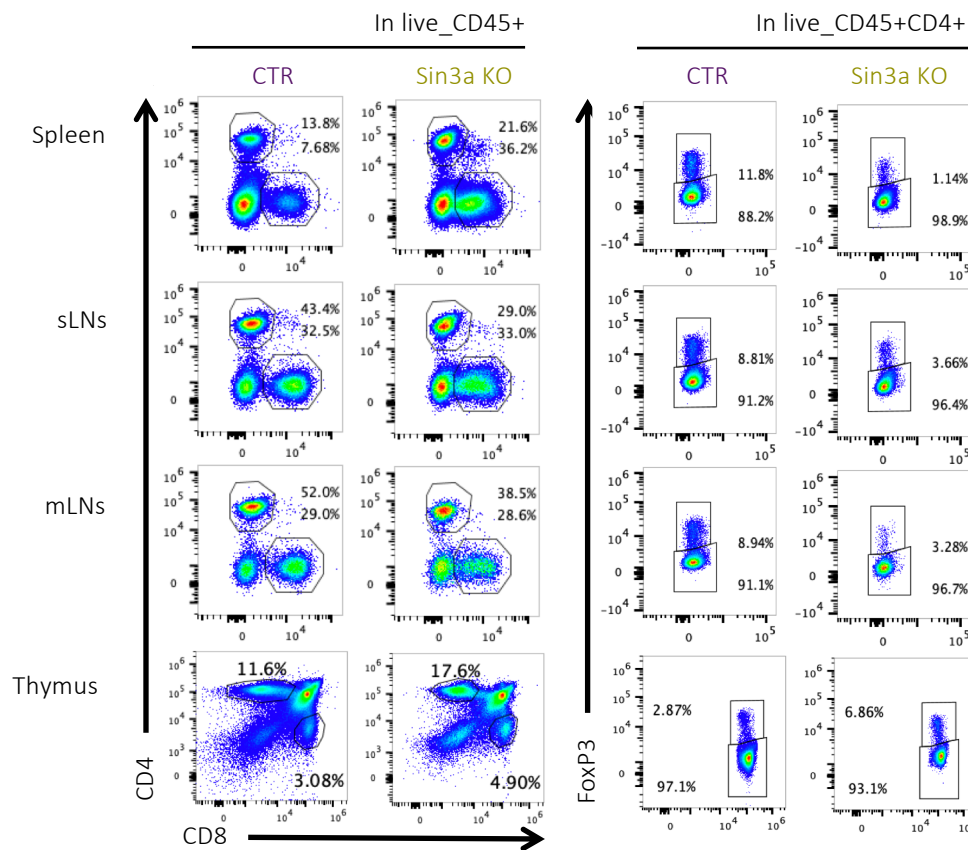

b

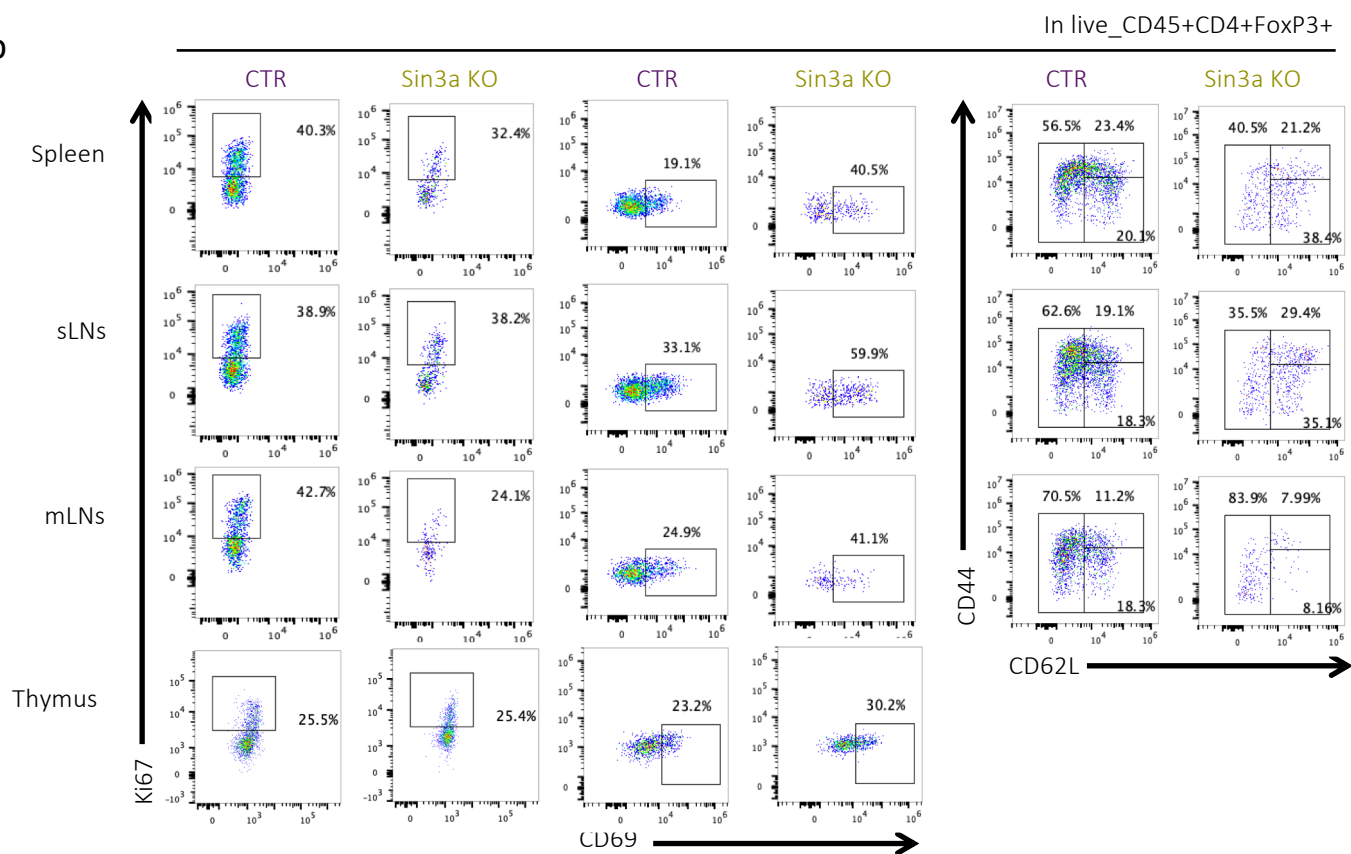

Fig. 3

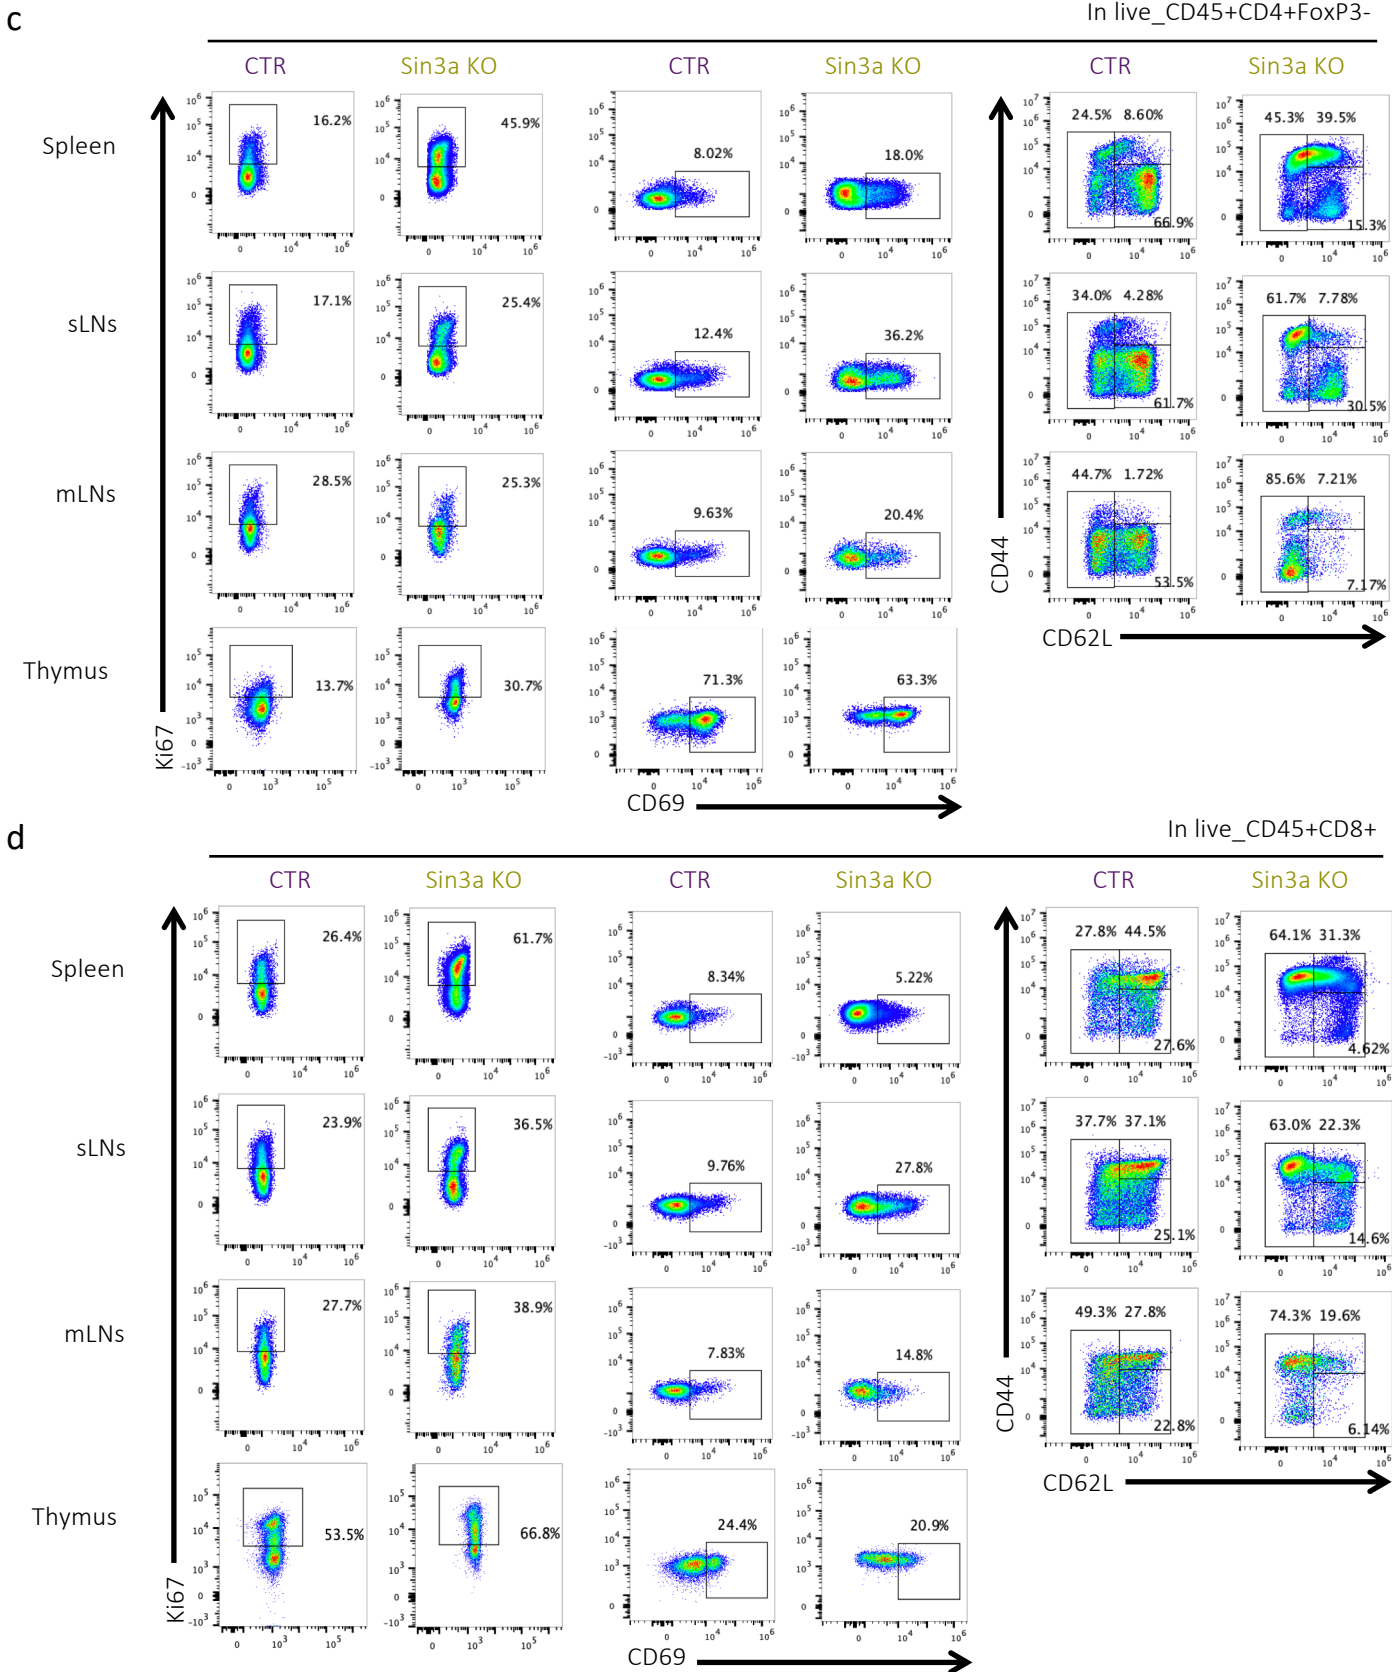

Fig. 3

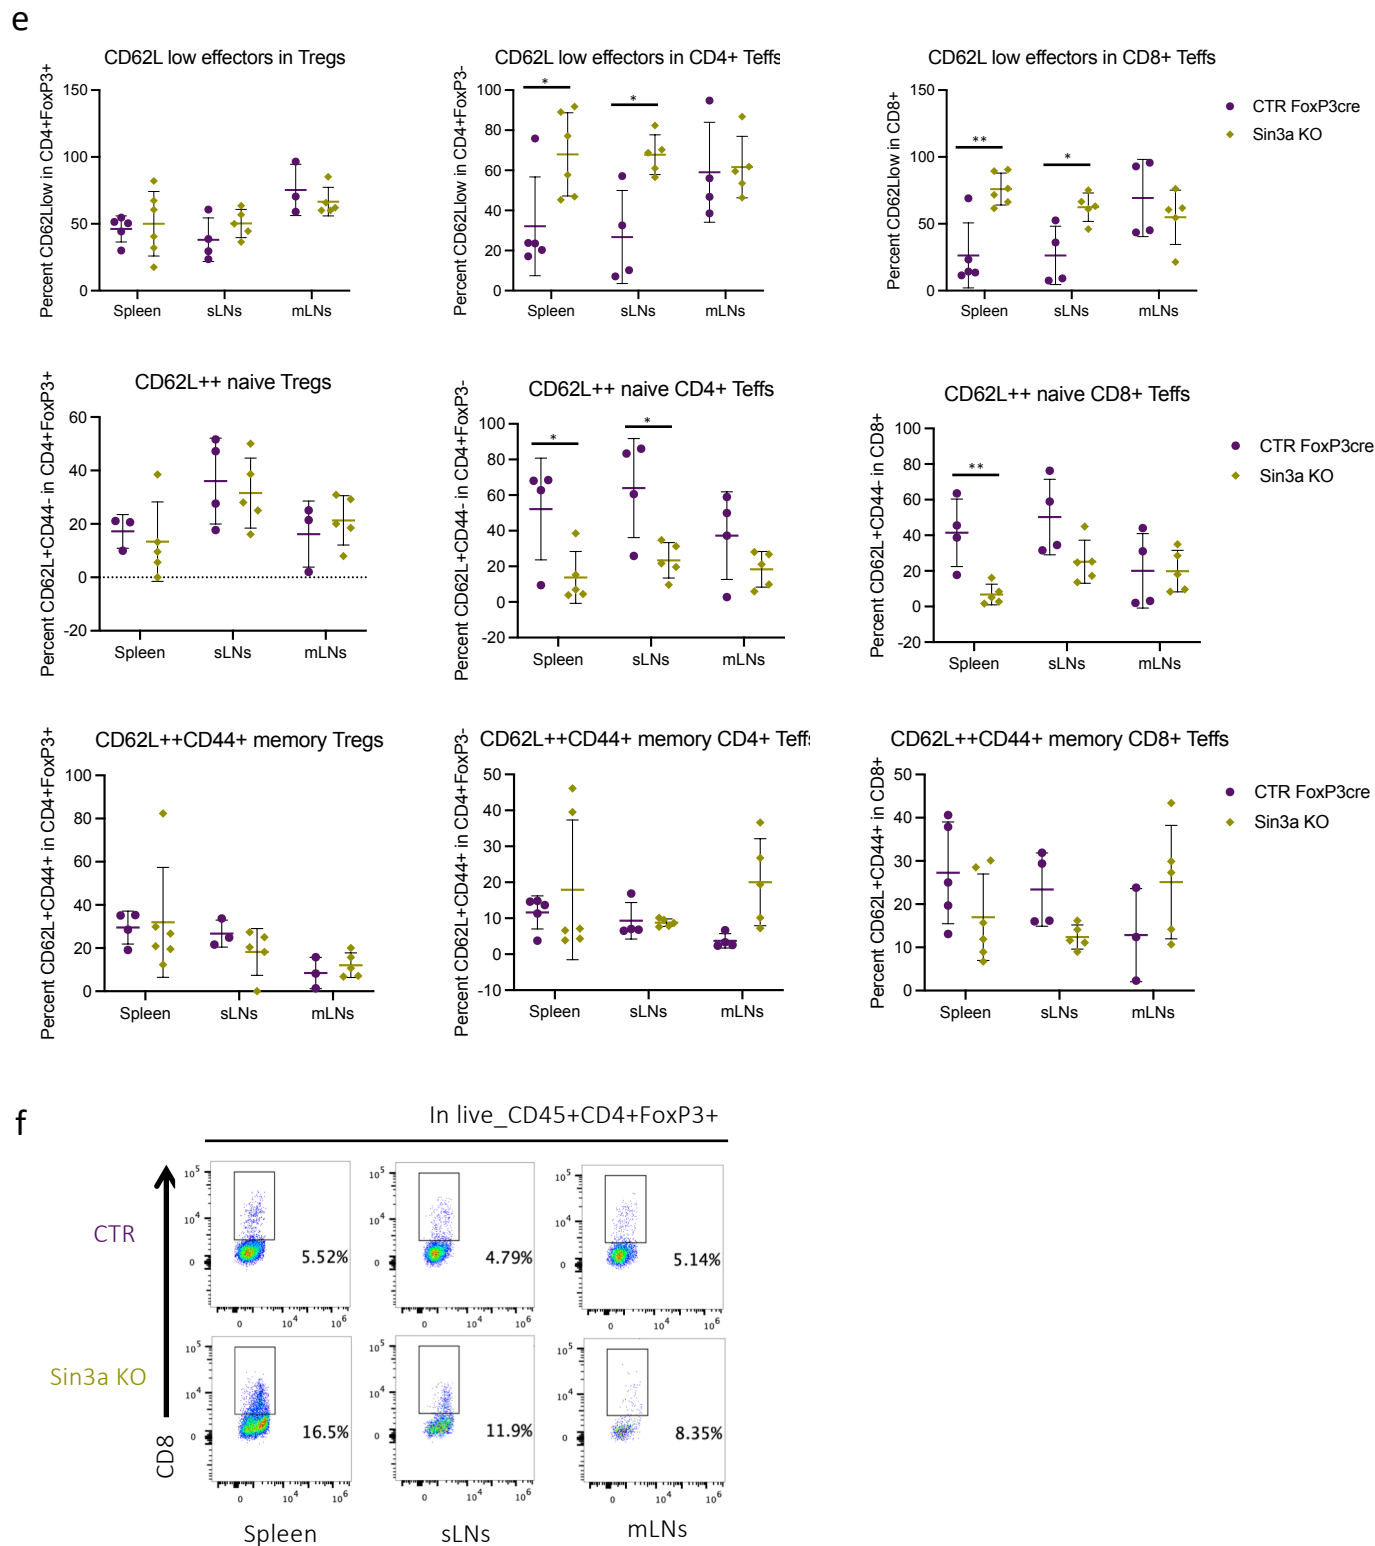

**Supplementary Figure 3.** The spleens, sLNs, MLNs, and thymi of Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice compared to FoxP3<sup>Cre</sup> controls by flow cytometry. Representative .fcs plots for CD8<sup>+</sup> T effector cells (live\_CD45+CD8<sup>+</sup>), CD4<sup>+</sup> T effector cells (live\_CD45+CD4+FoxP3<sup>-</sup>), and Tregs (live\_CD45+CD4+FoxP3<sup>+</sup>) within live\_CD45+ (left) and live\_CD45+CD4+ (right) populations (a). Images of representative .fcs plots for Ki67 (left), CD69 (center), and CD44\_CD62L within Tregs (b), CD4<sup>+</sup> Teffs (c), and CD8<sup>+</sup> Teffs (d).

Fig. 4

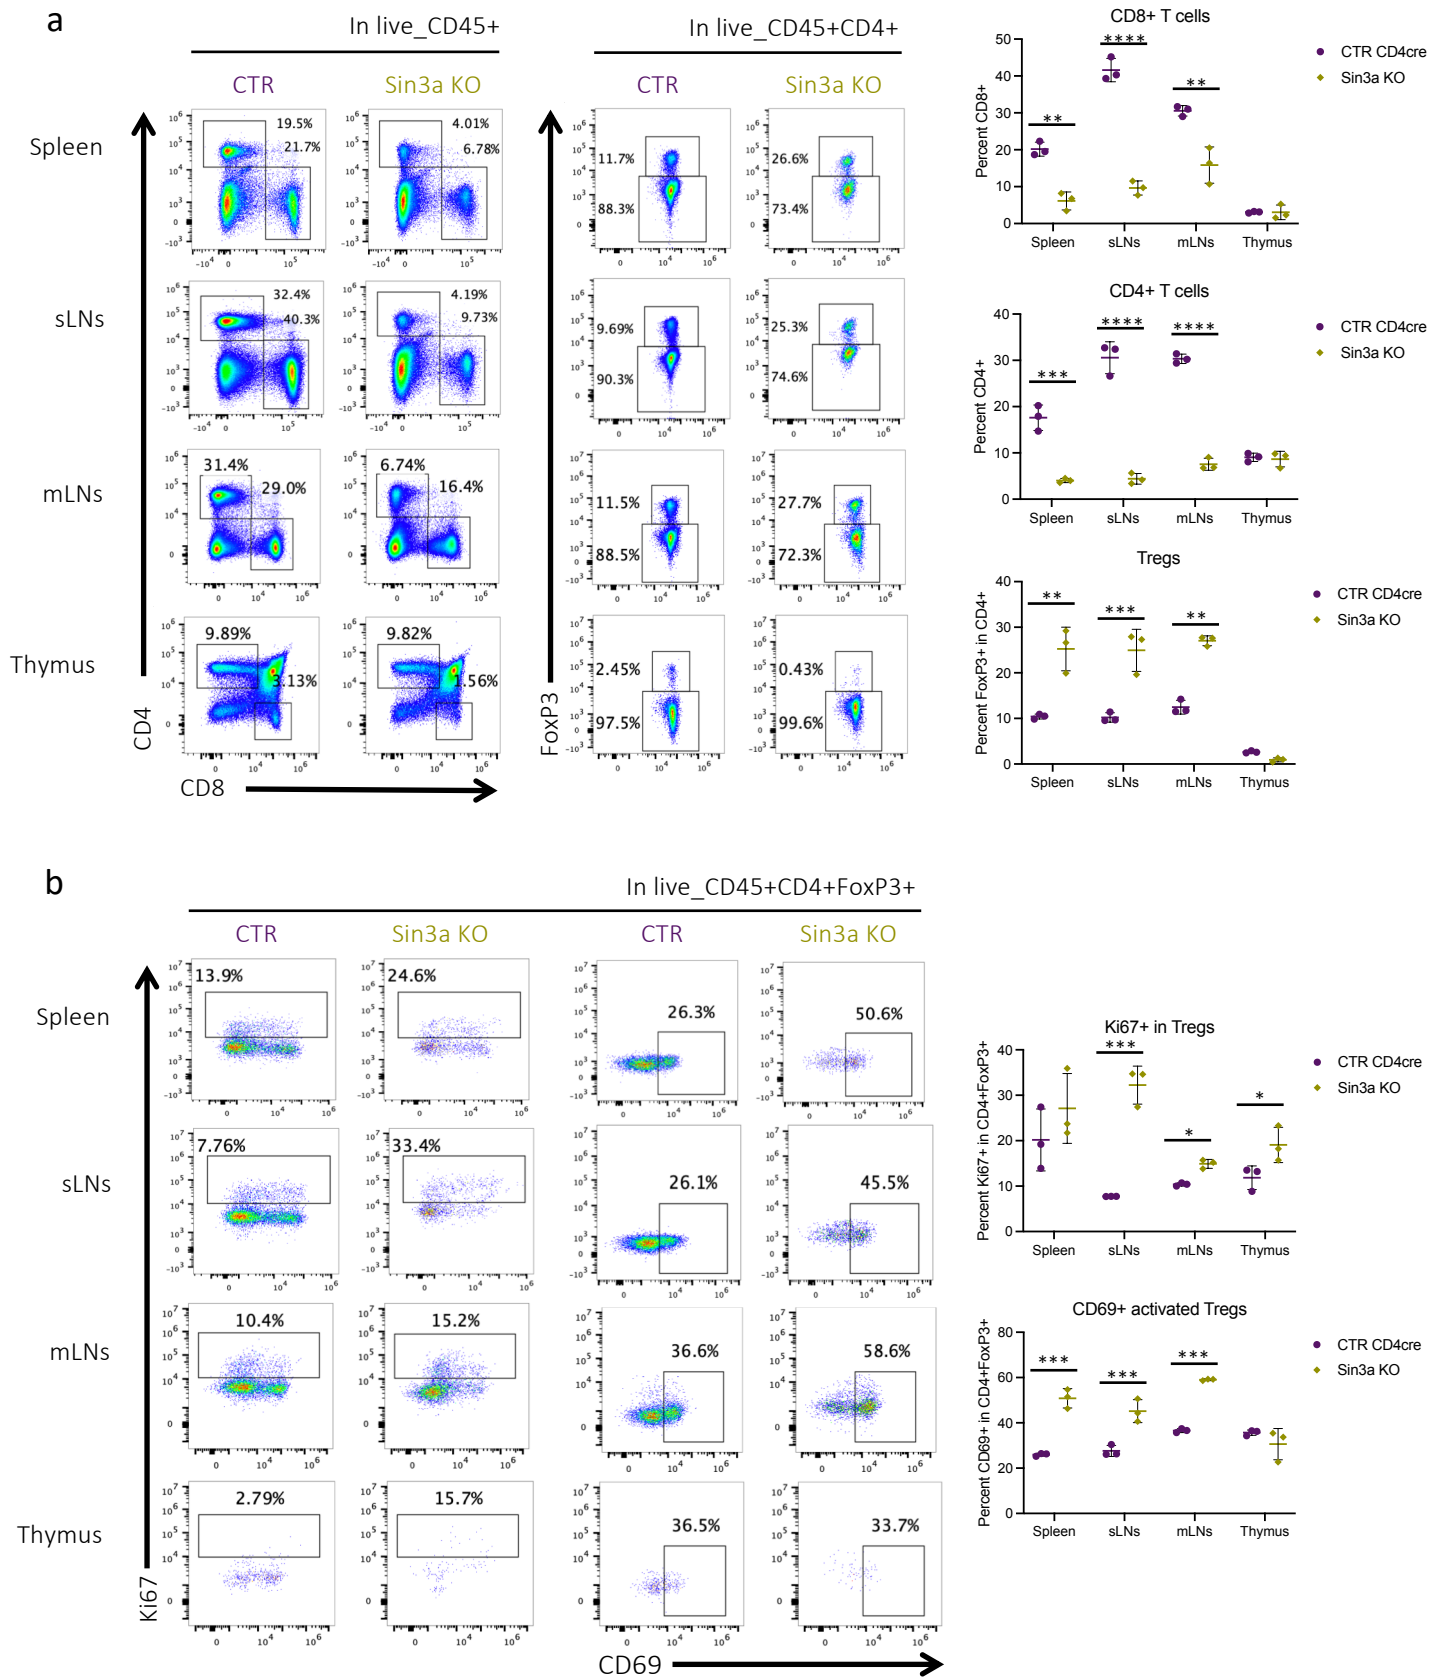

Fig. 4

In live\_CD45+CD4+FoxP3-

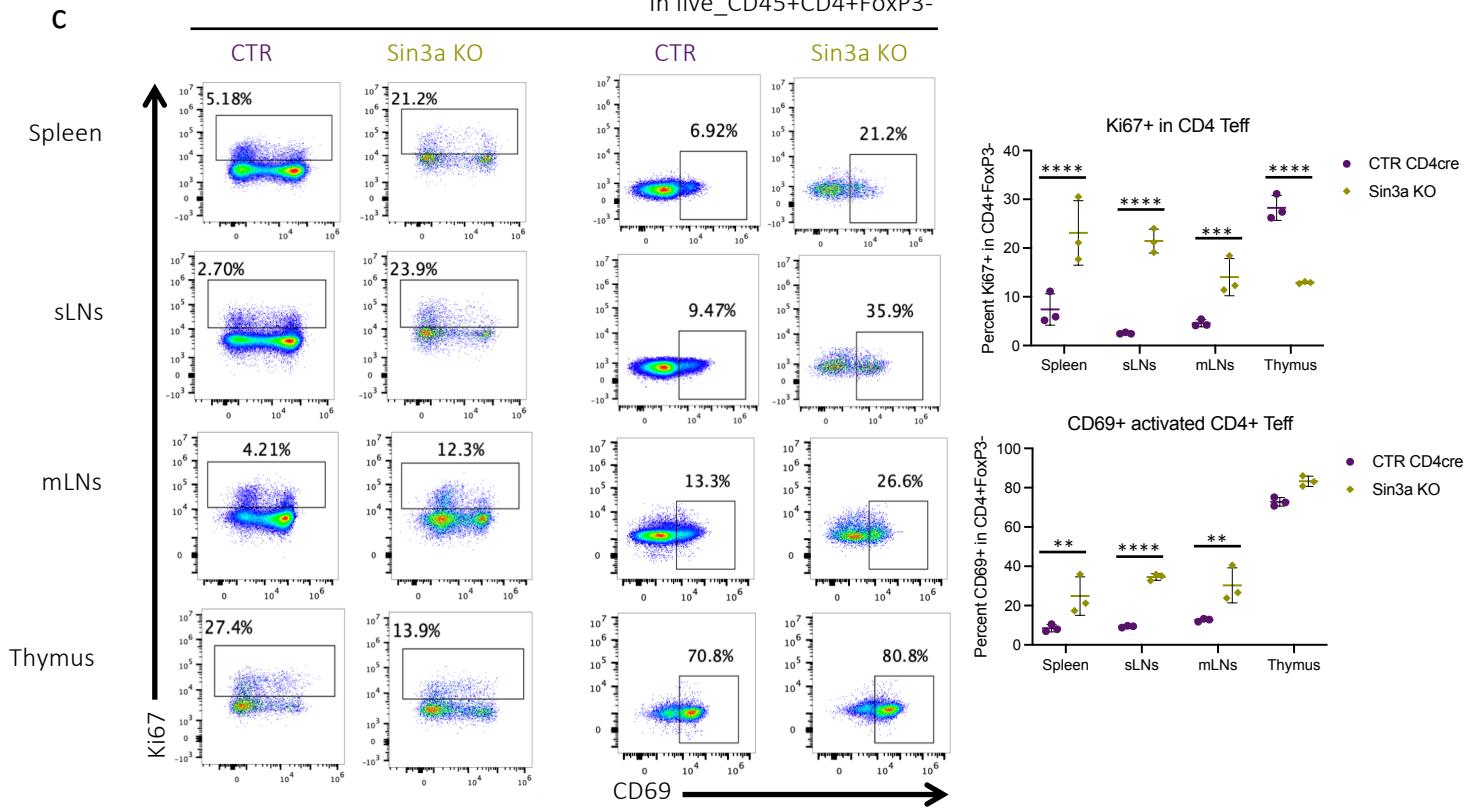

In live\_CD45+CD8+

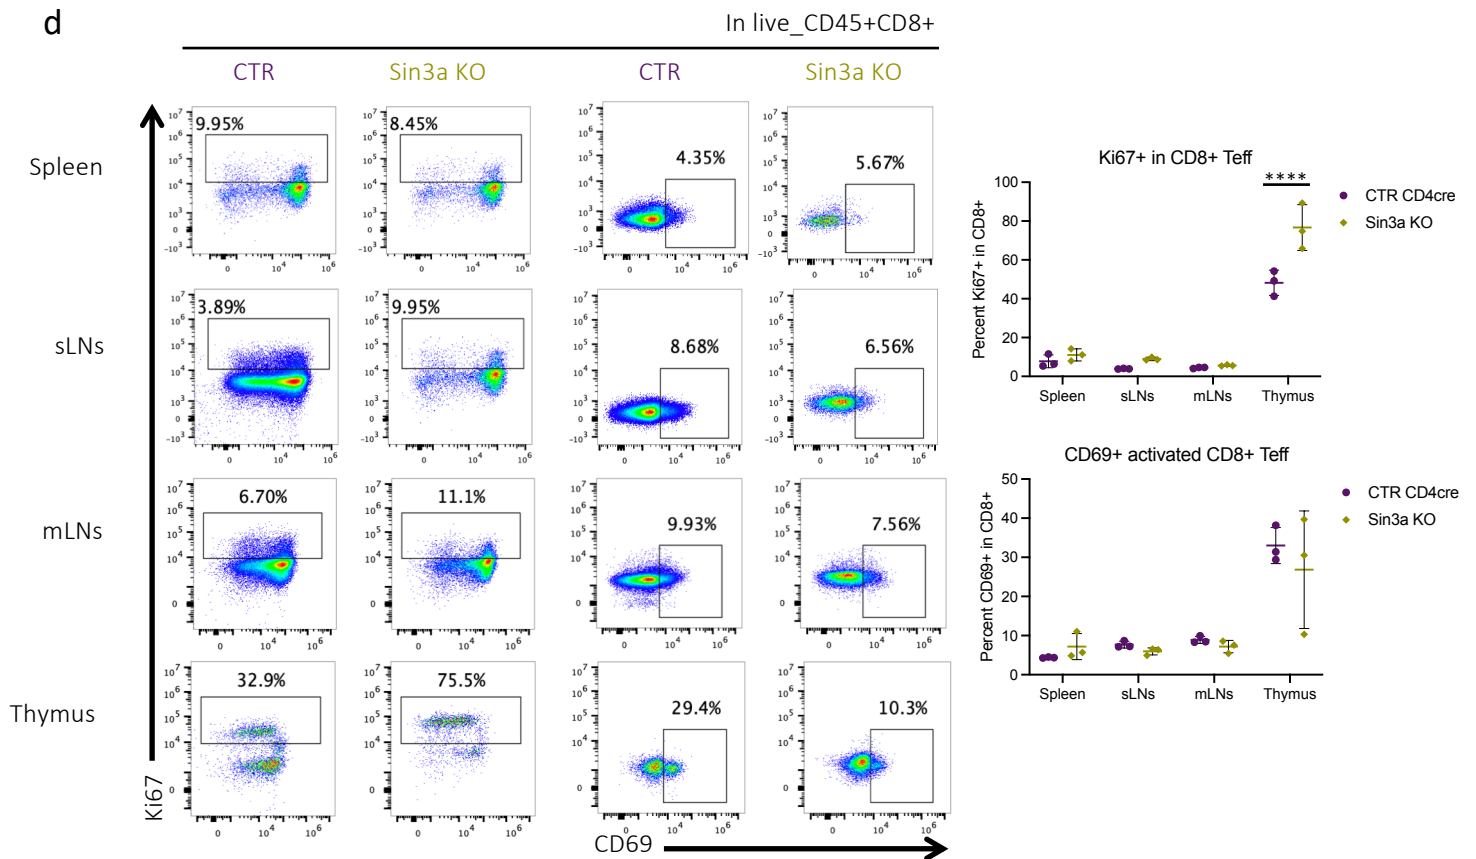

Fig. 4

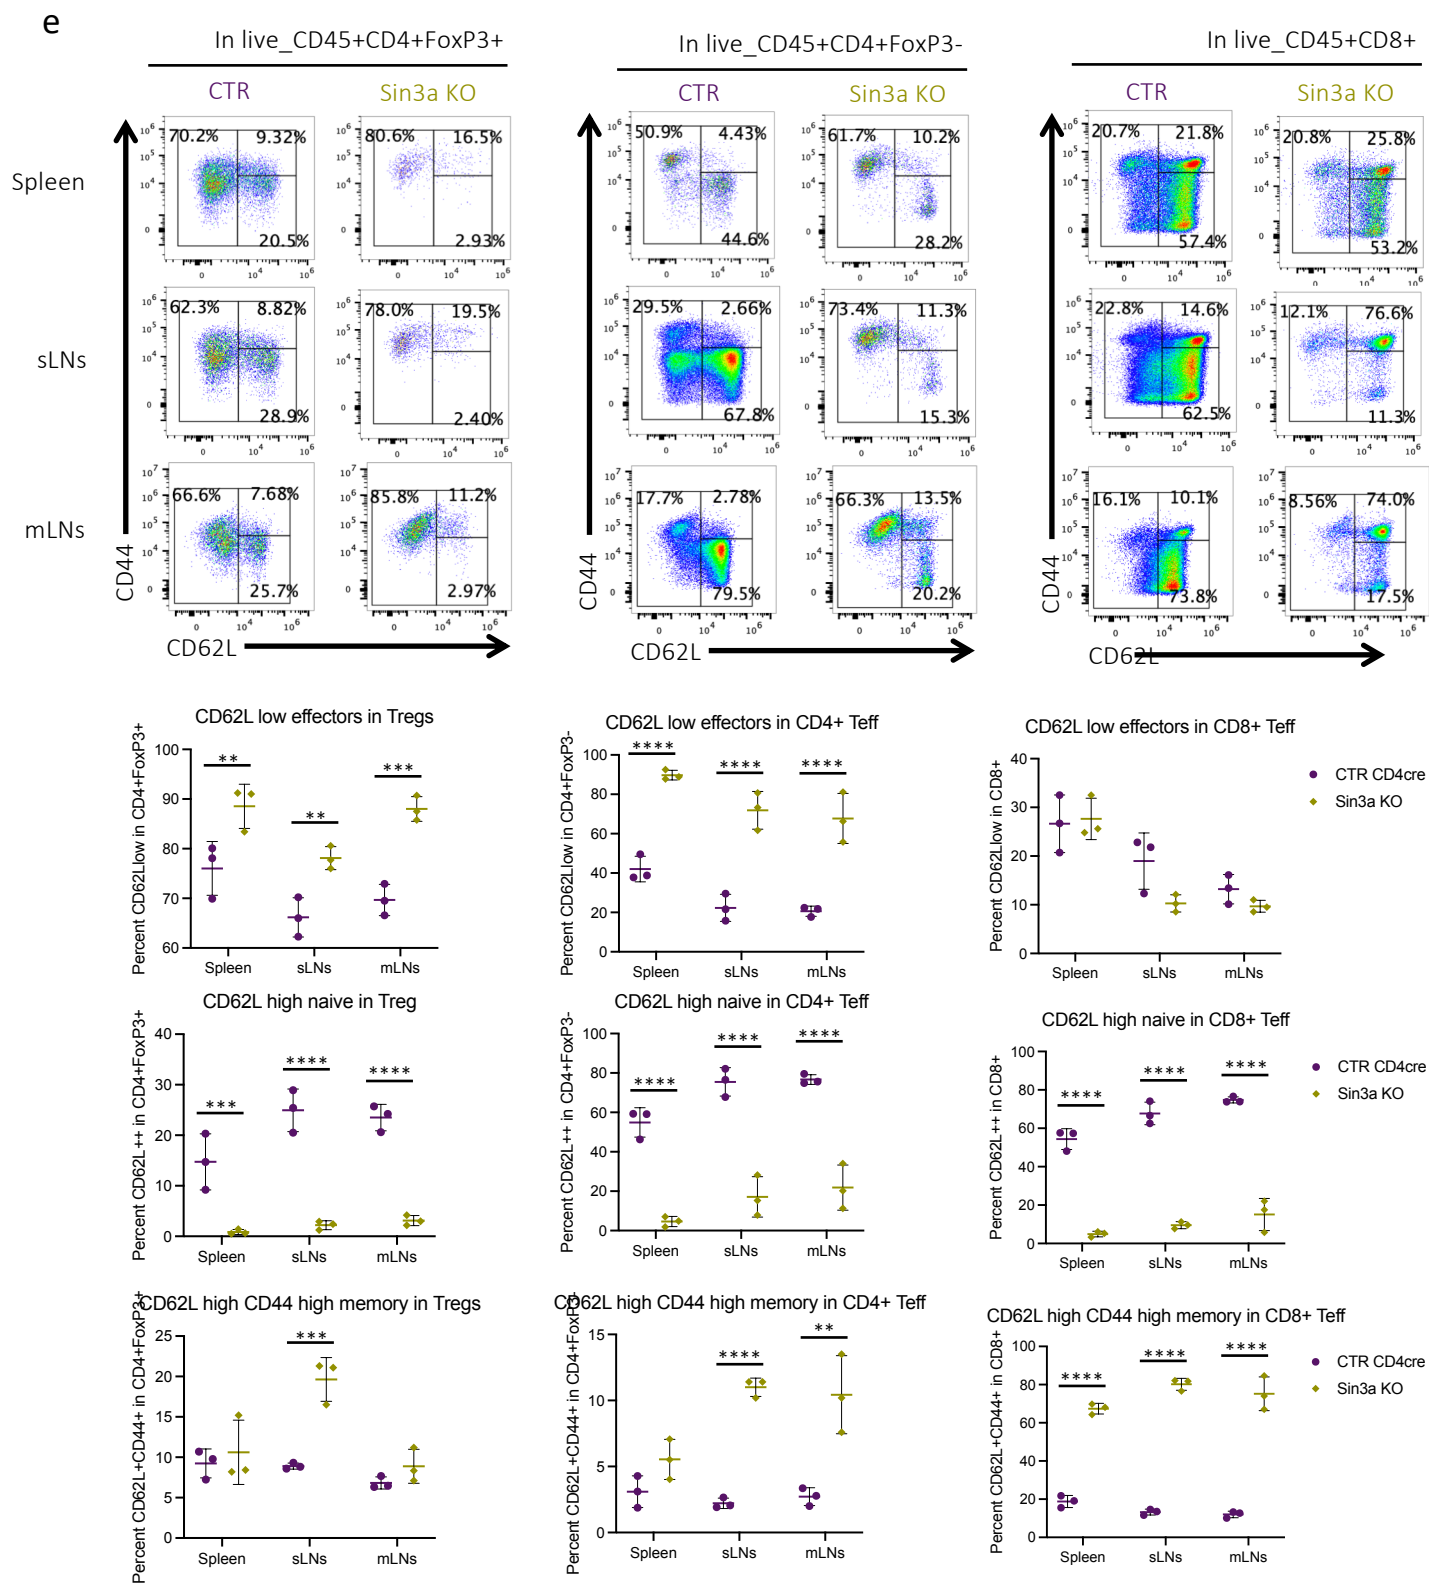

Fig. 4

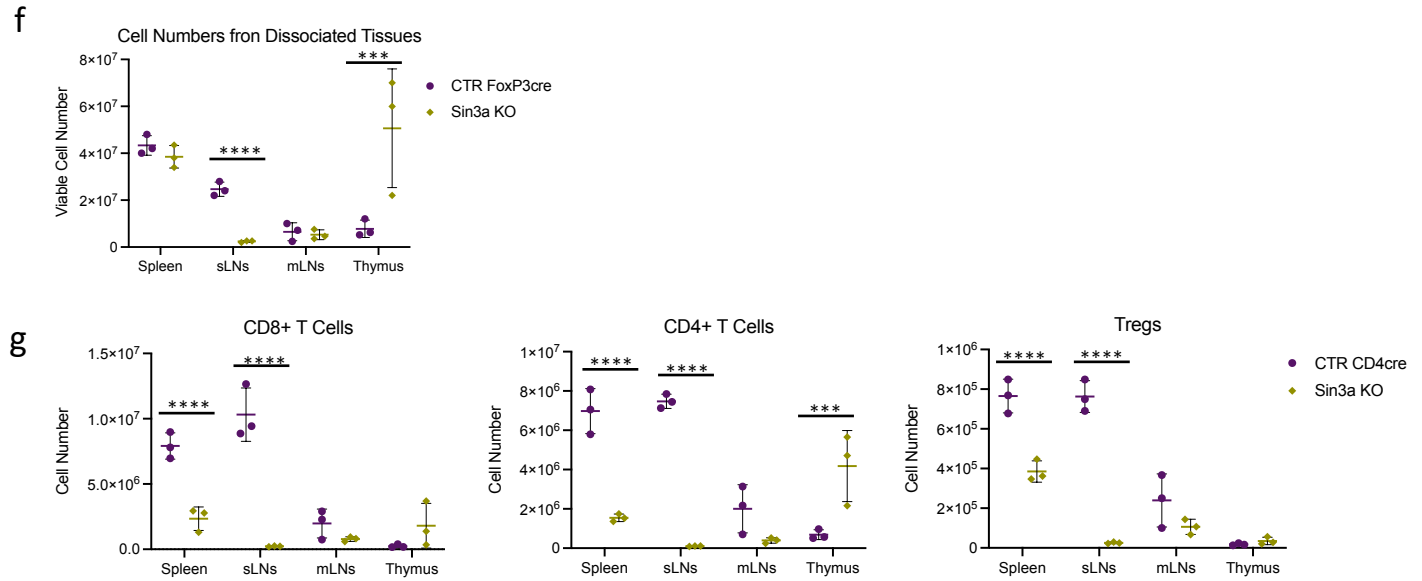

**Supplementary Figure 4.** The spleens, sLNs, MLNs, and thymi of Sin3a<sup>-/-</sup>CD4<sup>Cre</sup> mice compared to CD4<sup>Cre</sup> controls by flow cytometry. The percent of CD8<sup>+</sup> T effector cells (live\_CD45+CD8<sup>+</sup>), CD4<sup>+</sup> T effector cells (live\_CD45+CD4<sup>+</sup>FoxP3<sup>-</sup>), and Tregs (live\_CD45+CD4<sup>+</sup>FoxP3<sup>+</sup>) are included in graphs (right) and representative .fcs plots within live\_CD45<sup>+</sup> (left) and live\_CD45+CD4<sup>+</sup> (right) populations in the center and left columns (a). Percentages of CD69<sup>+</sup> and Ki67<sup>+</sup> Tregs (b), CD4<sup>+</sup> Teffs (c), and CD8<sup>+</sup> Teffs (d) are graphed on the right and representative .fcs plots included on the left (% Ki67) and the center (% CD69). The effector (CD62L<sup>lo</sup>), naïve (CD62L<sup>++</sup>), and memory (CD62L<sup>++</sup>CD44<sup>+</sup>) subpopulations of Treg (left), CD4<sup>+</sup> Teff (center), and CD8<sup>+</sup> Teff (right) cell populations are graphed (below) and rep. images included (above) (e). The number of viable cells following tissue dissociation and single cell suspension, determined via hemocytometer (f), were then used together with population percentages (depicted in S2a) to determine the actual cell numbers of Tregs, CD4<sup>+</sup> Teff, and CD8<sup>+</sup> Teffs (g). This experiment was performed with 3 (male) biological replicates per group.

Fig. 5

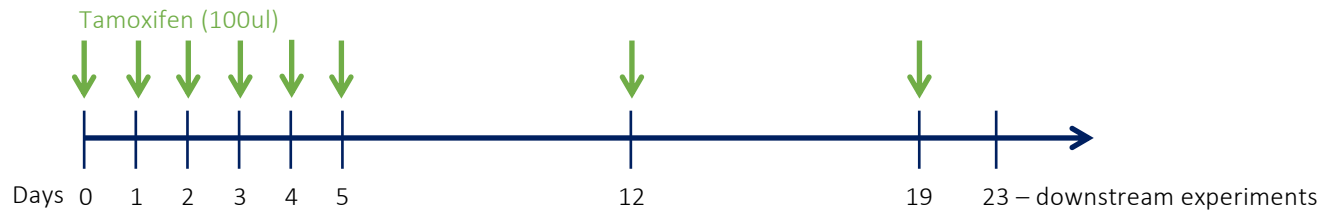

**Supplementary Figure 5.** Diagram of the treatment plan for tamoxifen-inducible Cre knockout mice

Fig. 6

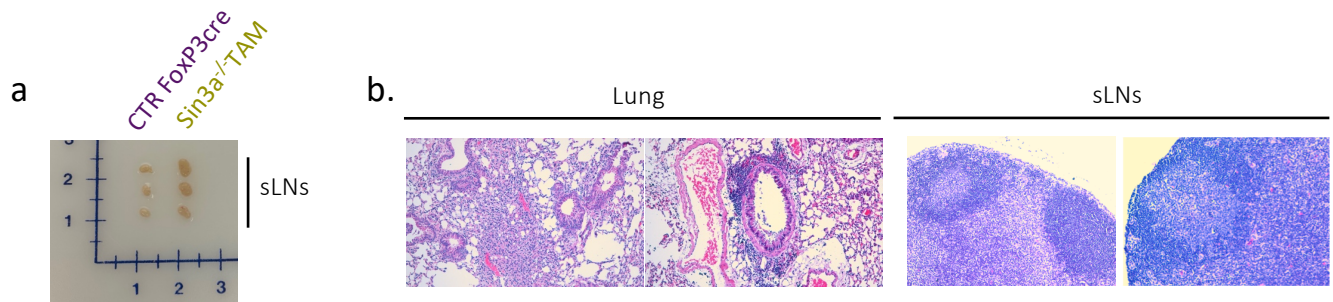

**Supplementary Figure 6.** Subcutaneous lymph nodes from Sin3a<sup>-/-</sup>-FoxP3cre or FoxP3cre controls treated with tamoxifen as described in Figure S8 (a). H&E-stained histopathology slides (100x) from the lungs and sLNs of TAM-Sin3a<sup>-/-</sup>-FoxP3<sup>Cre</sup> mice (b).

a

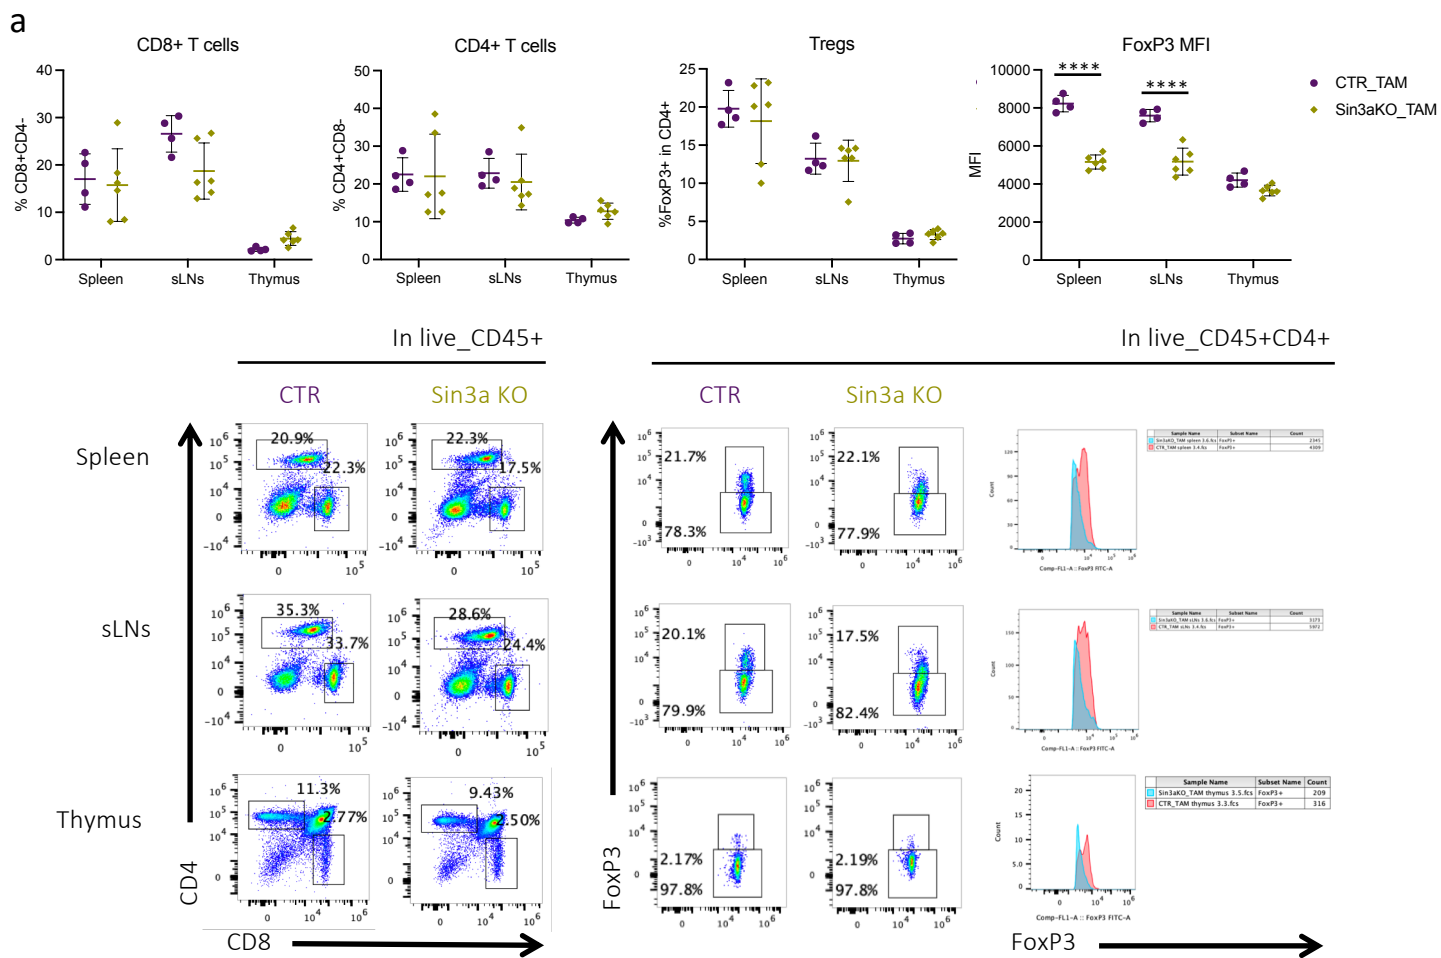

Fig. 7

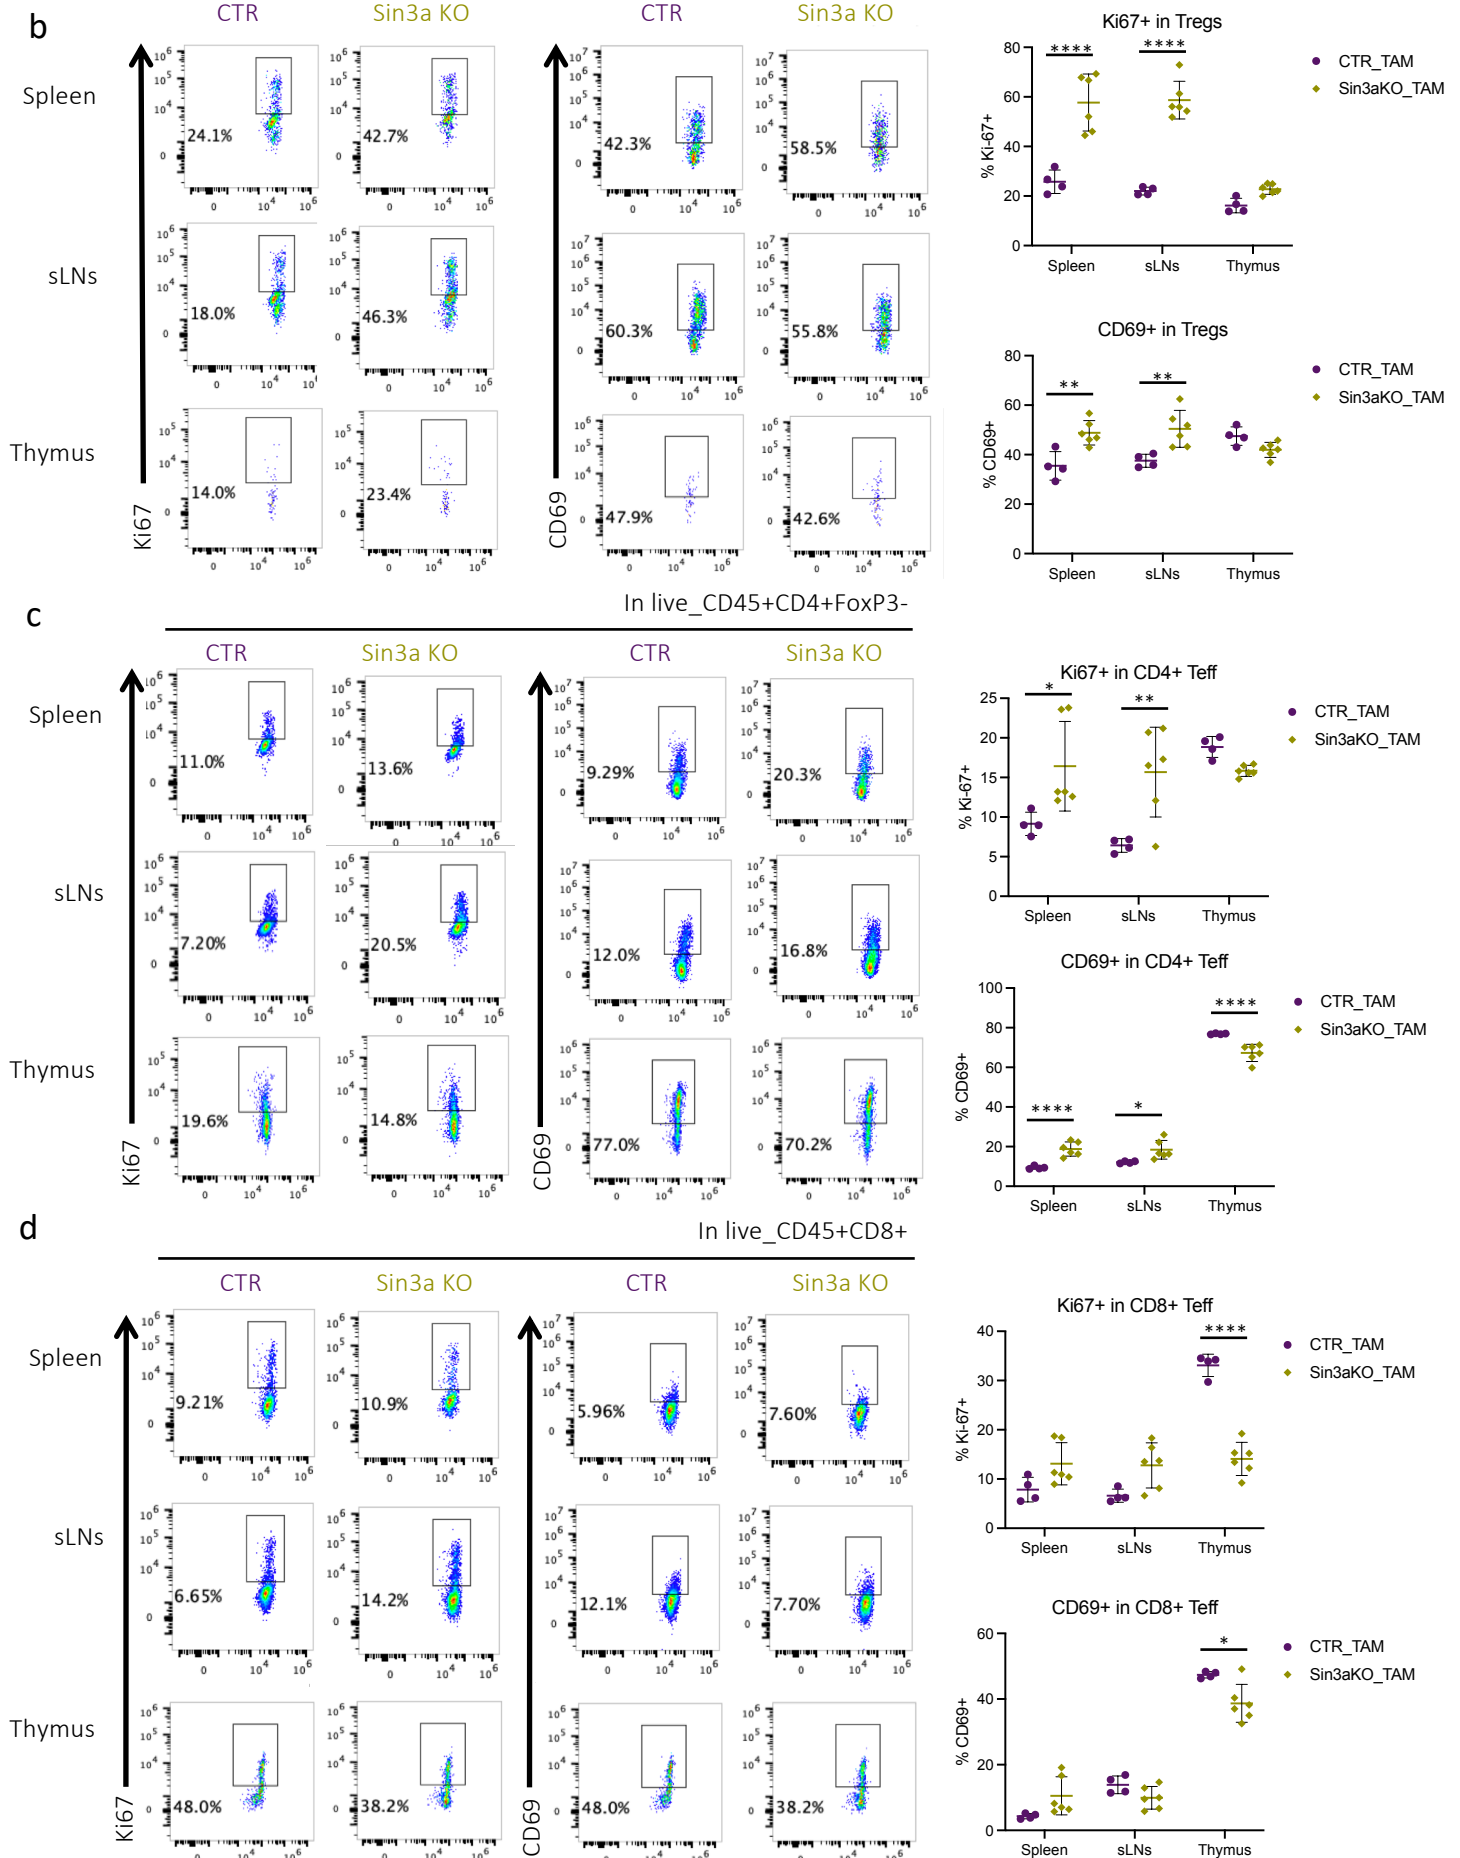

Fig. 7

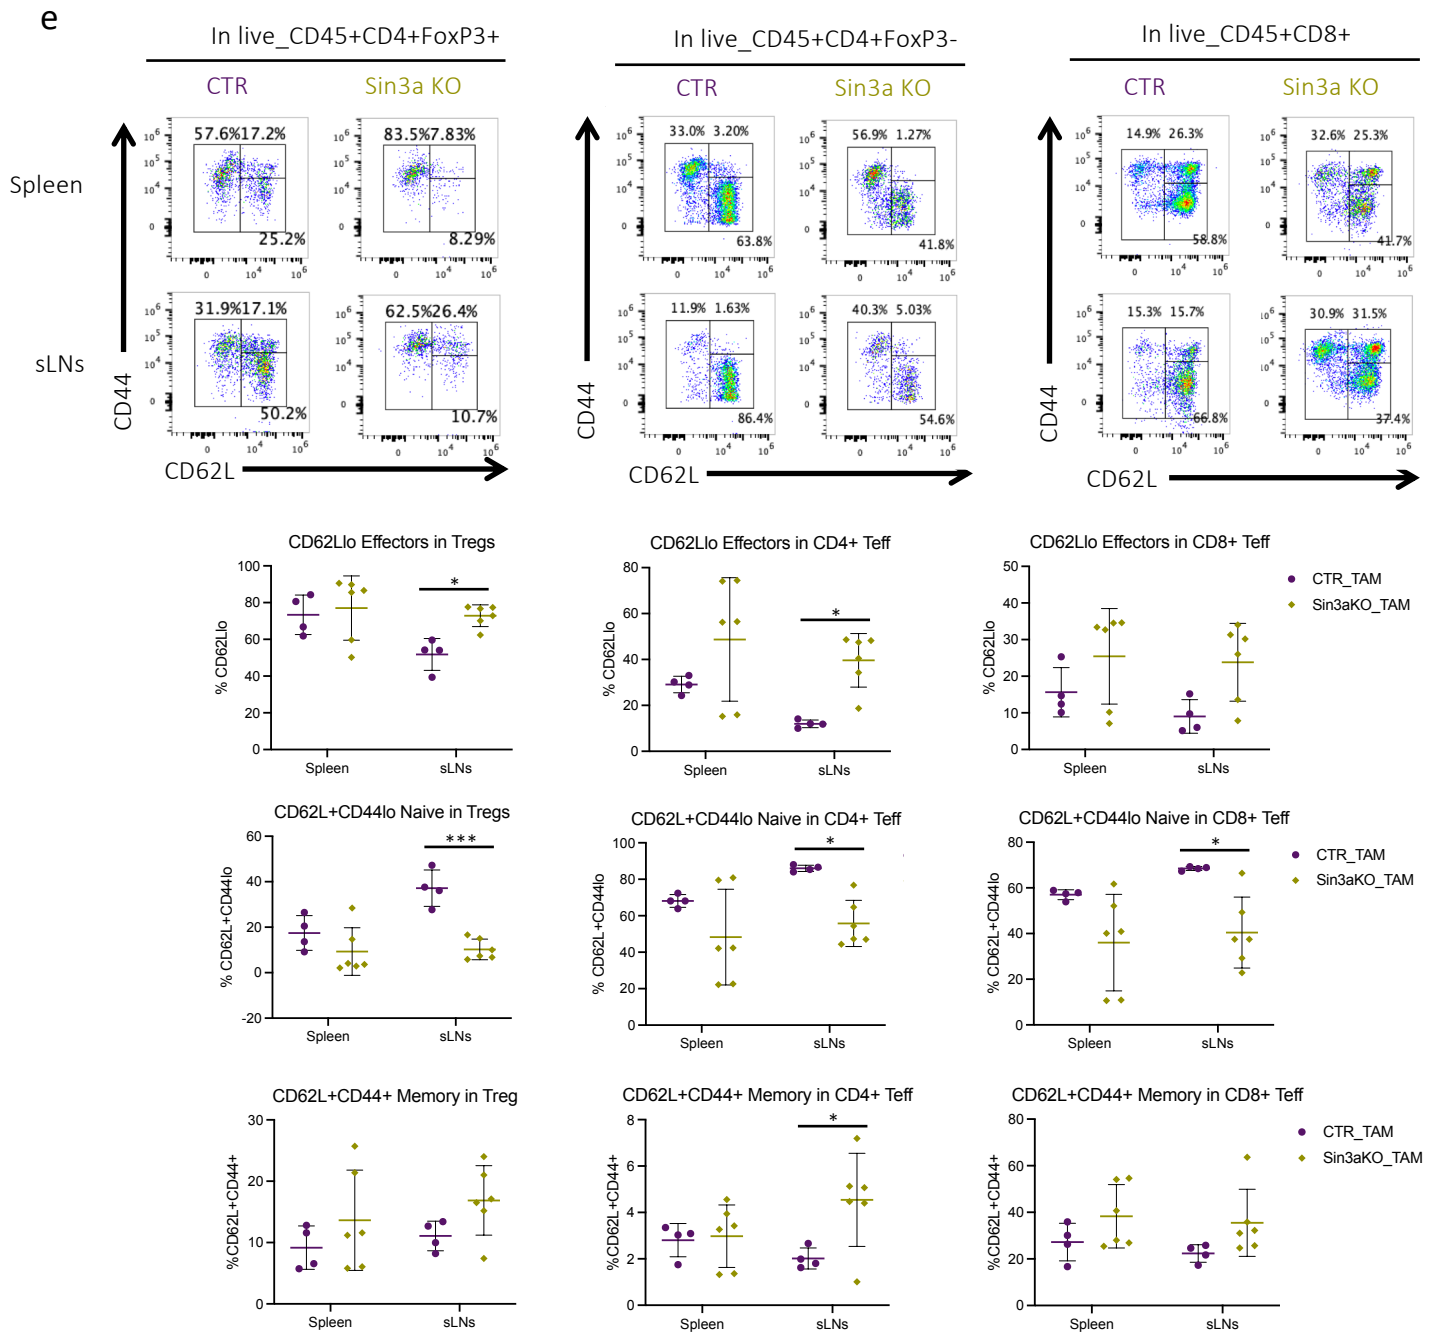

**Supplementary Figure 7.** The spleens, sLNs, and thymi of Sin3a<sup>-/-</sup>FoxP3<sup>TAM-Cre</sup> mice compared to Foxp3<sup>Cre</sup> controls following tamoxifen treatment by flow cytometry. The percent of CD8<sup>+</sup> T effector cells (live\_CD45+CD8<sup>+</sup>), CD4<sup>+</sup> T effector cells (live\_CD45+CD4+FoxP3<sup>-</sup>), and Tregs (live\_CD45+CD4+FoxP3<sup>+</sup>) and the median fluorescent intensity of FoxP3 within Tregs are included in graphs (top) and representative .fcs plots within live\_CD45<sup>+</sup> (left) and live\_CD45+CD4<sup>+</sup> (right) populations in the center and left columns (a). Percentages of CD69<sup>+</sup> and Ki67<sup>+</sup> Tregs (b), CD4<sup>+</sup> Teffs (c), and CD8<sup>+</sup> Teffs (d) are graphed on the right and representative .fcs plots included on the left (% Ki67) and the center (% CD69). The effector (CD62L<sup>low</sup>), naïve (CD62L<sup>++</sup>), and memory (CD62L<sup>++</sup>CD44<sup>+</sup>) subpopulations of Treg (left), CD4<sup>+</sup> Teff (center), and CD8<sup>+</sup> Teff (right) cell populations are graphed (below) and rep. images included (above) (e). The number of viable cells following tissue dissociation and single cell suspension, determined via hemocytometer (f), were then used together with population percentages (depicted in S2a) to determine the actual cell numbers of Tregs, CD4<sup>+</sup> Teff, and CD8<sup>+</sup> Teffs (g). This experiment was performed with 6 Sin3a<sup>-/-</sup>FoxP3<sup>TAM-Cre</sup> and 4 control biological replicates (male).

Fig. 8

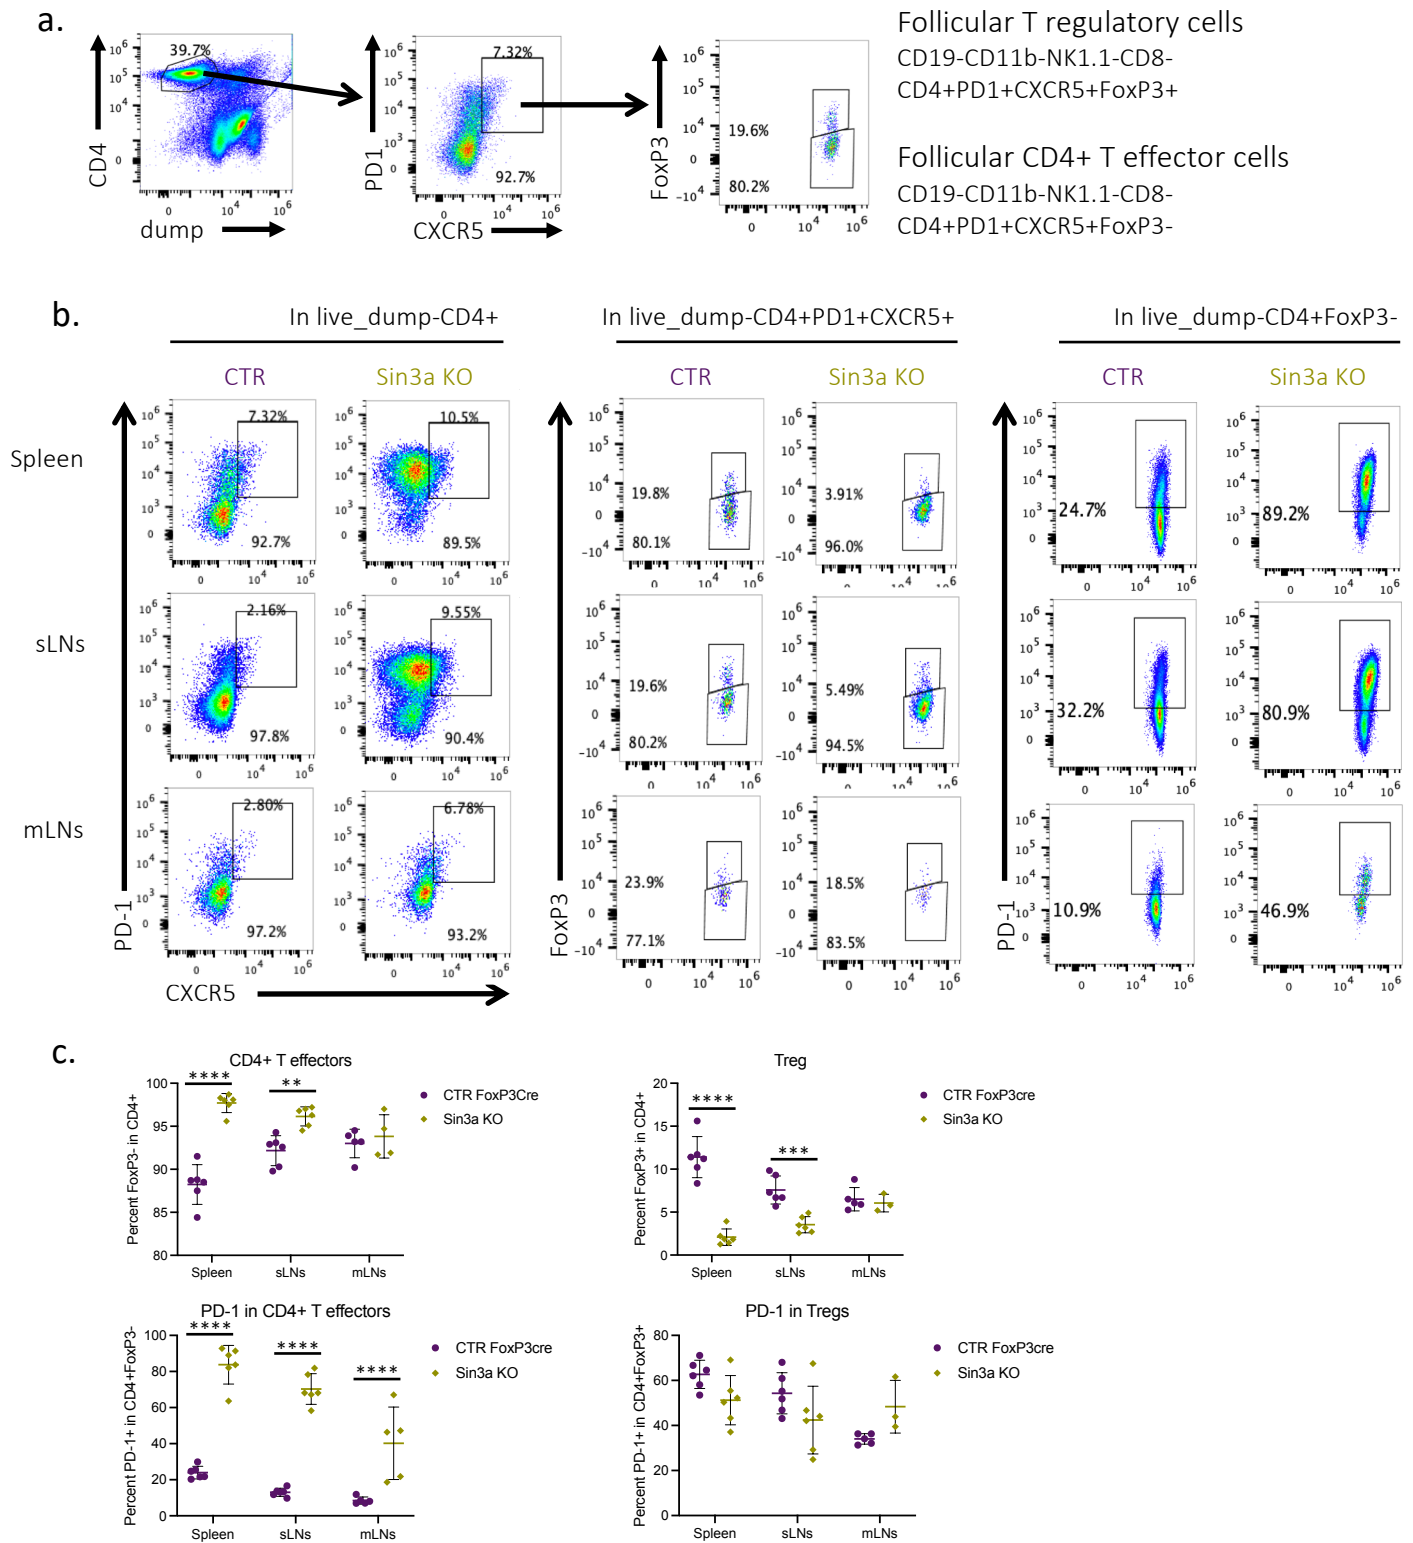

**Supplementary Figure 8.** The spleens, sLNs, and mLNs of Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice were compared to FoxP3<sup>Cre</sup> controls by flow cytometry. The gating strategy used to identify follicular T cell subsets (a). All samples were first gated for fcs\_ssc, singlets, and viable cells, then gated against a dump channel made up of CD19, CD8, NK1.1, and CD11b. Representative .fcs plots for PD1+CXCR5+ follicular cells (left), FoxP3+ Tregs (center), and PD1+ in CD4+FoxP3- Teff cells (right) (b) from Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice and FoxP3<sup>Cre</sup> controls. The percentage of PD1+ cells within CD4+ Teff (left) and Tregs (right). For this experiment 6 (3 male and 3 female) biological replicates per group were used.

Fig. 9

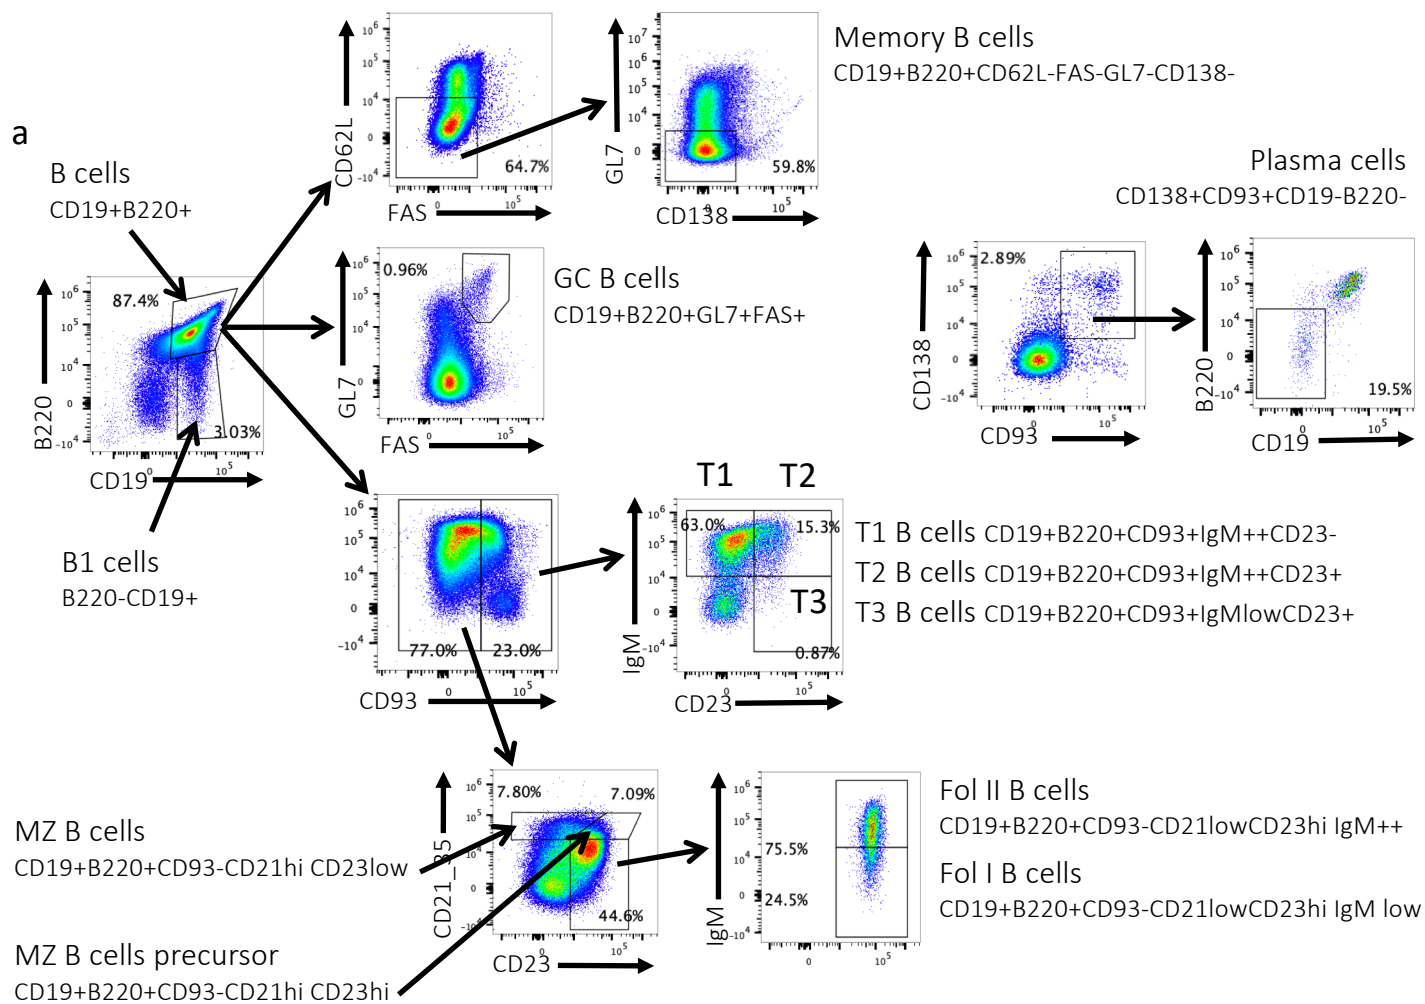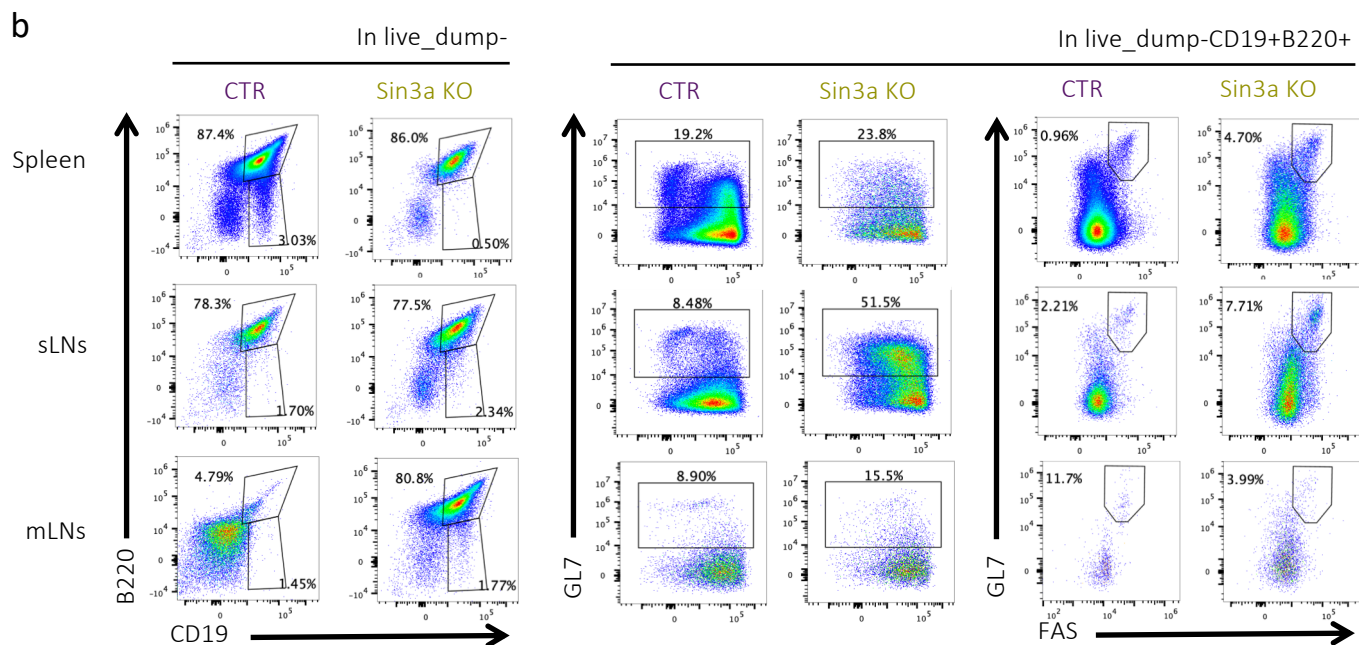

Fig. 9

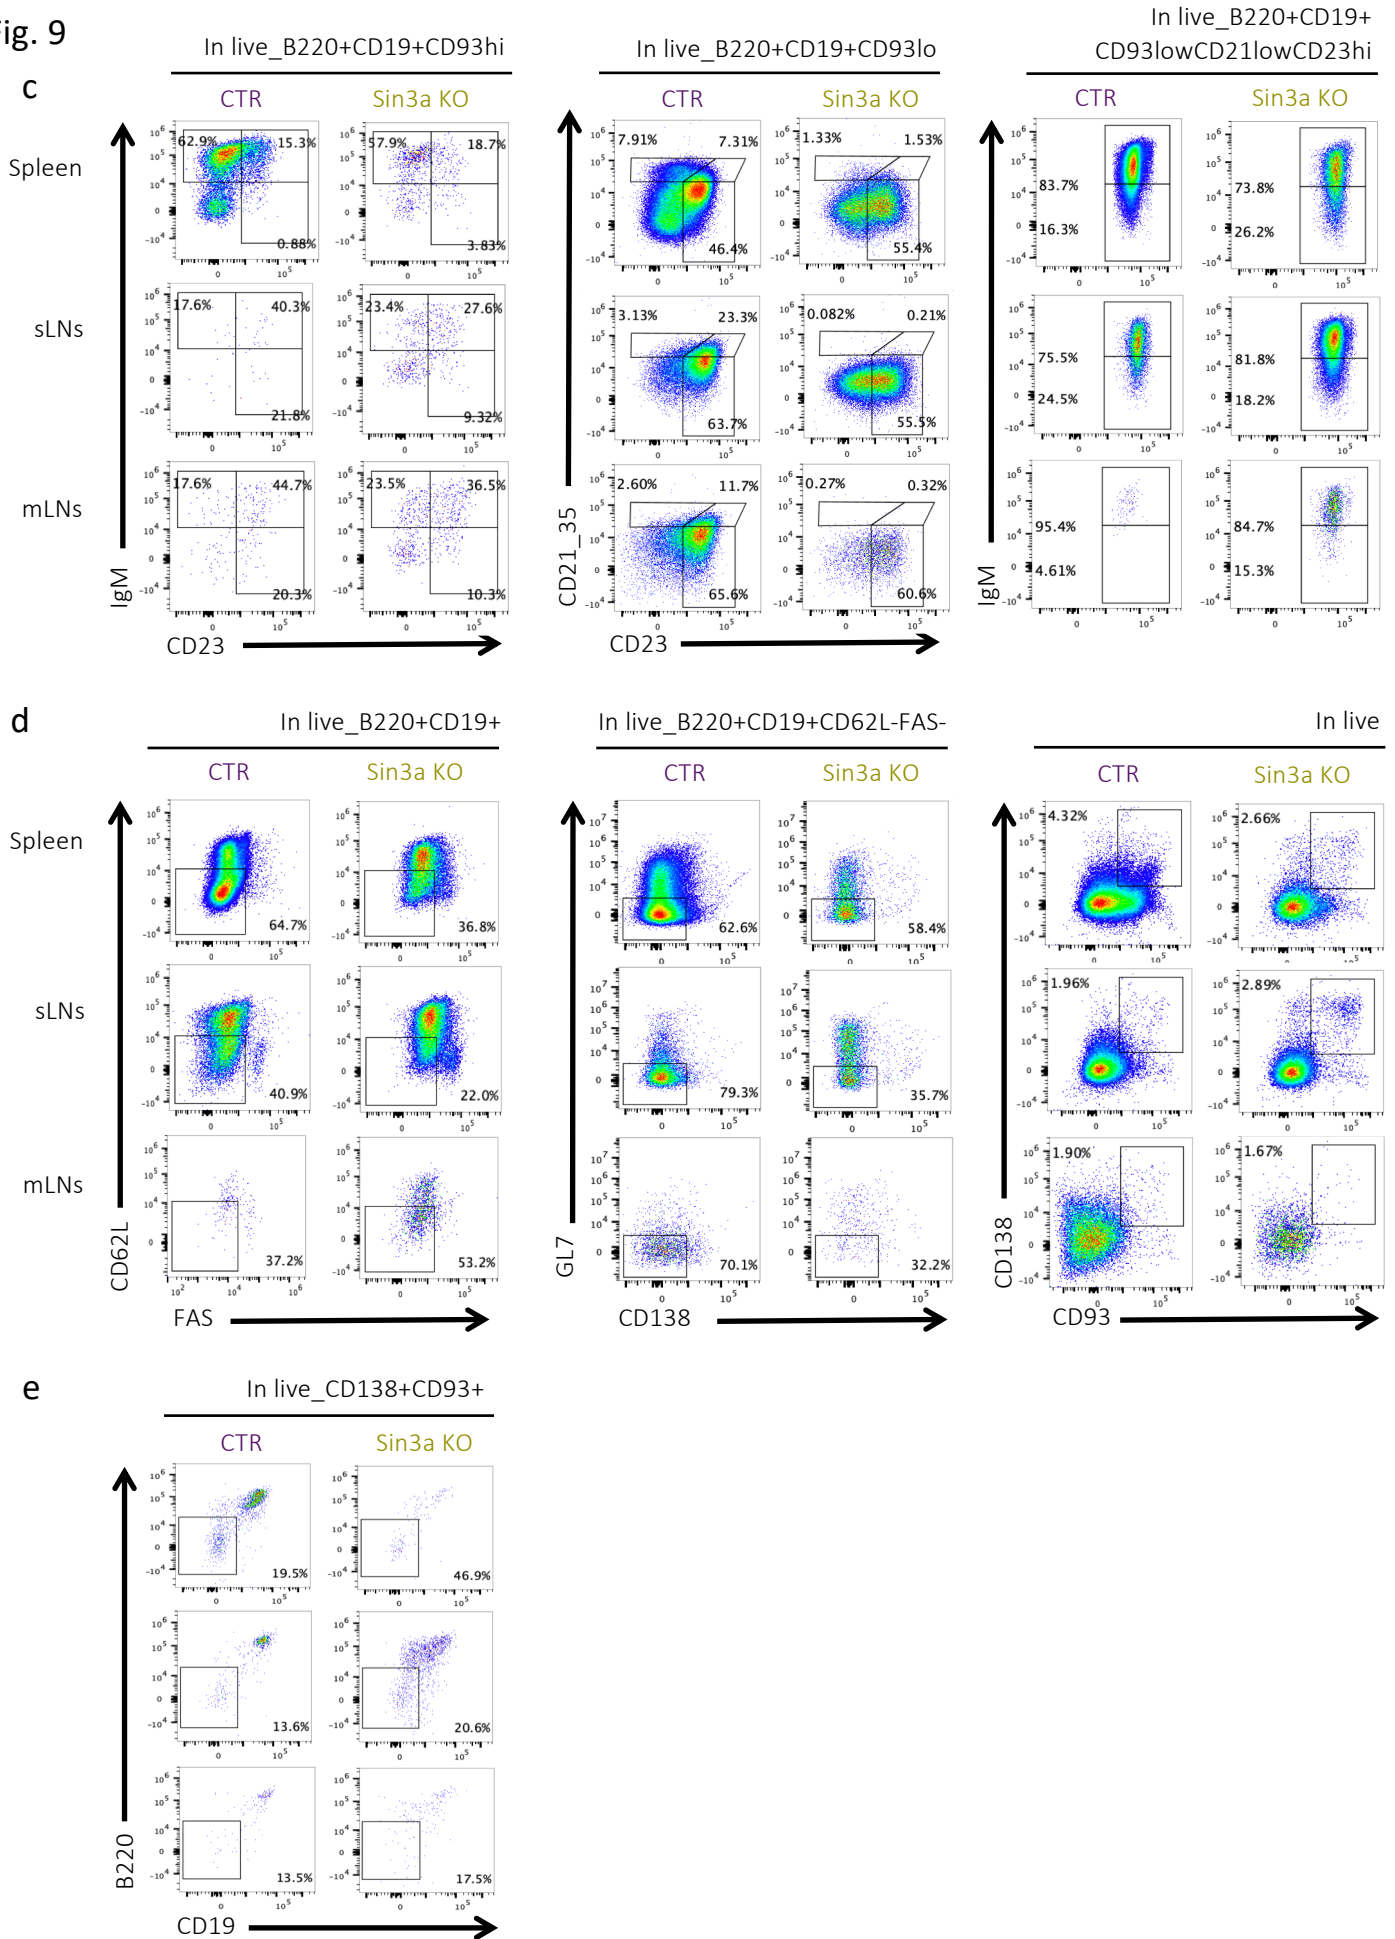

Fig. 9

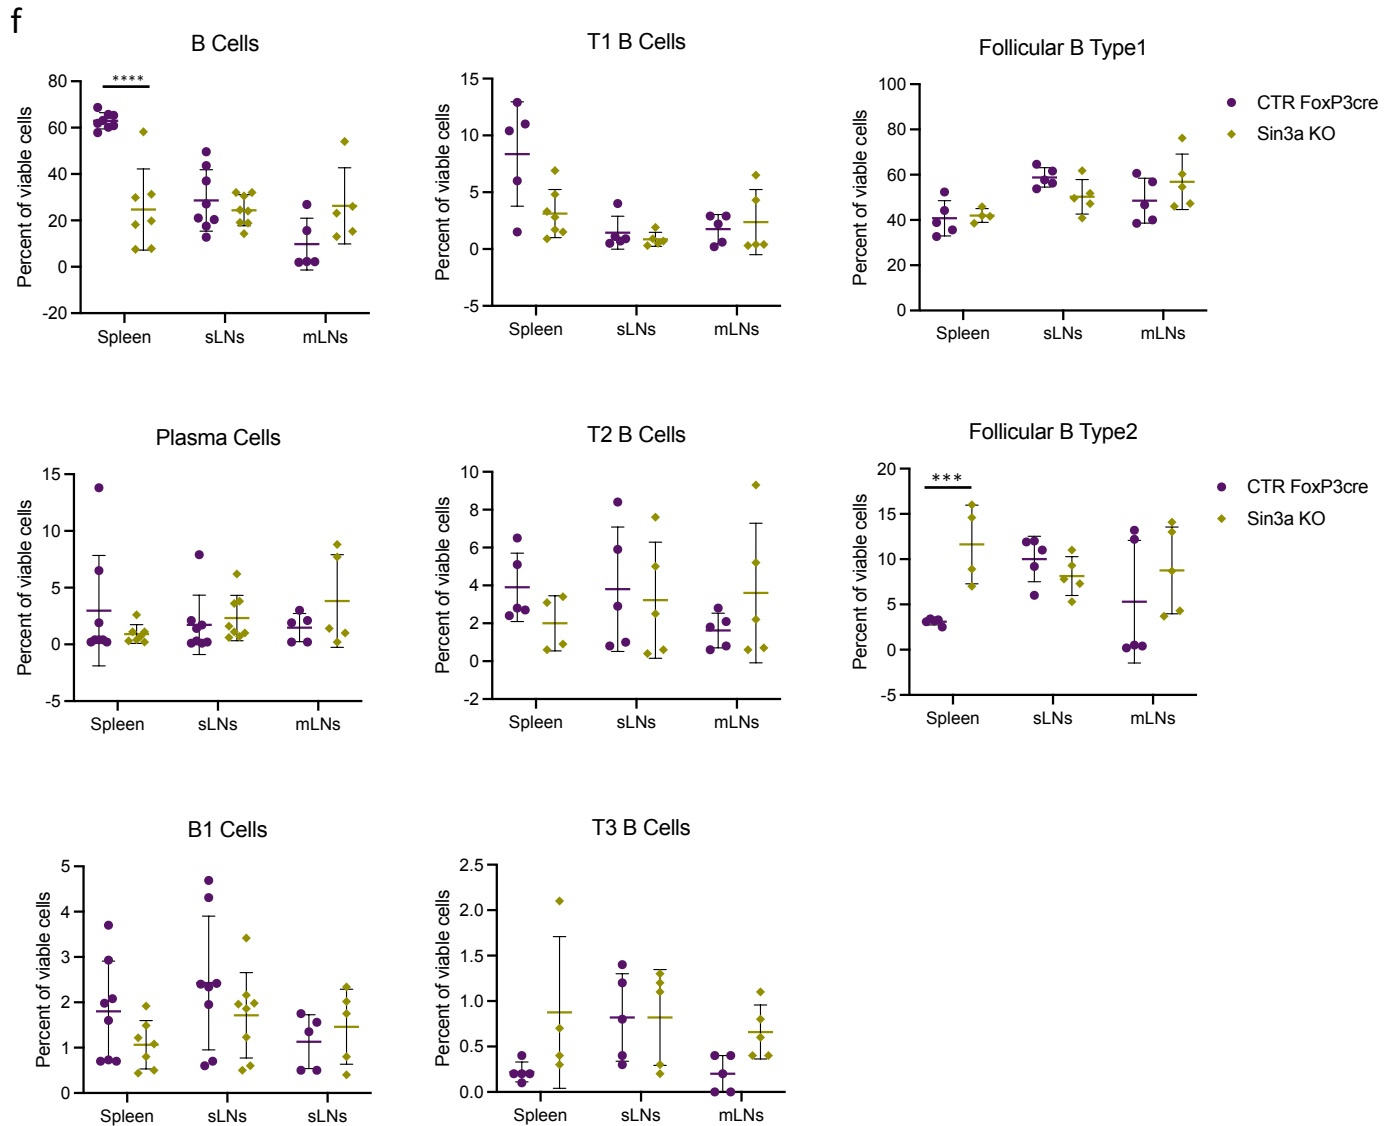

**Supplementary Figure 9.** The spleens, sLNs, and mLN of Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice were compared to FoxP3<sup>Cre</sup> controls by flow cytometry. B cell populations were determined according to the illustrated gating scheme (a). All samples were first gated for fsc ssc, singlets, and viable events and against a dump channel including NK1.1, CD8, CD4, and CD11b. Representative .fcs plots for B (CD19+B220+) and B1 (CD19+B220-) cells (b, left), GL7 activated within B cells (b, center), and Germinal Center B (CD19+B220+GL7+FAS+) cells (b, right). Representative .fcs images for IgM/CD23 within CD93++ B cells (c, left), CD21\_35/CD23 within CD93low B cells (c, center), and IgM within follicular B cells (c, right). Representative .fcs plots of CD62L/FAS within B cells (d, left), GL7/CD138 within CD62L-FAS- B cells (d, center), and CD138/CD93 within live cells (d, right). Images of representative .fcs plots of CD19/B220 within CD138+CD93+ cells (e). B cell population percentages from individual markers were used to back calculate the population percentage within viable lymphocytes (f). and For this experiment 8 (4 males and 4 females) biological replicates per group were used.

Fig. 10

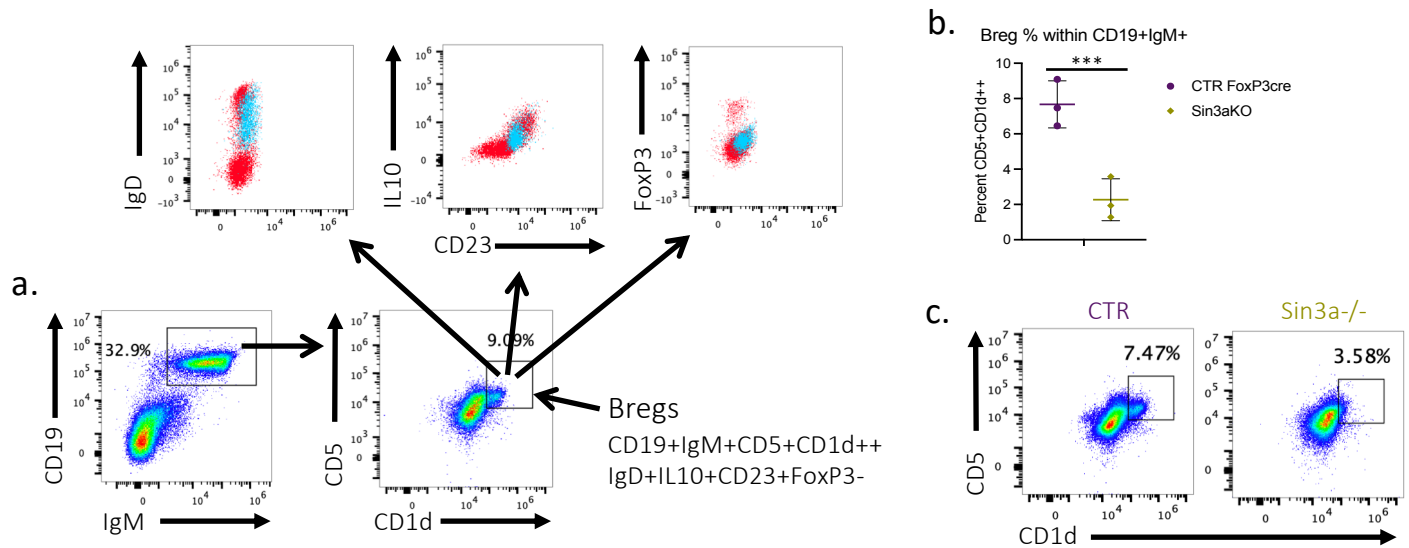

**Supplementary Figure 10.** Subcutaneous lymph nodes of Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice were compared to FoxP3<sup>Cre</sup> controls by flow cytometry. The gating strategy used to identify B regulatory cells (a). All samples were first gated for fcs\_ssc, singlets, and viable cells. Representative .fcs plots for PD1+CXCR5<sup>+</sup> follicular cells (left), FoxP3<sup>+</sup>Tfregs (center), and PD1<sup>+</sup> in CD4<sup>+</sup>FoxP3<sup>-</sup> Teff cells (right) (b) from Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice and FoxP3<sup>Cre</sup> controls. The percentage of PD1<sup>+</sup> cells within CD4<sup>+</sup> Teff (left) and Tregs (right). This experiment used 3 male biological replicates per group.

Fig. 11

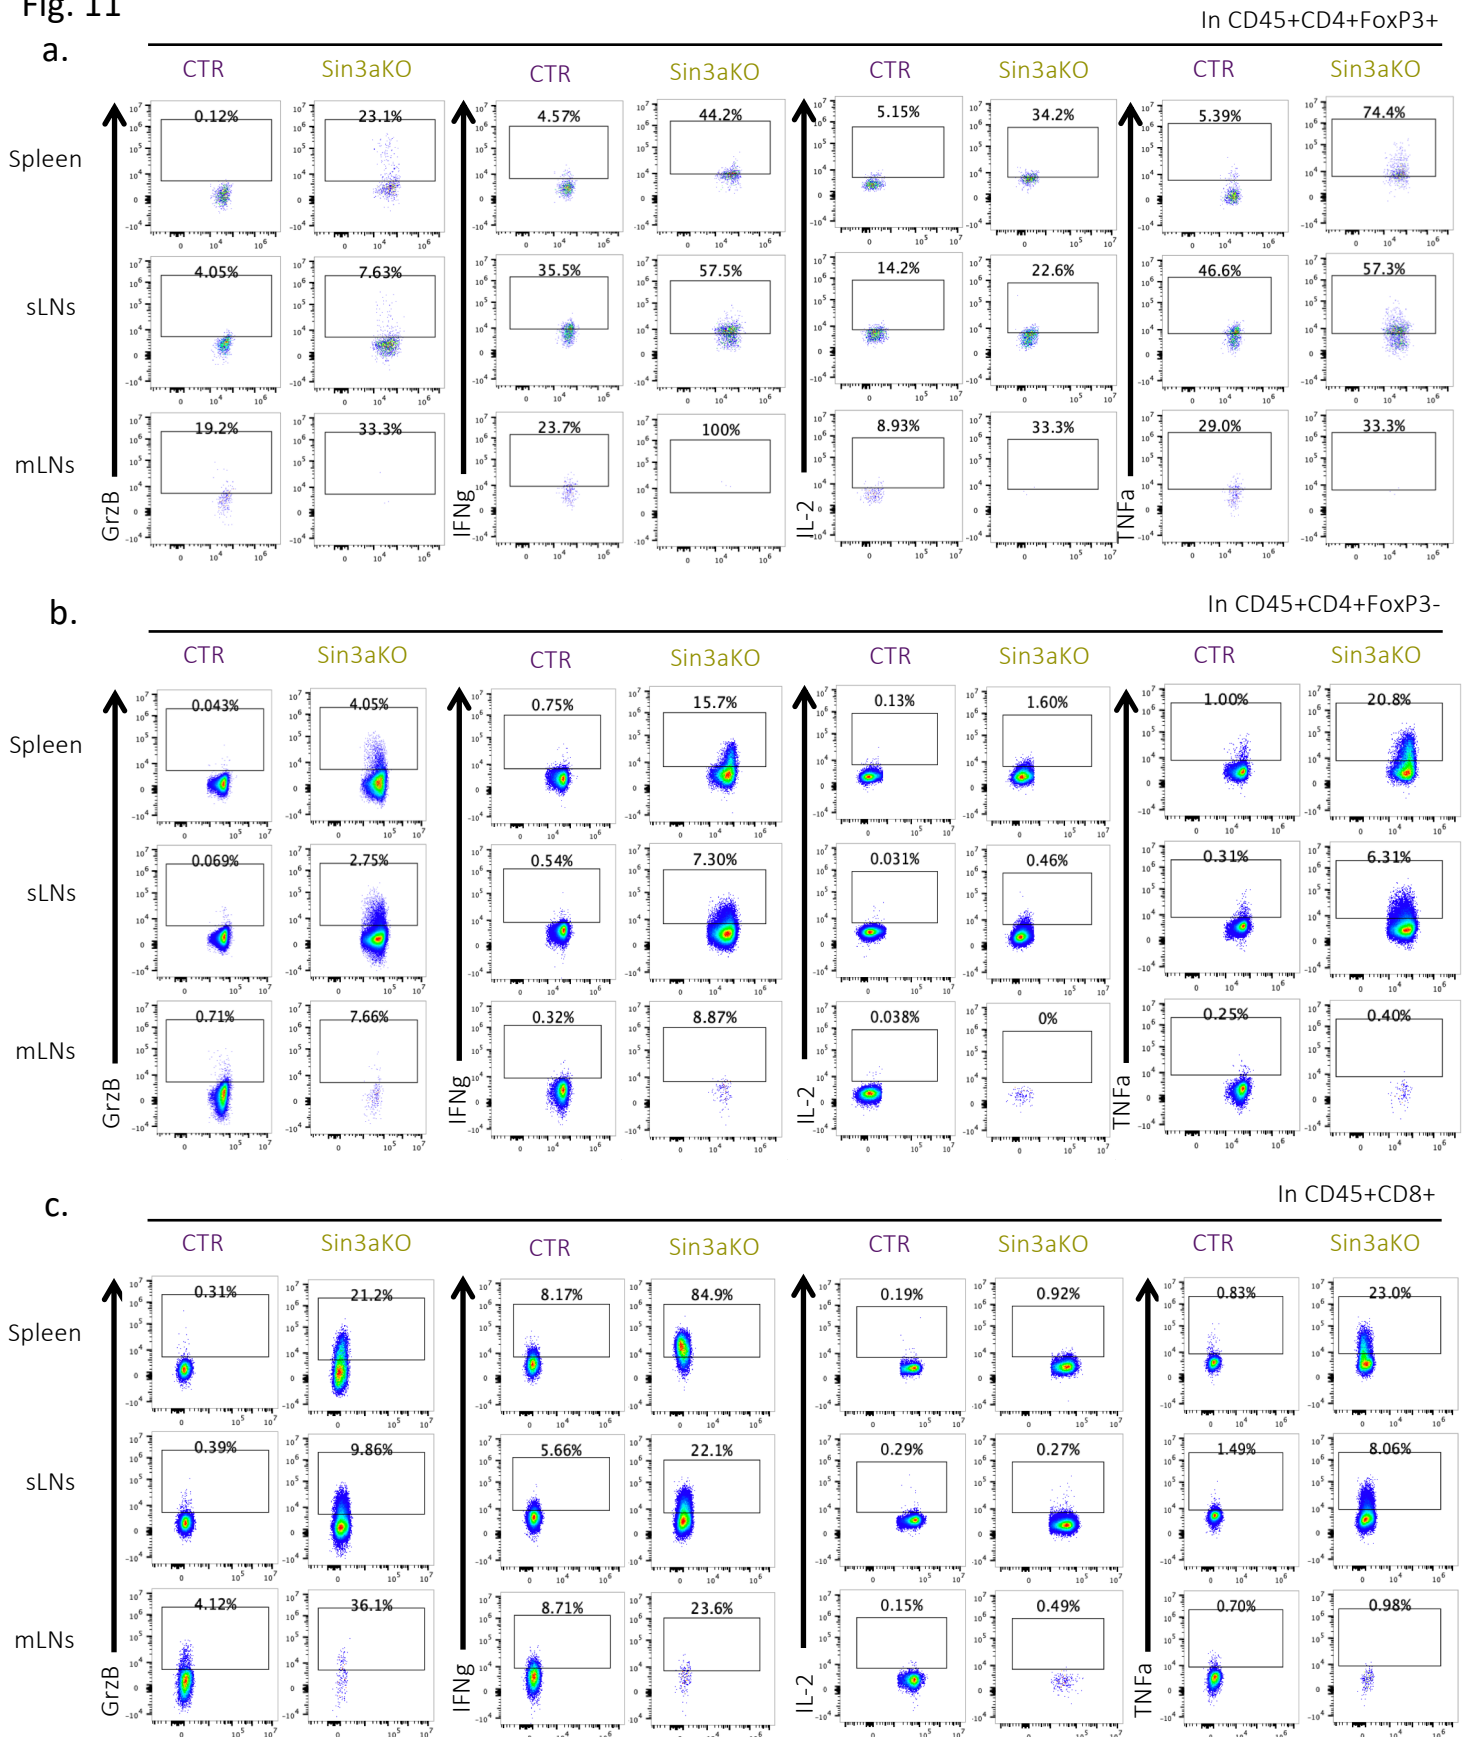

**Supplementary Figure 11.** Cells from spleens, sLNs, or mLNs of Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice or controls were stimulated for 48 hours, treated with PMA/Iono/Bref for 3 hours, then evaluated for cytokine production by flow cytometry. Representative .fcs plots for Granzyme B, IFN $\gamma$ , IL-2, and TNF $\alpha$  (from left to right), in Tregs (a), CD4<sup>+</sup> Teffs (b), and CD8<sup>+</sup> Teffs (c).

Fig. 12

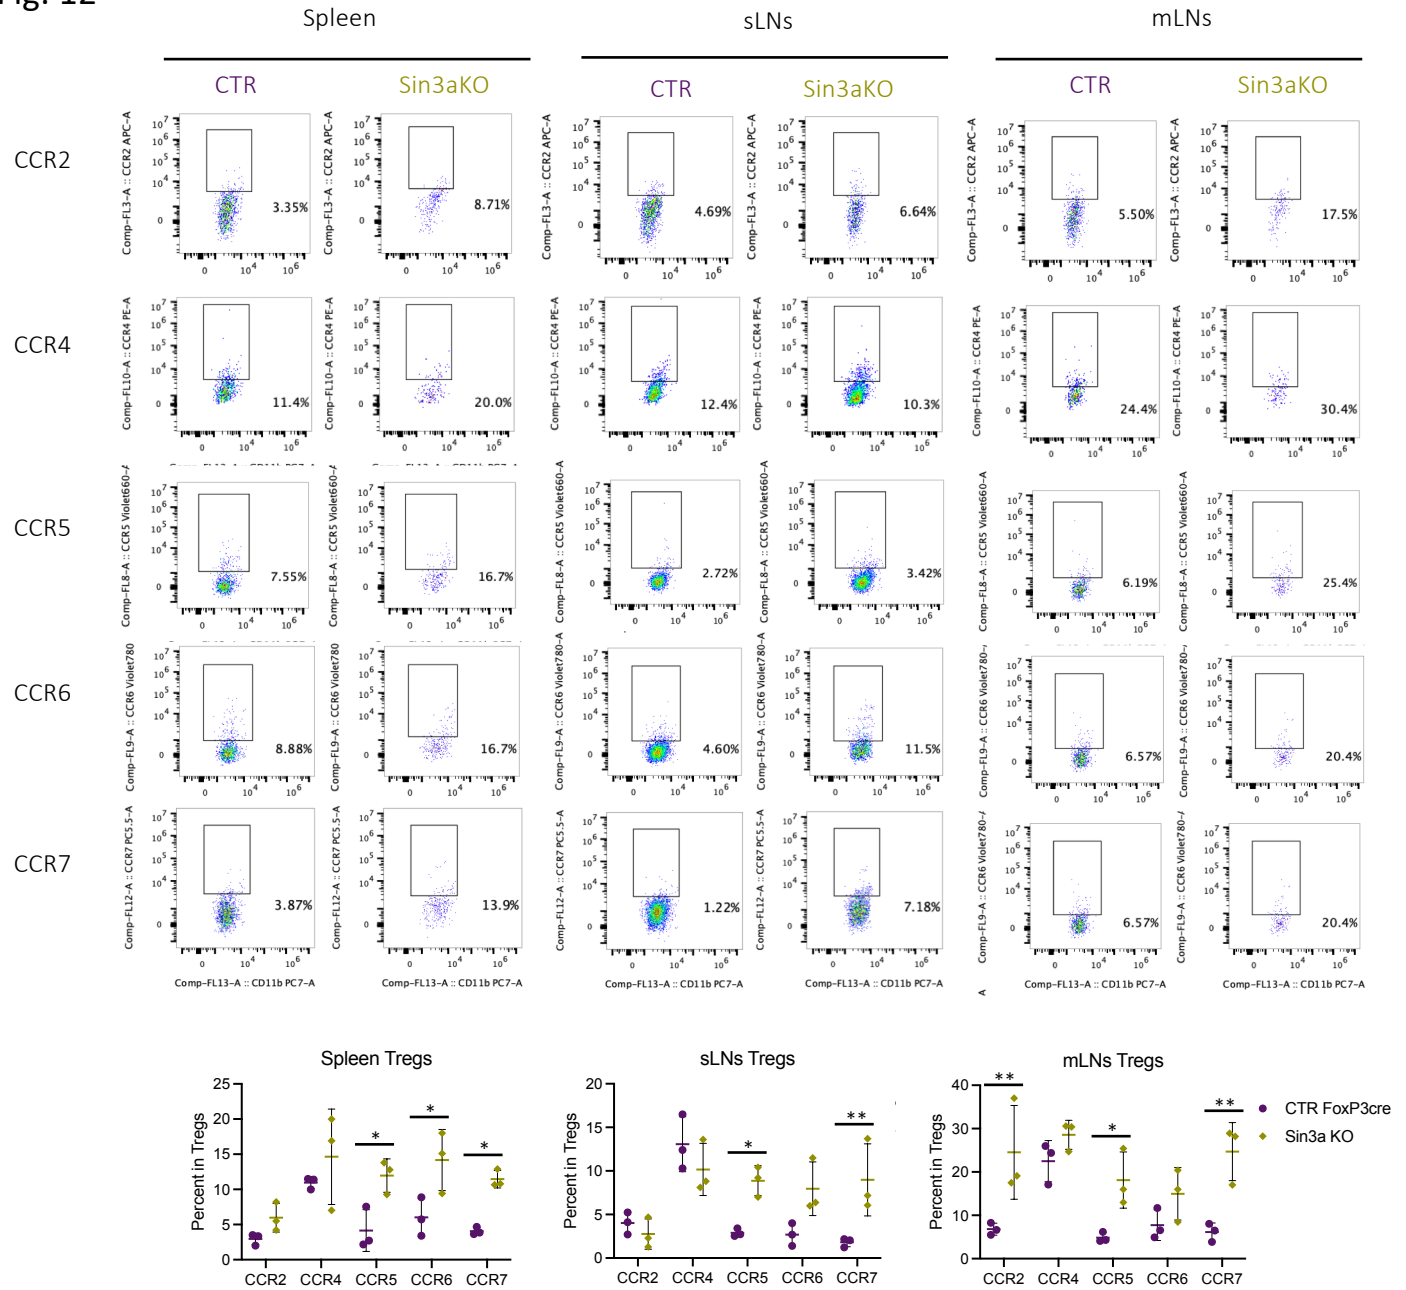

**Supplementary Figure 12.** Cells from spleens, sLNs, and mLNs of Sin3a<sup>-/-</sup>FoxP3<sup>Cre</sup> mice or FoxP3<sup>Cre</sup> controls were stained for various CCRs and evaluated by flow cytometry. Representative .fcs plots for CCRs within CD4<sup>+</sup>FoxP3<sup>+</sup> Tregs in Spleen (left), sLNs (center), and sMLs (right), with grouped data graphed below. This experiment was conducted with 3 (male) biological replicates per group.

Fig. 13

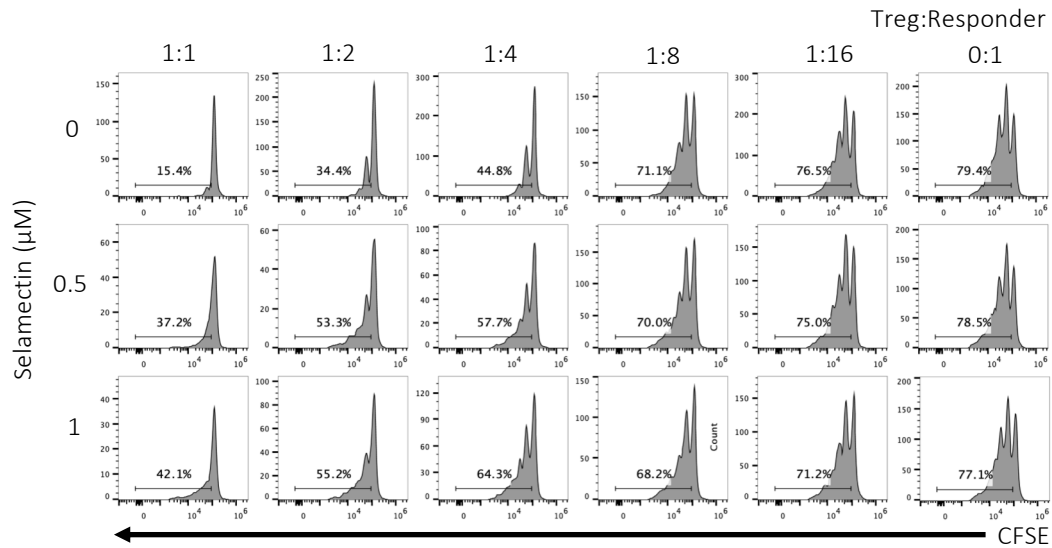

**Supplementary Figure 13.** Treg suppression assay performed with the Sin3-inhibitor, selamectin. WT CD4+CD25+ cells were serially diluted together with CFSE-labeled splenic responder cells and incubated for 3 days with or without selamectin treatment, representative CFSE division histograms are included. This experiment was performed with 2 biological replicates and technical triplicates.

Fig. 14

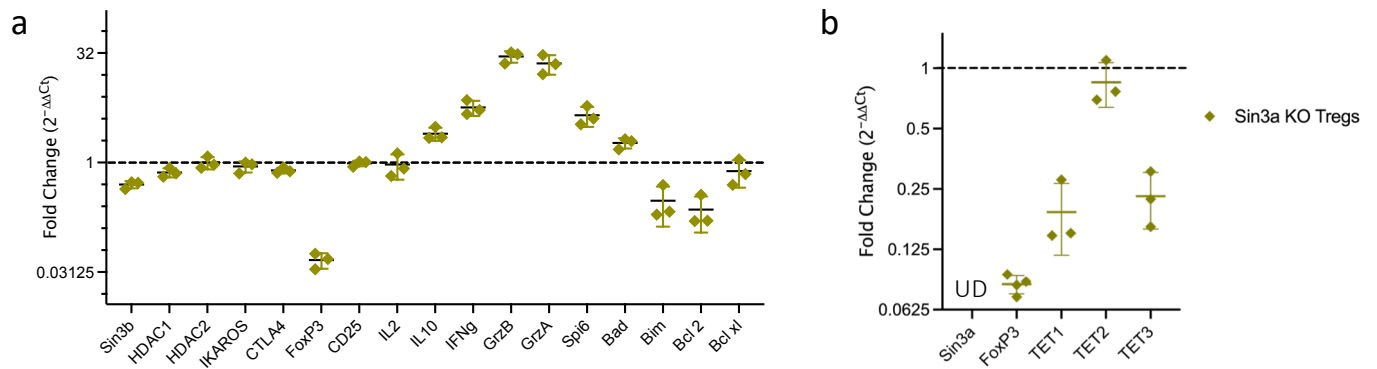

**Supplementary Figure 14.** RNA expression detected by RT-qPCR of CD4+CD25+ Tregs isolated by magnetic beads (a), or CD25+FoxP3+ Tregs isolated by FACS sorting (b) from Sin3a<sup>-/-</sup>FoxP3<sup>cre</sup> mice. Data were normalized to endogenous 18S and control target expression. Undetected Ct values are indicated by 'UD'.

Fig. 15

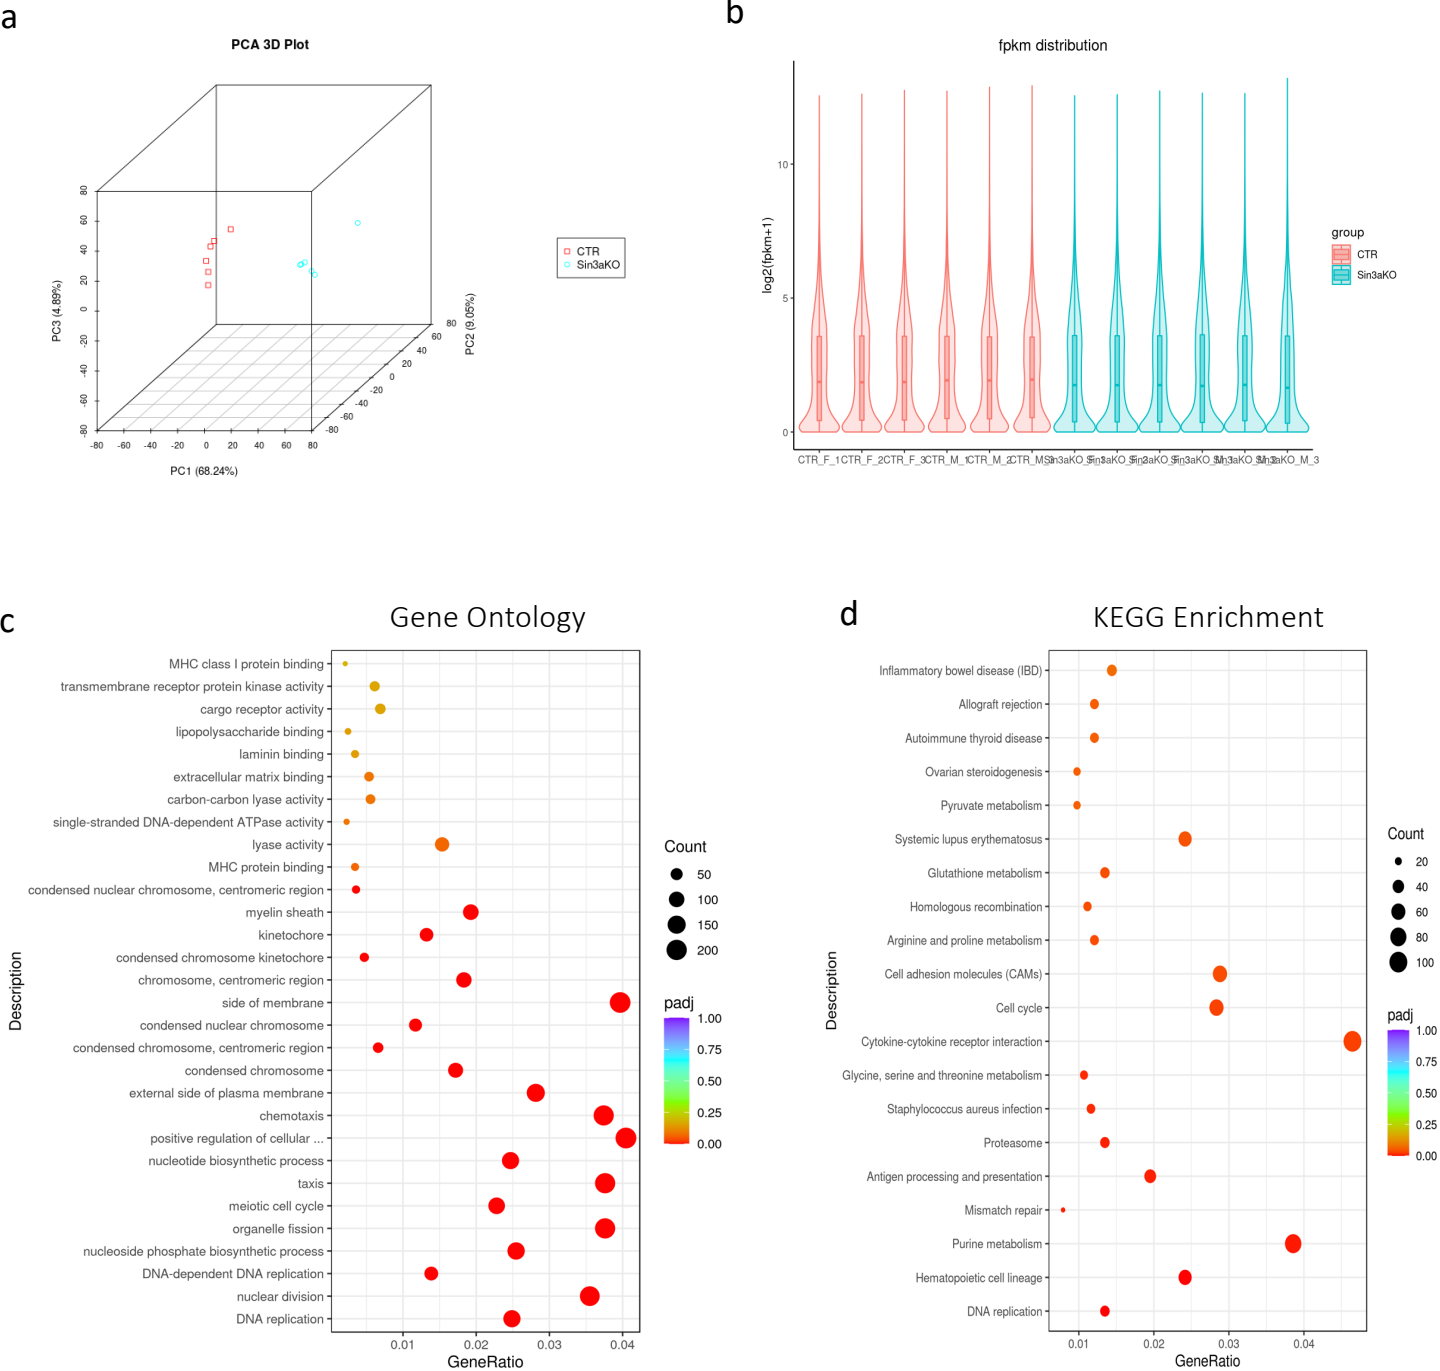

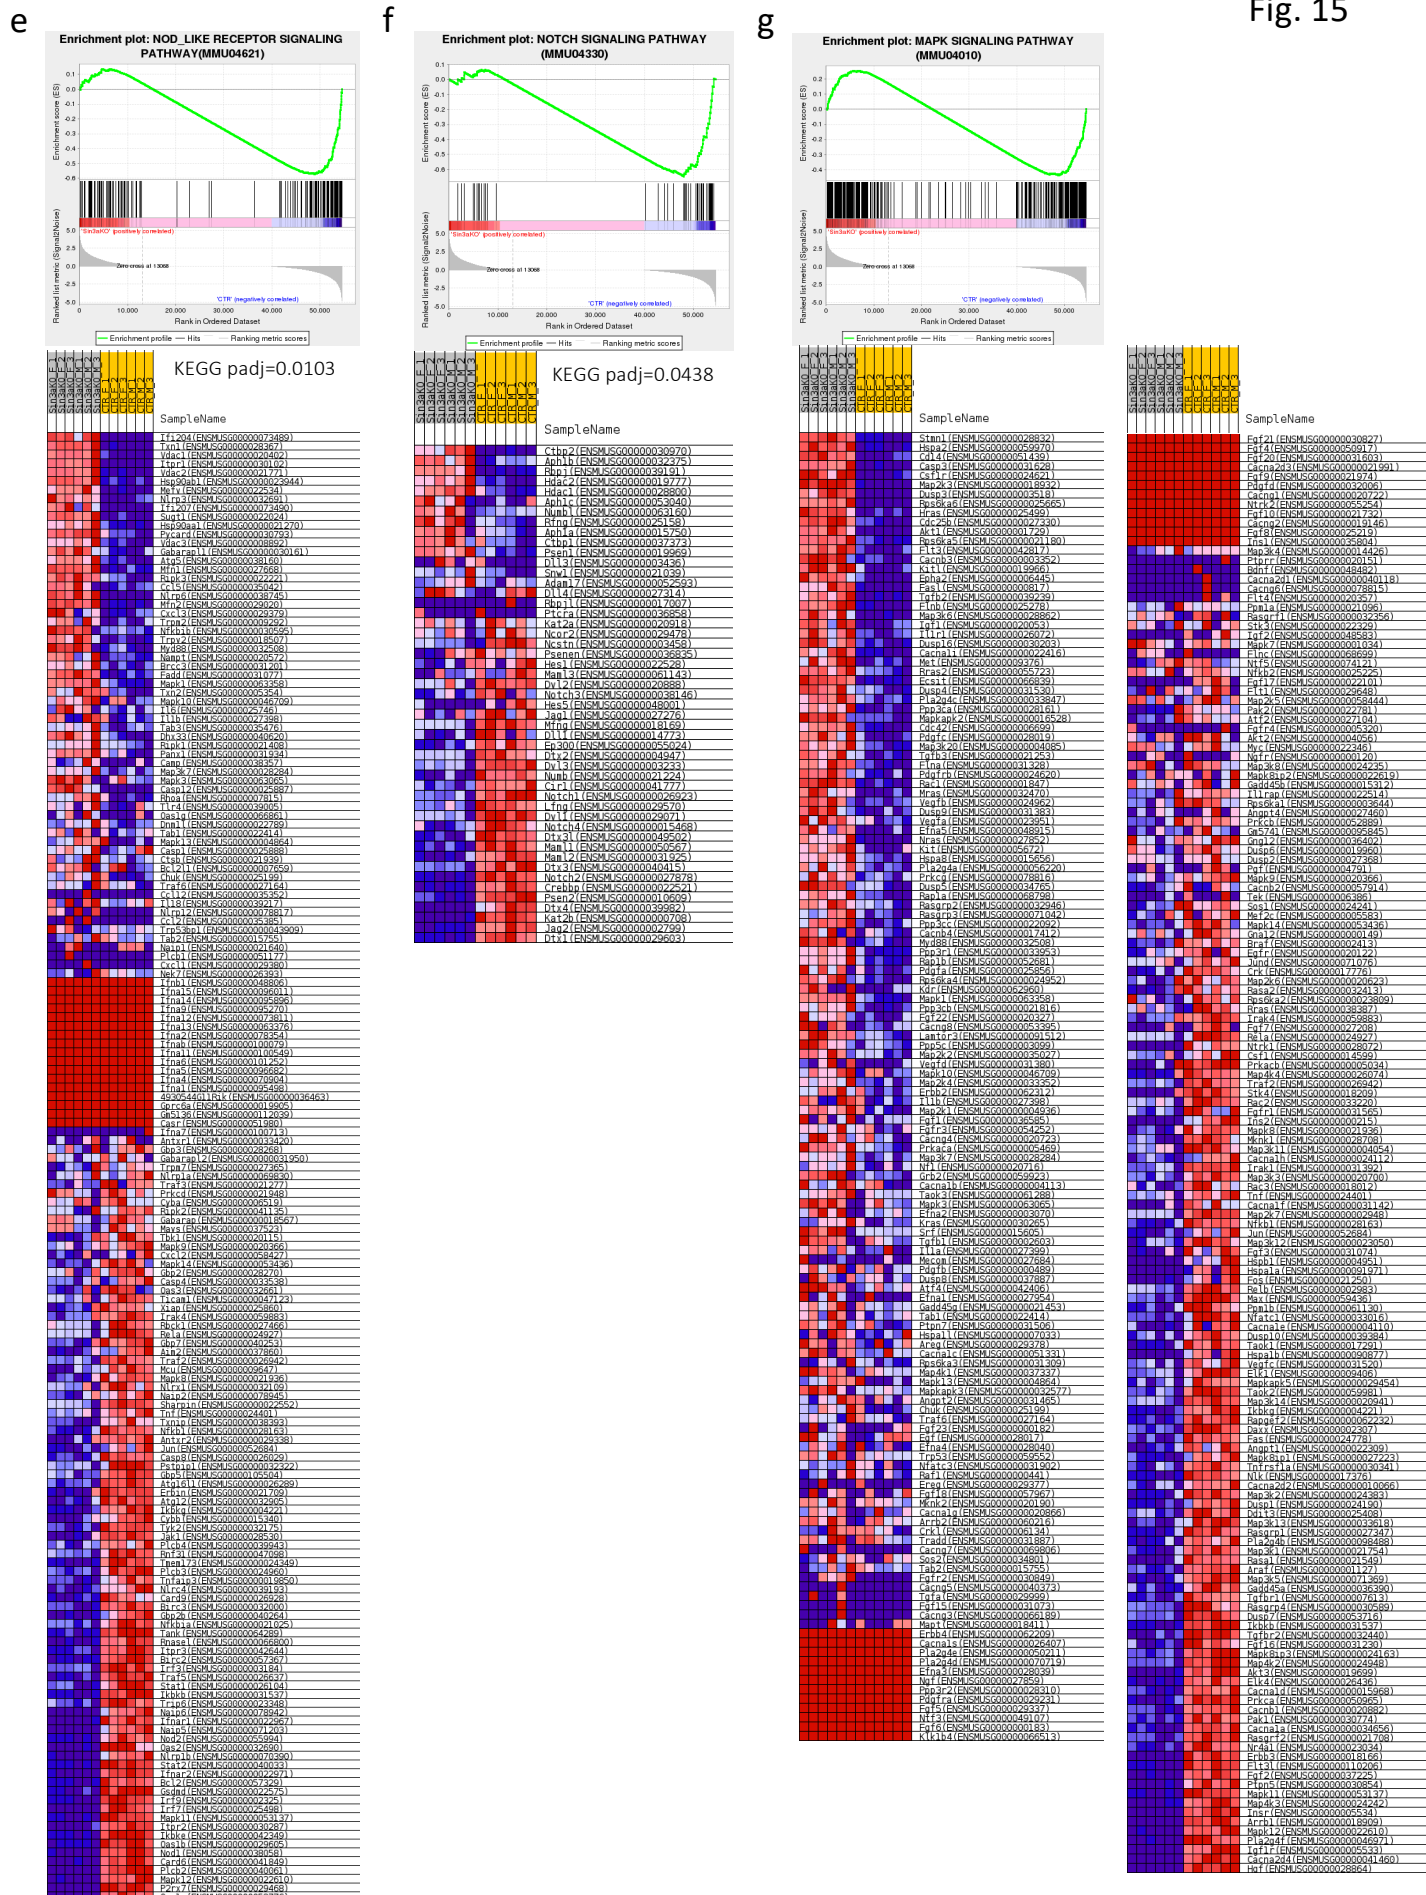

Fig. 15

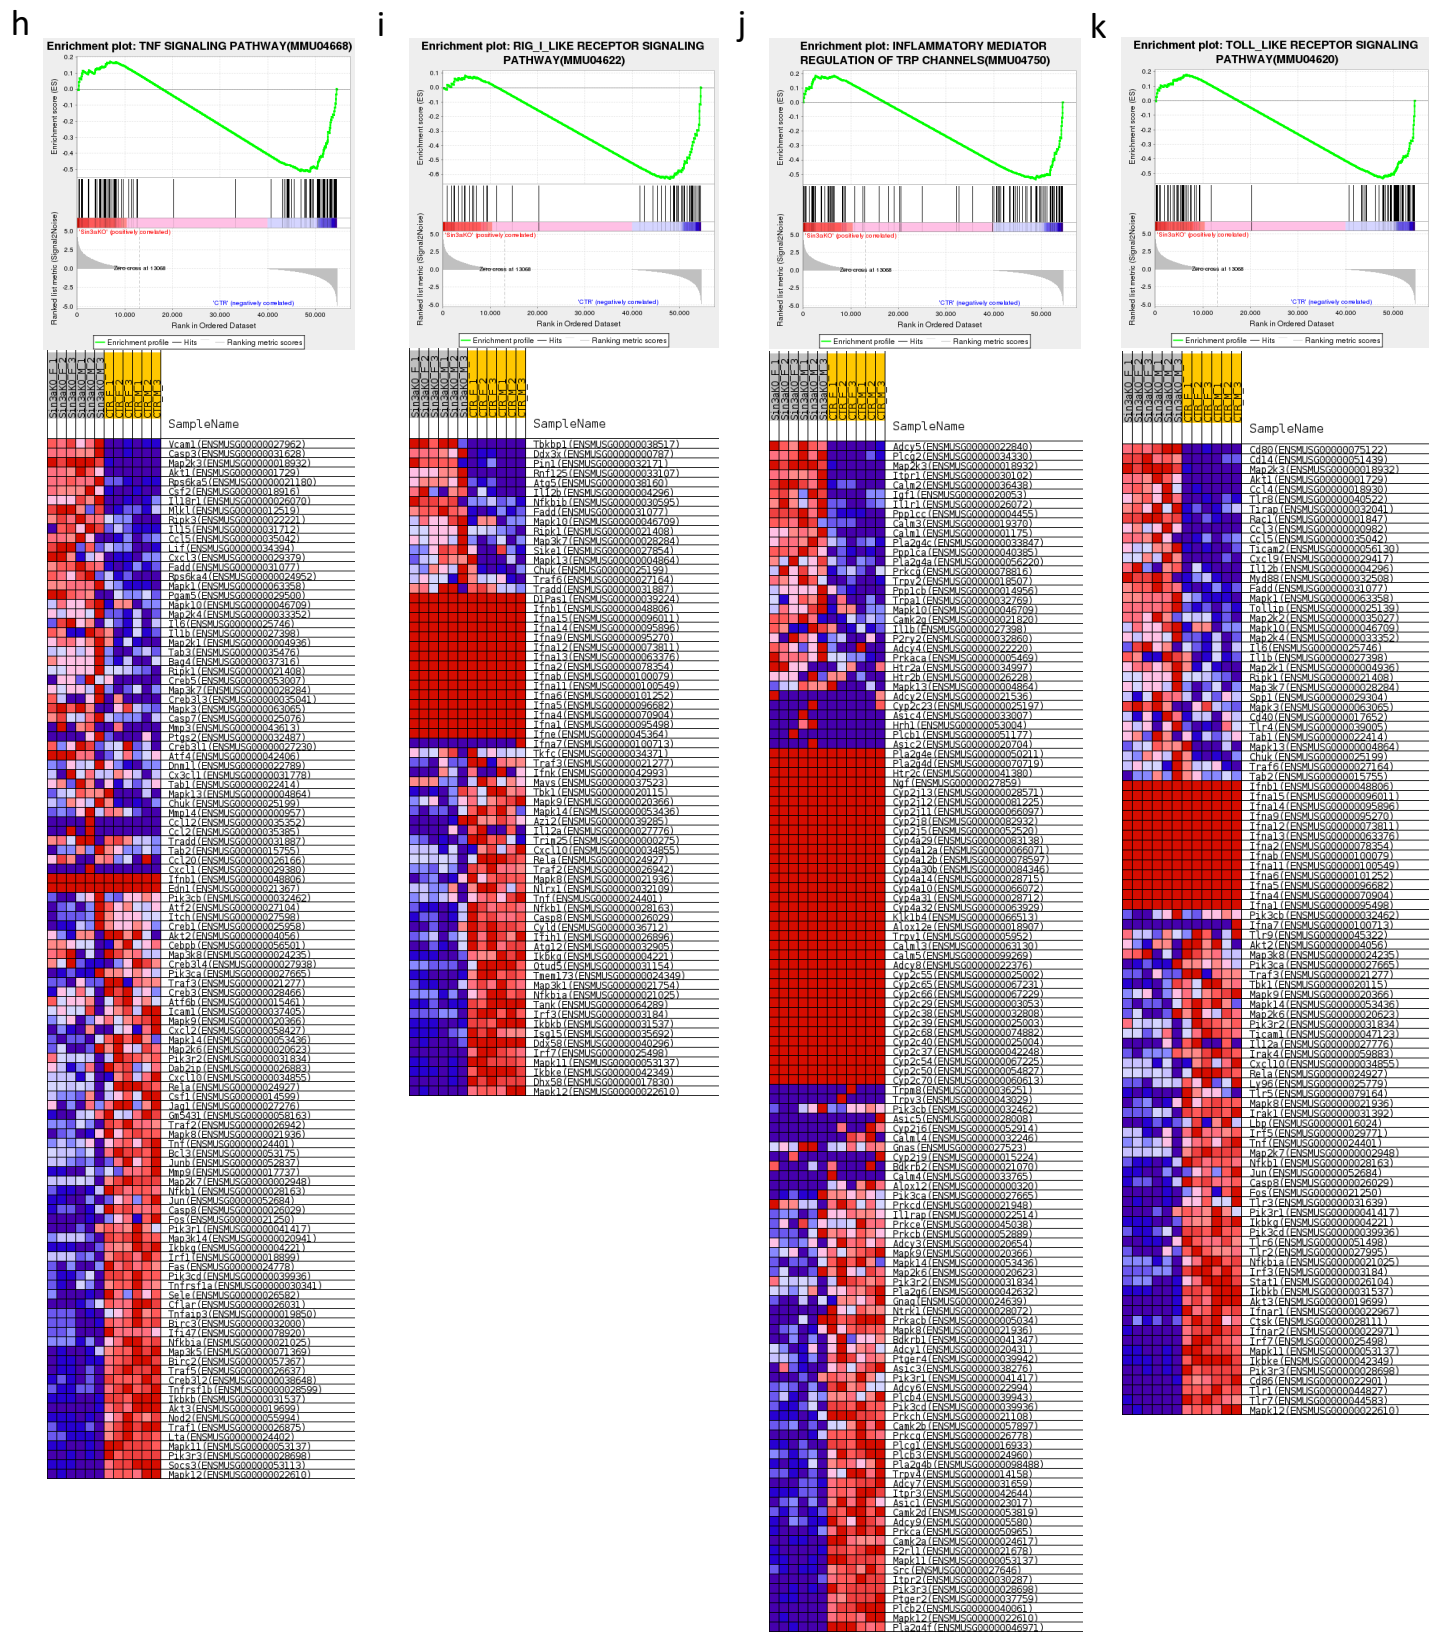

Fig. 15

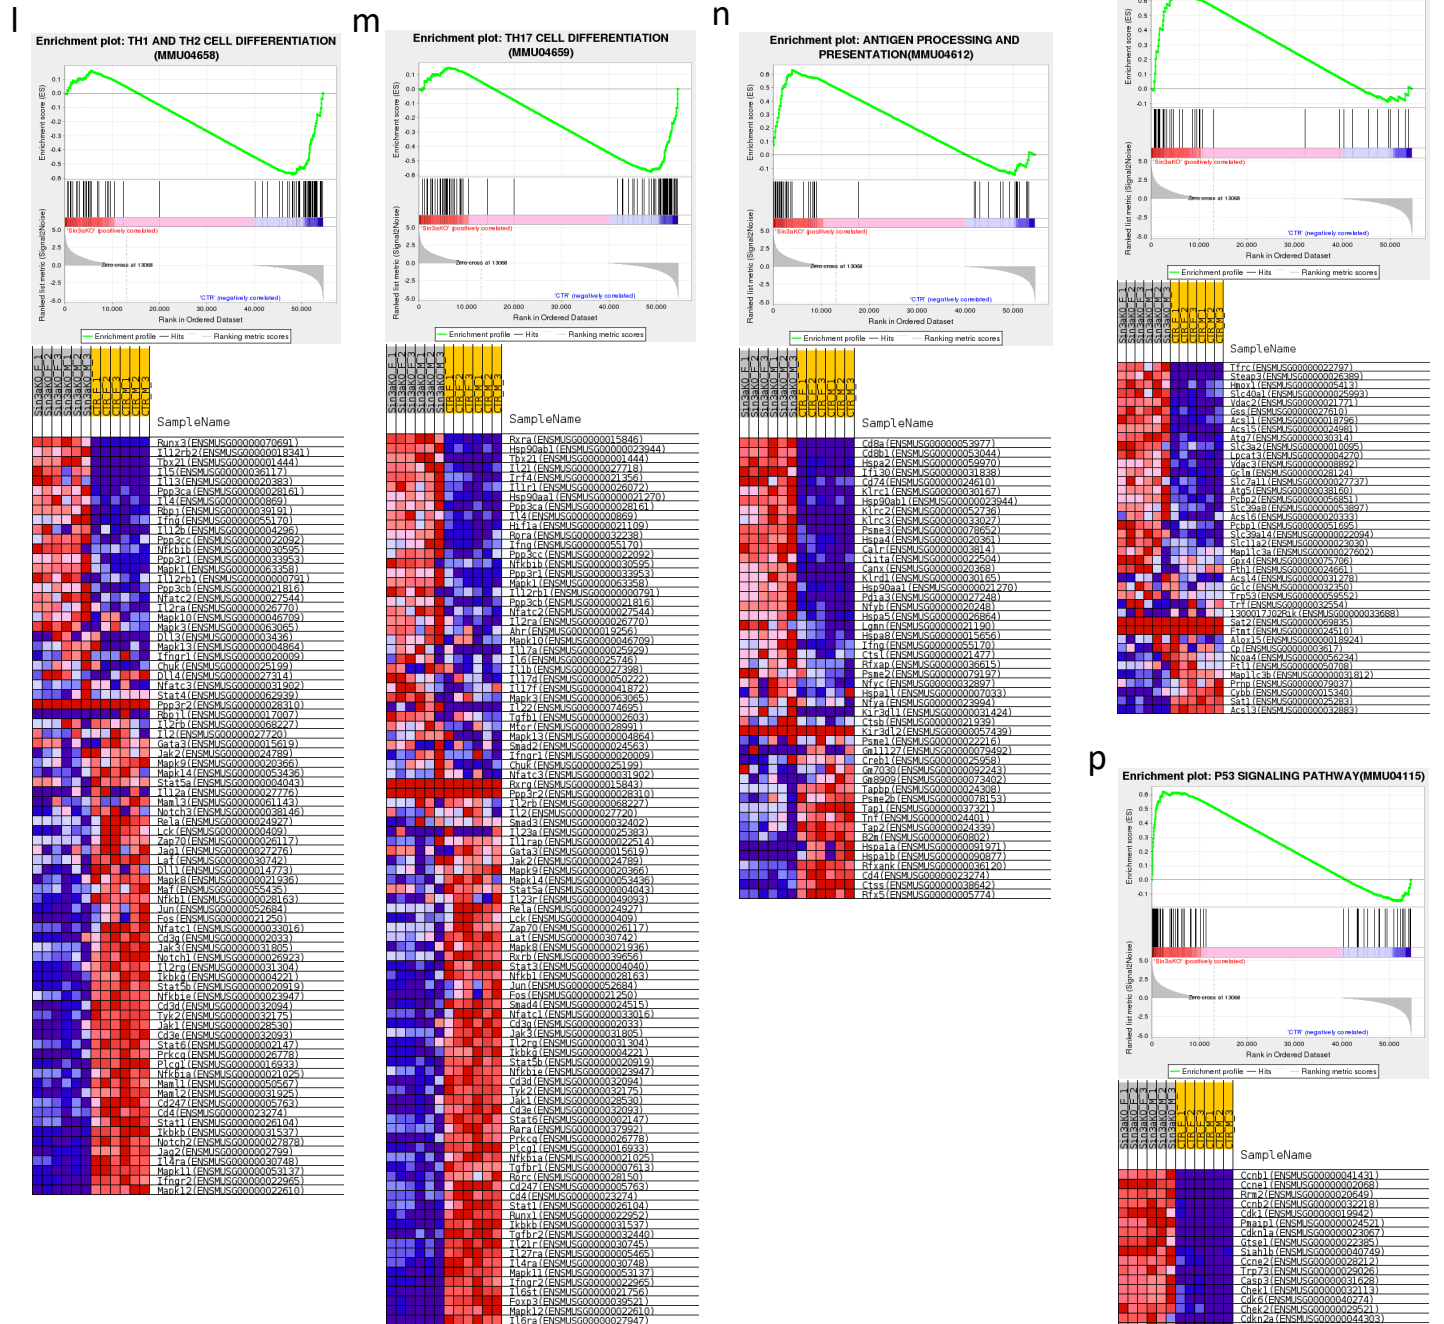

**Supplementary Figure 15.** RNAseq analysis of CD25+FoxP3+ Tregs from Sin3a-/- or FoxP3cre control mice. Sample similarity depicted by three-dimensional principal component analysis (a) and violin plot of fpkm distribution (b). Gene Ontology (GO) (c) and KEGG (d) enrichment analyses of differentially expressed genes (DEGs). Enrichment plots of DEGs with corresponding heat maps below showing NOD-like signaling pathway (e), NOTCH signaling pathway (f), MAPK signaling pathway (g), TNF signaling (h), RIG-I-like receptor signaling pathway (i), inflammatory mediator regulation of TRP channels (j), Toll-like receptor signaling pathway (k), TH1 and TH2 cell differentiation (l), TH17 cell differentiation (m), antigen processing and presentation (n), Ferroptosis (o), and the P53 signaling pathway (p).

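A principal component analysis was computed on log2(FPKM + 1) of the 12056 genes with an FPKM of at least 1 in at least 6 libraries. The first component held 75.05% of the variance, the second 9.378% and the third 3.974%. On the first component, the 6 controls lay between −65.36 and −45.02 and the 6 libraries labelled Sin3a−/− between 51.53 and 71.17. On the second component, replicate 3 of the males labelled Sin3a−/− lay at 59.04, while the other libraries of its group lay between −21.34 and −5.371. With all genes listed in place of the filtered ones, the first component held 68.29%.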

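The list for antigen processing and presentation had 48 genes, of which 42 were tested, 20 of them higher and 6 lower past the thresholds in the libraries labelled Sin3a−/−. The median log2 fold change was 0.89 (adjusted p = 0.014 from limma's camera), and with the correlation between genes estimated for the list the adjusted p was 0.11. The list for inflammatory mediator regulation of TRP channels was not analysed here.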

Fig. 16

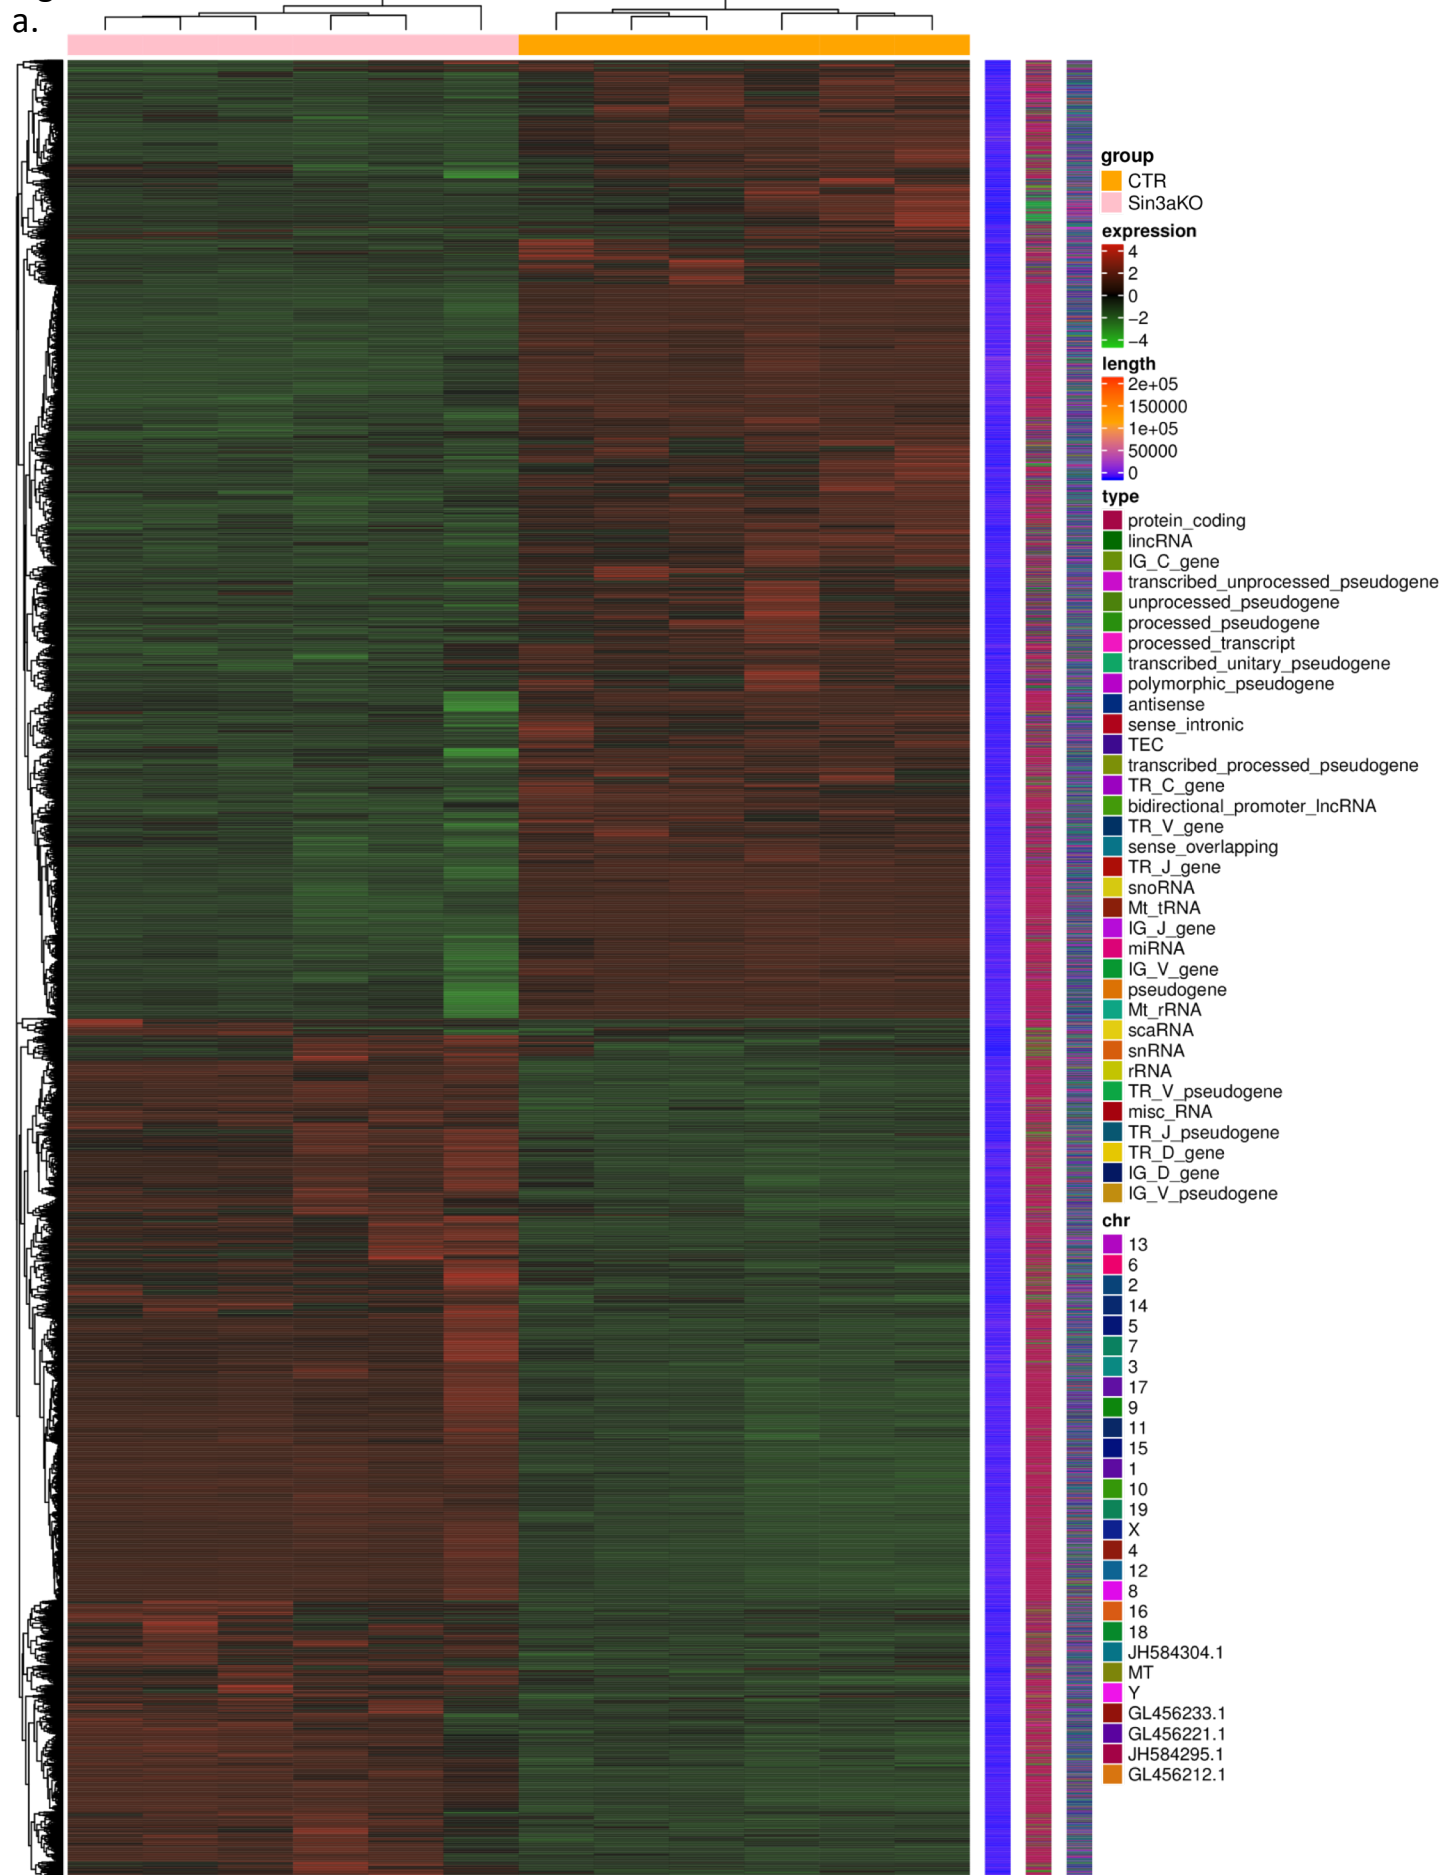

Fig. 16

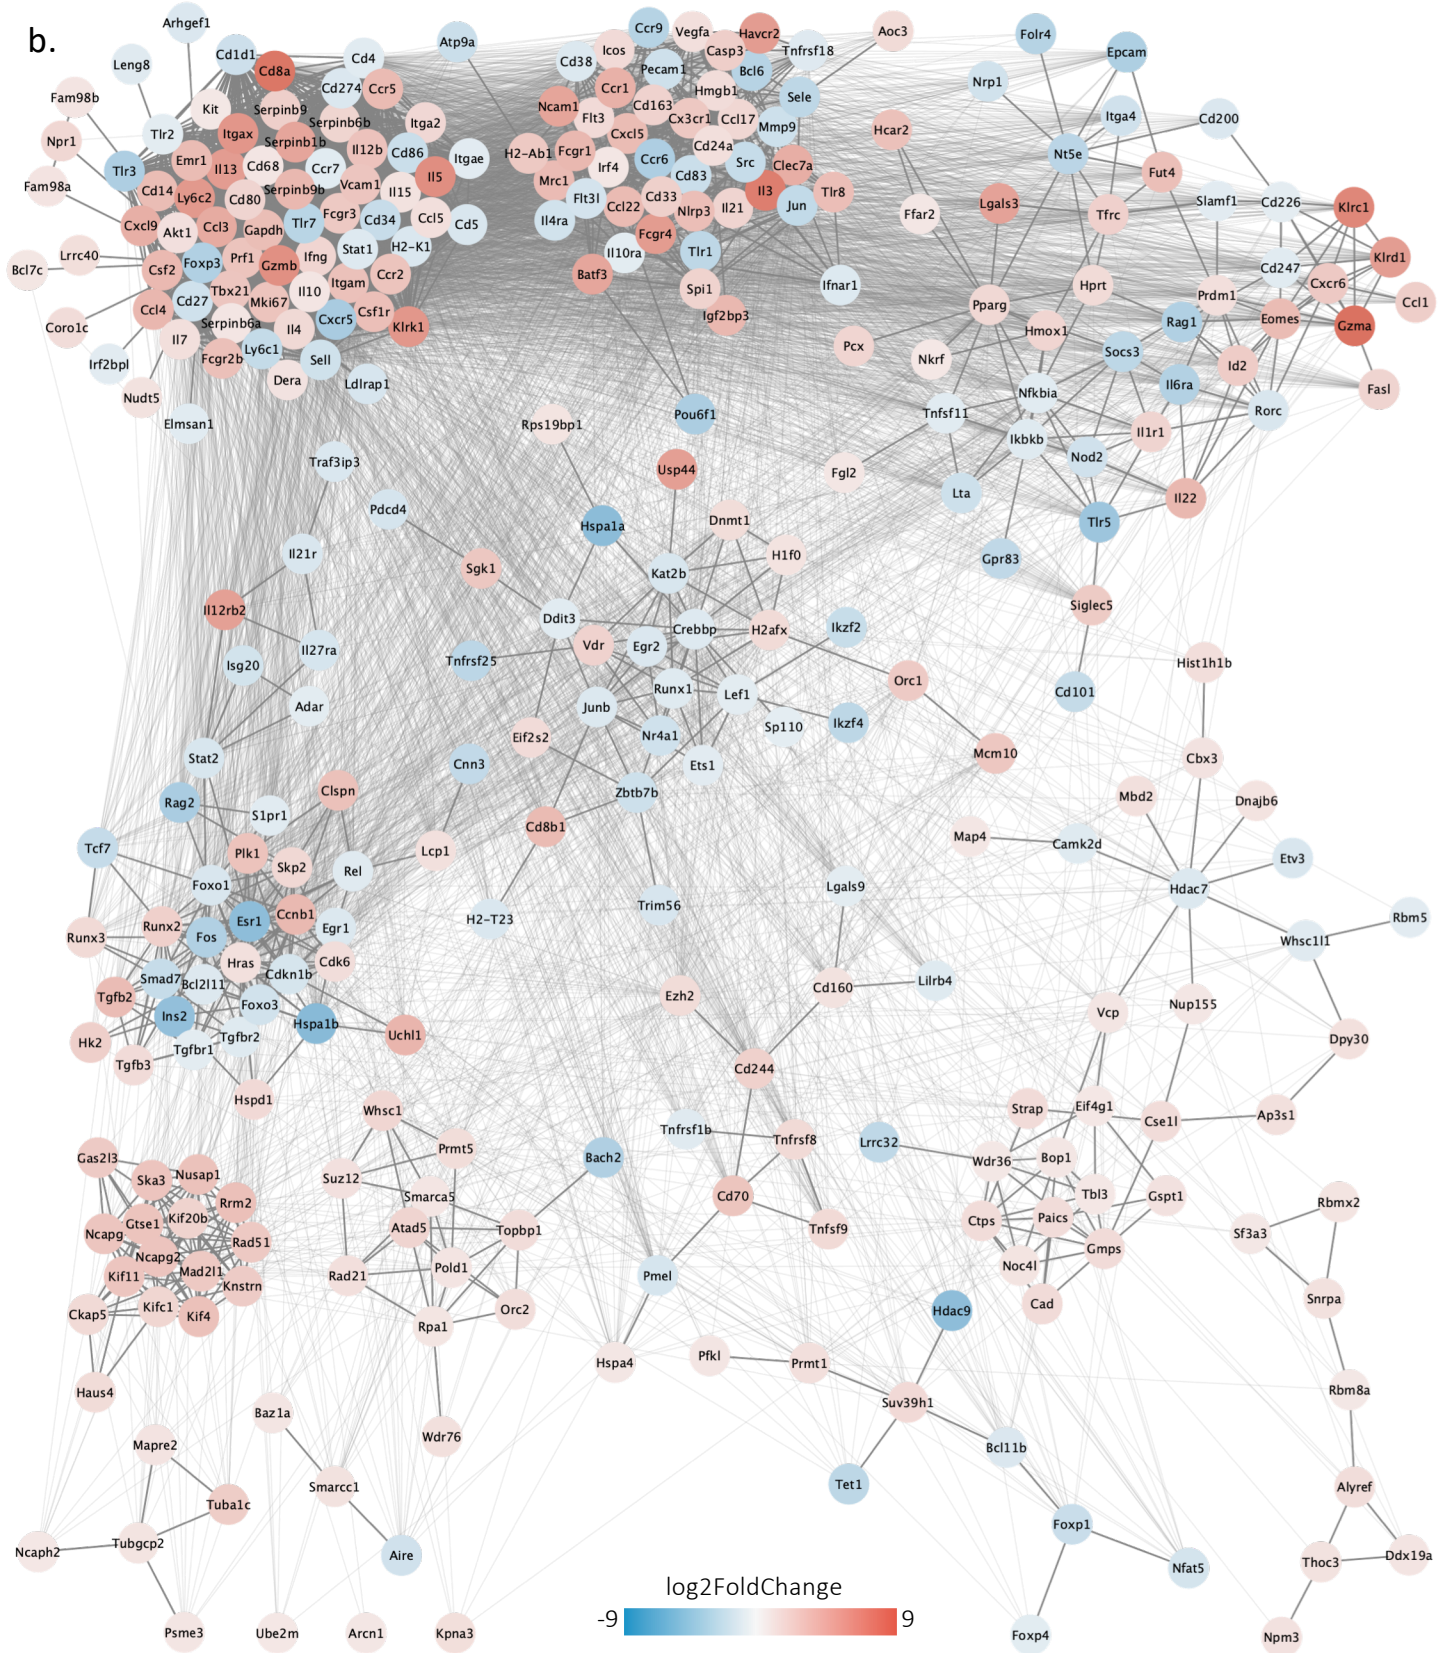

**Supplementary Figure 16.** RNAseq analysis of CD25<sup>+</sup>FoxP3<sup>+</sup> Tregs from Sin3a<sup>-/-</sup> or FoxP3<sup>cre</sup> control mice. Z-scores calculated from fpkm values of DEGs shown by heat map with gene read length, product type, and chromosomal location in columns on the right (a). DEGs associated with FoxP3 within the STRING network are displayed as circular nodes colored on a scale according to their log<sub>2</sub> fold change, light and dark lines representing protein association and interaction respectively and organized using Cytoscape MSC clustering (b).

Fig. 17

a.

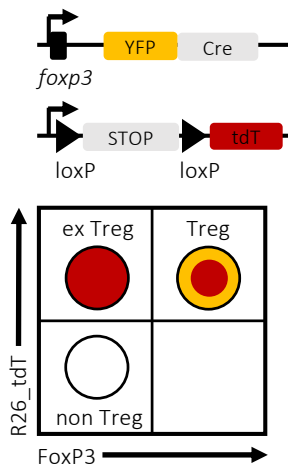

b.

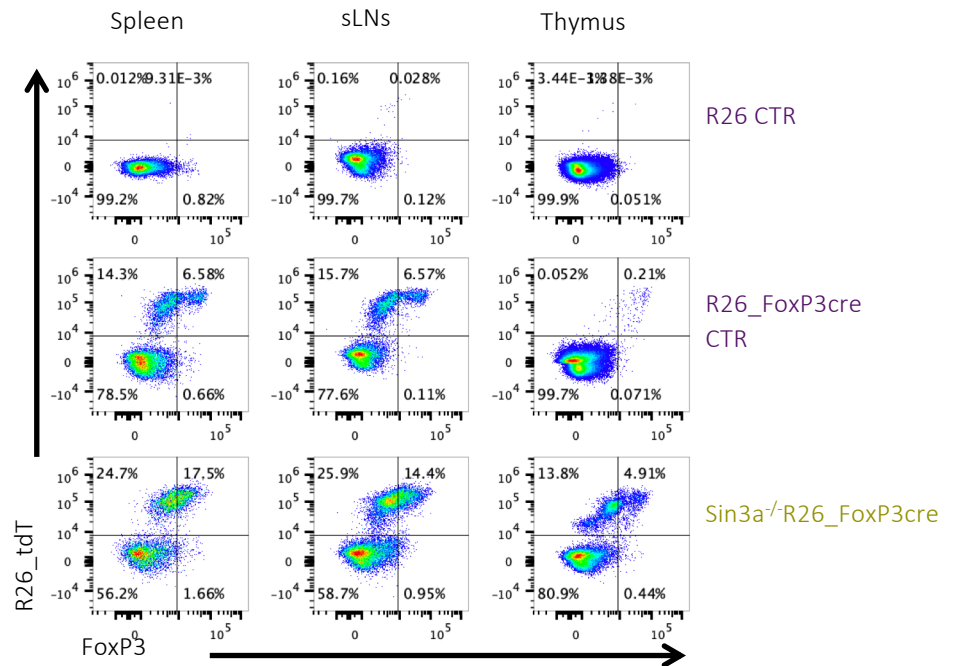

c.

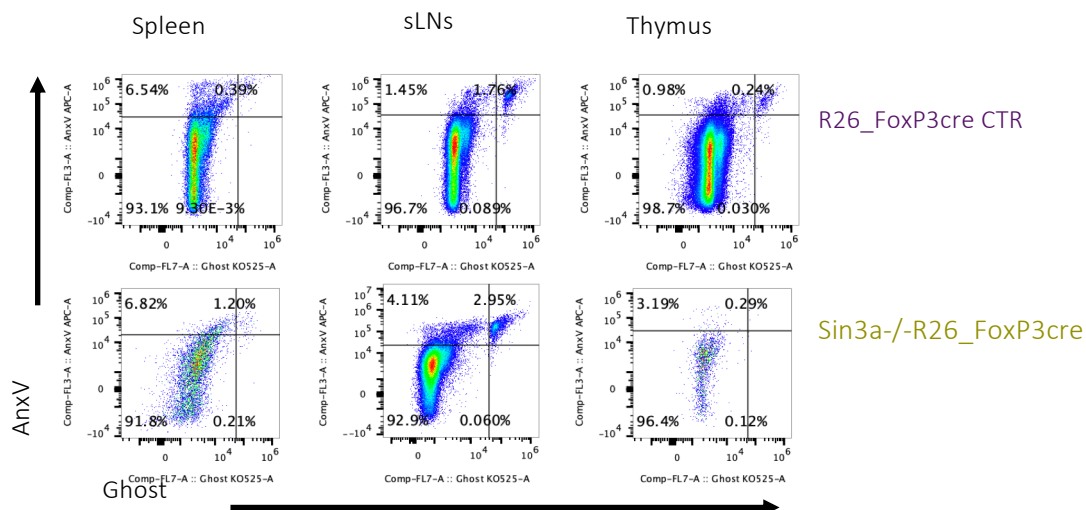

**Supplementary Figure 17.** Fate mapping Sin3a<sup>-/-</sup> in FoxP3 Tregs. Representative flow cytometry plots for R26tdT and FoxP3 within live\_CD45+CD4+ cells in Sin3a<sup>-/-</sup>, CTR R26, or R26\_FoxP3cre mice (a) with a diagram of the genetics and FACS analysis of Treg fate mapping using the R26<sup>STOP</sup>tdTomatoFoxp3<sup>YFPcre</sup> model (b). R26+ cells were gated for AnxV+Ghost- (c) in cells from R26<sup>STOP</sup>tdTomatoFoxp3<sup>YFPcre</sup> lymphoid organs. Splenocytes were treated with or without  $\mu$ M DCI for 3 or 24 hours in TCM and 37C, in addition each sample was treated with PMA/Ion/Bref for 3 hours prior to being stained for flow cytometry analysis (e).

Fig. 18

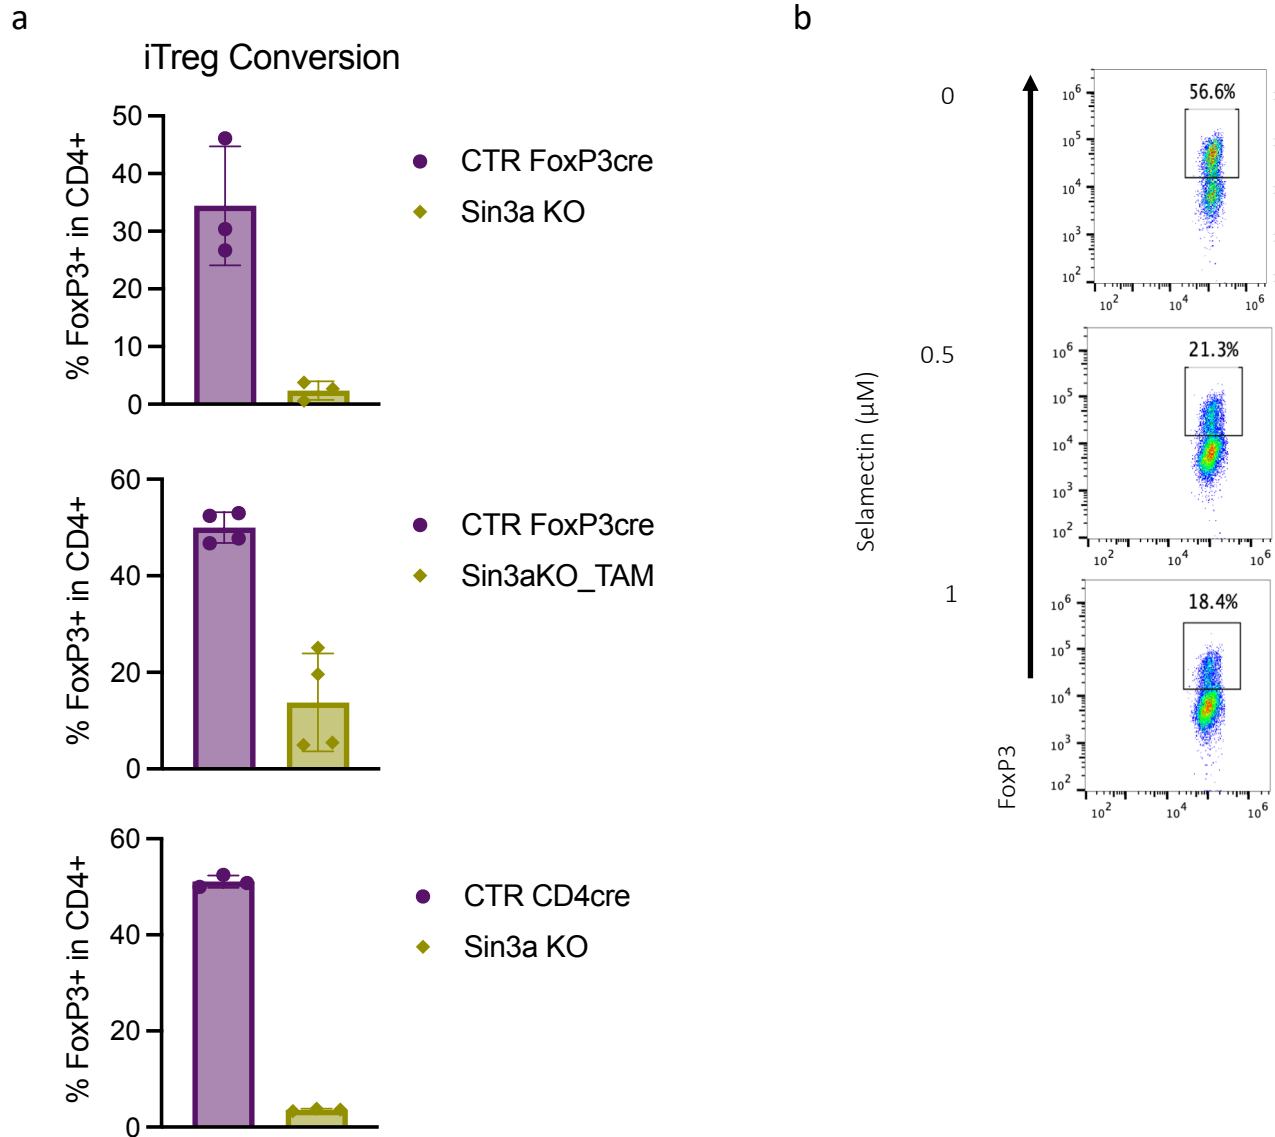

**Supplementary Figure 18.** iTreg conversion. CD4+CD25<sup>-</sup> cells stimulated with IL2, TGF- $\beta$ , and CD3/28 beads for 3 days were then evaluated for FoxP3 production via flow cytometry. The percent of FoxP3 within CD4<sup>+</sup> cells from Sin3a<sup>-/-</sup> within the FoxP3cre (a, top), TAM-induced FoxP3cre (a, center), or CD4cre (a, bottom). These experiments were performed with 3 biological replicates and technical triplicates per group. FoxP3 induction was also evaluated in stimulated control CD4+CD25<sup>-</sup> cells with or without selamectin treatment (b).

**Supplementary Figure 19.** CpG site methylation of the CNS2 promoter region of the Foxp3 gene in CD25+FoxP3<sup>+</sup> cells from Sin3a<sup>-/-</sup>Foxp3<sup>YFPcre</sup> mice (a) where empty circles represent non-methylated CpG and closed circles represent methylated CpG and each row depicts an individual sample. Sin3a and Foxp3 co-IP in transfected 293T cells (b-e).

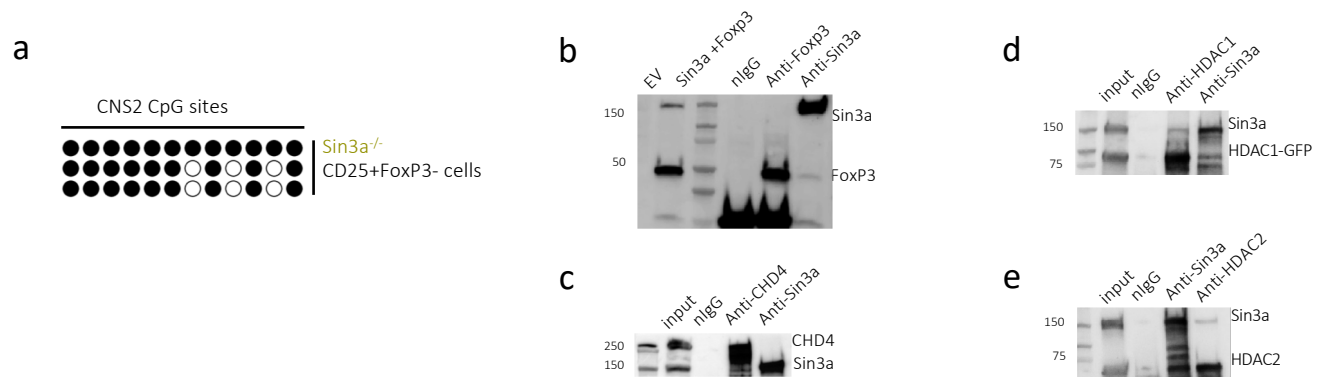

**Supplementary Table 1. Antibodies.**

**Supplementary Table 2.** Primer sets used for RT-qPCR, PCR, or sequencing.

| RT-qPCR             |                                |                                 |
|---------------------|--------------------------------|---------------------------------|
| Target              | Dye                            | Product #                       |
| 18S                 | FAM                            | REF 4318839                     |
| Sin3b               | FAM                            | Mm01247119_m1                   |
| FoxP3               | FAM                            | Mm00475162_m1                   |
| IFN- $\gamma$       | FAM                            | Mm01168134_m1                   |
| IL-2                | FAM                            | Mm00434256_m1                   |
| IL-10               | FAM                            | Mm01288386_m1                   |
| GrzB                | FAM                            | Mm00442837_m1                   |
| GrzA                | FAM                            | Mm01304452_m1                   |
| CD25                | FAM                            | Mm01340213_m1                   |
| CTLA4               | FAM                            | Mm00486849_m1                   |
| HDAC1               | FAM                            | Mm02745760_g1                   |
| HDAC2               | FAM                            | Mm01193628_m1                   |
| IKAROS              | FAM                            | Mm01187877_m1                   |
| Bad                 | FAM                            | Mm00432042_m1                   |
| Bim                 | FAM                            | Mm00437796_m1                   |
| Bcl2                | FAM                            | Mm00477631_m1                   |
| Bcl-xl              | FAM                            | Mm00437796_m1                   |
| Spi6/Serpinb9       | FAM                            | Mm00777163_m1                   |
| TET1                | FAM                            | Mm01169087_m1                   |
| TET2                | FAM                            | Mm00524395_m1                   |
| TET3                | FAM                            | Mm00805756_m1                   |
| Sin3a               | FAM                            | REF 4331348 (Assay ID: APZTNRZ) |
| PCR/sequencing      |                                |                                 |
| Primer              | Sequence (5'-3')               |                                 |
| SIN3A CO primer F   | AGCCAGCCCTGAGACTAGTGATAAAC     |                                 |
| SIN3A CO primer REV | GGGGGAATGCTGTGTTTTAGGTATG      |                                 |
| FoxP3_TSDR outer F  | GGGTTTTGGGATATTAATATATATAGTAAG |                                 |
| FoxP3_TSDR outer R  | CCACTATATTAACCAACCATATAACTAA   |                                 |
| FoxP3_TSDR inner F  | TTGAGTTTTTGTATTATAGTATTTGAAGAT |                                 |
| FoxP3_TSDR inner R  | ACTAAAAACCTAAAAAACTAACTAACCAA  |                                 |
| M13 Forward (-21)   | TGTAACGACGCGCCAGT              |                                 |
| M13 Reverse (-26)   | CAGGAAACAGCTATGACC             |                                 |

How the deposited data were processed for this re-analysis (not part of the article)

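RNA from CD25+Foxp3+ Tregs sorted from Sin3a−/−Foxp3Cre mice and Foxp3Cre controls was measured in 12 libraries, 6 per group, with 3 from females and 3 from males in each group. The groups, sexes and replicate numbers were taken from the sample labels, and no sample was left unmapped. The paper states that the spleen and lymph nodes of each mouse were dissociated and were pooled for processing when necessary, as for Sin3a−/−Foxp3Cre mice, and it speaks of pooled biological replicates for the RNAseq. Its text does not name how many animals made up each library, so each library was treated as 1 replicate, and the pooling could not be compared between the groups. The authors sequenced the libraries on a NovaSeq6000, mapped the reads to GRCm38 with Hisat2 and counted them per gene with featureCounts, and the deposited counts were not normalized. The authors computed the FPKM values from the counts by scaling for gene length and depth. In the deposited FPKM, the depth factor of each library was proportional to the size factor that DESeq2 computes from the counts, within 4.3e-10%. The paper's text does not name whether counting used the strand of the reads, nor the release of the annotation.

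Gene names and coordinates came from GENCODE M21 on GRCm38, which held 54495 of the 54532 genes in the count table. Between 14314124 and 27030077 reads were counted per library, and between 18718 and 21128 genes had a count. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and a fold against such a group was computed against the floor as a lower bound.

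Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's default filter on expression, which left 14194, and libraries were scaled by the TMM method. The groups were compared by edgeR's quasi-likelihood test without covariates, with Benjamini-Hochberg adjustment over all genes tested, an adjusted p limit of 0.05 and a log2 fold change limit of 1. The standard error of a log2 fold change was derived from the test statistic. The dependence of the effect on sex was tested as the interaction of condition and sex in the same model. Single genes were also compared by a two-sided exact permutation test on the group means of log2 CPM. A constant was added to each CPM before the log, and it weighs most in genes with few counts. Gene lists were copied by hand from the heatmaps of Supplementary Figure S15 and tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. The alternatives included DESeq2 1.42.0, which the paper used in an earlier version, fgsea 1.28.0 for the gene lists, and limma on the deposited FPKM with a pseudocount of 1 or 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

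The genes examined singly were set by a rule, and not all of them are printed by name. They comprise the genes the Results text names for these data, the targeted gene with its paralog and the sex-specific genes, the 5 largest rises and the 5 largest falls with groups that did not overlap, the 10 smallest p values, the 5 autosomal genes with the smallest interaction p, and Pmaip1, Cycs and Cyct. Hprt and Gapdh, which the paper names in its Methods, and Dnmt1, Dnmt3a, Dnmt3b, Pcna and Uhrf1, which it names in its Discussion, were treated as genes of the Results text. Genes shown only in figures were summarised as counts, except that Tlr5, Il12b, Tlr3 and Cxcl5, Icos, Entpd8 and the genes of the marker lists were named after their values were seen.

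The tests were tested on simulated data drawn from the means of the control libraries and the totals of all libraries. Log2 changes between 1.5 and 4, in either direction at random, were given to 200 genes, and genes were drawn independently. The edgeR test ran on 185 of the changed genes and recovered 180 (97.3%) among 13637 genes, with 0 false calls. The interaction test recovered 145 of 187 changed genes (77.54%) with 8 false calls, and the DESeq2 interaction had 40 false calls (19.7% of its calls). With 10 simulated lists, camera called the 1 lowered list and 0 unchanged lists. In the real data 5600 genes were called and genes may be correlated. The simulation therefore does not test the scaling, or camera's fixed correlation, in that setting. Replicate libraries of a group differed by more than counting noise in every pair, with a chi-square per gene of at least 3.396. No library was therefore counted as a copy of another, but this does not show that the libraries came from separate animals. On the first principal component, the females labelled Sin3a−/− lay close together, at 51.64, 51.53 and 53, and the males at 61.01, 54.08 and 71.17. The paper speaks of pooled replicates, so libraries from a shared pool could not be excluded.

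The lists for the p53 pathway and for inflammatory mediator regulation of TRP channels were not analysed here. Some genes that the paper names are not reported here and were left out of the counts of named and heatmap genes after the data had been examined. No column of the tables was left unused.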

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

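The tests of immunoglobulin RNA and of dividing cells for the sex-dependent genes, the test of plasma cell RNA for Igha, and the test of CD8 T cell markers in a single library were chosen only after the result was seen.

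Of 183 groups of 6 values, 21 had a library far from the other 5, where chance gives 9.15. Of these, 9 concerned replicate 3 of the males labelled Sin3a−/−. Its TMM factor was 0.8469 (the others 0.9473 to 0.9847), and its position on the second principal component was 59.04. In CPM, it was high in Hprt (517.6), Apaf1 (237.4), Cycs (101.7), Pcna (863.8) and Havcr2 (199.5), and low in Cd37 (33.19) and Bak1 (32.62). A technical explanation in GC content fits this library. Across genes, which are not independent replicates, its deviation from the others had a Spearman rho of −0.599 with GC content, against 0.0338 to 0.368 in the other 5. Its high genes had a GC content of 40.1% to 46% and its low genes 57.1% to 57.3%, around a median of 49.2%. The share of its counts in its 100 most counted genes, 19.28%, was also above the range of the other 5 (17.23% to 18%). Transcript length had a rho of only 0.172. A library effect related to GC content may therefore be part of what sets it apart, and no biological explanation was tested for this library.

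The remaining 12 concerned single genes in other libraries, and 6 of them replicate 1 of the males labelled Sin3a−/−, where chance gives 0.76 per library. It was low in Cd4 (177 CPM) and Epas1 (72.26) and high in Cd8b1 (272.9), Eomes (108.8) and Shisa2 (27.65), and it held the only count of Btnl7-ps in its group (0.04145 CPM). Replicate 2 of those males was high in Fos (37.49) and Csf2 (2.747). Among controls, Cxcr5 was low in female 1 (30.43), and Gzma in male 2 (4.028), Ccr6 in male 3 (43) and Ifi213 in male 1 (207.3) were high. Besides Cd8b1 and Eomes, 11 CD8 T cell markers were tested, and 8 of them were highest in replicate 1 of the males labelled Sin3a−/− among the 6 libraries of its group, where chance gives 1.83, although genes are not independent replicates. More CD8 T cells in that library may therefore be a candidate source of its values for Cd4, Cd8b1 and Eomes, and this was not separated from a stronger expression of these genes in its Tregs. No explanation was tested for its other values or for the 6 values in the other libraries.

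The effect of the genotype differed between the sexes in 57 genes by the interaction test (2023 at an unadjusted p of at most 0.05), 55 of them on autosomes. The interaction on the log2 scale was −1.8019 for Crebl2, −2.9384 for Cacna2d4, −1.7961 for Ifi213, −1.0754 for Tcf7, 1.0749 for Hmgb2, −2.0554 for Il10 and 1.0761 for Uhrf1, where a negative value is a more negative effect in males. The number is unstable. In 2 of the 32 exchanges of sex labels, the real one included, as many autosomal genes were called, and the largest other exchange gave 99. With one library left out it ranged from 0 (without control female 2, with 1785 genes at an unadjusted p of at most 0.05, and without female 2 labelled Sin3a−/−, with 1616) to 604 (without male 3 labelled Sin3a−/−). After removal of each library's GC trend it was 402, which included all 57, and after thinning every library to the smallest total it was 60. Immunoglobulin genes were 7 of the 57. The G2 and M phase list moved with sex (competitive test by limma's camera on the interaction, p = 2.828e-26, not an exact test), so a difference in dividing cells may contribute. As the number rose without the GC trend and without male 3 labelled Sin3a−/−, neither produced these calls, although the number depends on both. Single other libraries and a difference in dividing cells cannot be excluded, and a sex difference remains a hypothesis.

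Several genes outside those the paper discusses differed between the groups, some of them with at most 3 counts in every library of one group. In controls, Sp6 was at least 19.1-fold, Gucy2g at least 9.71-fold and Btnl7-ps at least 41.2-fold higher than in the libraries labelled Sin3a−/−, and Igha had a log2 fold change of −8.4231. In the libraries labelled Sin3a−/−, Cdc20b was at least 14.3-fold, Gm44174 at least 25.4-fold and Shisa2 at least 49-fold higher, and Gm14569 and Pmaip1 had log2 fold changes of 8.8175 and 2.8405. Igha, with between 39 and 80 counts in the libraries labelled Sin3a−/−, and Pmaip1, with between 117 and 278 in controls, were detected in both groups. Cdc20b lies beside Gzma, and Gm44174 lies beside Cd8a, genes whose own counts rose in the same libraries. Whether reads of these neighbours were counted was not tested. Igha and Jchain rose together over the 6 controls (Spearman rho 1, exact permutation p = 0.00278; Pearson r 0.966, exact permutation p = 0.00139; r 0.99 without the 2 farthest libraries; 1 relation was computed), while of 8 plasma cell genes tested 2 were lower past the threshold, 1 (Fkbp11) was higher and 5 were neither. Igha in controls cannot be told apart from RNA of plasma cells, which may be a candidate source of it. No explanation was tested for the other genes.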

How the results depend on the processing

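The samples, the designs of the tests whose alternatives are given here and the alternatives themselves were set before the data were examined. Leaving out each library for the interaction with sex was chosen after seeing the data, as were several tests of explanations and comparisons, which are named where they are reported.

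The number of differentially expressed genes was 5600 and stayed within 1.5 times of that under DESeq2's size factors (5585), total counts (5610), upper-quartile scaling (5611), sex as a covariate (5578), females only (5097), males only (6072), DESeq2 (7540), no filter (7877), limma on log2(FPKM + 0.1) (4259), at least 10 counts in every sample (3790) and glmTreat against a log2 fold change of 1 (3735). It was 3351 with limma on log2(FPKM + 1), with 1726 higher and 1625 lower. Without the limit on fold change 10054 genes were called, against 3735 with glmTreat, whose test holds that limit. Genes lower numbered 1903 with at least 10 counts in every sample and 1844 with glmTreat. The cause was not tested. Across the 12 fits that each left out one library, the number ranged from 5659 to 5883, the higher genes from 2685 to 2884, the lower genes from 2867 to 3137 and the genes at any fold change from 9858 to 10860. Total counts and upper-quartile scaling moved the median of all genes by −0.139 and −0.116, and gave 41.57% and 42.72% of calls higher.

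The rank of Cd8a was 58 and moved to 218 with DESeq2, 22 without the filter, 111 with sex as a covariate, 16 in females, 519 in males and 1 with limma on log2(FPKM + 1). It ranged from 17 to 146 with one library left out. The cause was not tested.

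Of 10 gene lists, 8 passed. With the correlation estimated for each list, all of these lost their call, with adjusted p values from limma's camera of 0.09346 for Th1 and Th2, TNF and NOD-like, 0.08899 for Th17 and Notch, 0.1123 for antigen processing, and 0.07568 for ferroptosis and RIG-I-like. With fgsea, Toll-like (0.01176) and MAPK (0.003738) passed. Over all alternatives, the adjusted p lay between 0.0008622 and 0.1123 for the 8 lists, up to 0.1439 for Toll-like and up to 0.1784 for MAPK. The sex-dependent genes were 57, and 451 with DESeq2, of which 57 were shared. Across the 12 fits that each left out one library, they numbered from 0 to 604, where the fits with 0 had 1785 and 1616 genes at an unadjusted p of at most 0.05. The interaction lost its call in 7 of these fits for Il10 and in 9 for Uhrf1. The genes expressed in 1 group moved to 2243 in controls and 1551 in the libraries labelled Sin3a−/− at a mean FPKM above 0.1. The cause was not tested.

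Not every alternative could be run for each named gene, and between 2 and 12 were. Of the 95 named genes with alternatives, 80 kept their direction and call in every one that was run, 59 of them among the 65 with all 12, and 15 changed in some, with 14 changes to weaker, 21 to stronger and 1 reversal. The reversal was Il10, with a log2 fold change of −0.035583 in males only (adjusted p = 0.9249 from edgeR's quasi-likelihood test). Over the other alternatives for the log2 fold change of Il10, the adjusted p lay between 1.163e-05 and 0.04592.

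With the replicate block of sex and replicate number, 5558 genes were called, and the rank of Cd8a was 183. Same-numbered libraries came from different animals, and the correlation of their deviations was −0.00227 within sex and 0.00316 from the group mean. The 10 gene lists had adjusted p values from 0.01355 to 0.1784 under it. The log2 fold change of Il10 was 0.98 and the log2 fold change of Ccr10 −0.95, the latter with an adjusted p of 0.05377 from edgeR's quasi-likelihood test, within a range of 0.01077 to 0.4127 over its alternatives.

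Depth limits the low genes. Of 74 genes the paper names, 9 had too few counts to be tested, and the male libraries labelled Sin3a−/− were the deepest. After thinning every library to 14314124 counts, 5370 genes were called.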

Differences from the paper's values

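The comparison of the camera p with the paper's p for Th1 and Th2 cell differentiation was added after the values were seen, and no other test in this part was.

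The paper's values for enrichment stand in the legend of Figure 4D, whose plot is titled Th1 and Th2 cell differentiation, although the Results text cites it for CD4 and CD8 T cell differentiation. For the Th1 and Th2 list, fgsea gave a negative normalized enrichment score with a size of 1.75, against a size of 1.338 for the paper's negative score. The enrichment p was 0.0009735 with fgsea, against the paper's 0.006. The camera p, chosen for comparison after seeing the values, was 0.006958. The adjusted p was 0.01392 from limma's camera, against the paper's FDR of 0.156. None of the alternatives set before the data were examined closed that gap, as the adjusted p was 0.09346 with the correlation estimated for each list, 0.002103 with fgsea, 0.01939 with the replicate block, 0.01591 with sex as a covariate and 0.016 with total counts. The score and its p had no such alternatives. The adjusted p values here cover only 10 lists, taken from plots the paper shows for these same data. How many gene sets the paper's FDR covers is not named in its text, so its 0.156 and the adjusted p values here may not be comparable.

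The numbers of differentially expressed genes in the paper's Table 1 are 2321 lower and 2711 higher, against 2862 and 2738 here. The paper's numbers are the totals of its query against chromatin data. Its text does not say whether they hold every gene called. Among protein-coding genes alone, 2113 were lower and 2376 higher here. More than 1.5 times from the paper's were the lower genes with DESeq2 (4052) and without the filter on low counts (4250), and the higher genes with limma on log2(FPKM + 1) (1726). Of the other alternatives, none lay that far from either number.

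The paper states that Nfat5 rose, and here its log2 fold change was −1.86, lower in all 6 libraries labelled Sin3a−/−. The paper ranks Cd8a at the top of the differentially expressed genes, and here it ranked 58. It ranked 1 only with limma on log2(FPKM + 1). The paper calls Cd63, Batf2, Cd33, Cd36, Il7, Il15, Il22 and Casp12, which had too few counts to be tested here. All 8 were called with DESeq2 and without the filter on low counts, and Cd36 and Il15 also in males only and Il7 in females only. Cyct was called under none of the alternatives run. The paper reports Toll-like receptor and MAPK signaling, which passed here with fgsea only. The paper states that Dnmt3a was not differentially expressed, and here it was called lower with total counts as the only scaling and in females only, and not under the other alternatives run. The first principal component held 75.05% of the variance, against about 68% in Supplementary Figure S15A, and with all genes listed it held 68.29%.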

Other observations

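The tests of the Sin3a count, of B cells, of CD8 T cells, of dilution and of S phase were chosen only after the result was seen.

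The number of differentially expressed genes was larger than other groupings of the same libraries gave. Of the 32 splits that part as many same-numbered pairs as the real one, 1, the real split, gave as many genes, and the largest other split gave 246. The other splits exchange the groups within some of the pairs. After removal of each library's GC trend 5580 genes were called, 5339 of them also called before it. After leaving out the 100 most counted genes 5558 were called. For the gene lists, 7 of the 32 splits, the real one included, gave as many lists past the threshold. The 6 others exchanged 1 or 2 of the 6 pairs, or were the mirror of such a split, and so kept part of the real difference. The 10 splits that exchanged 3 pairs gave 0 lists each, and at most 1 list at an unadjusted p of at most 0.05. The share over all 32 splits therefore does not settle whether other groupings give as many lists.

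The Sin3a count in the libraries labelled Sin3a−/− was 92.63% of control (95% interval 80.28% to 106.9%). Without the longest coding segment (574 bases, chromosome 9 from 57110579 to 57111152, 10.66% of the exonic length), 89.34% of the exonic length would be left. The loss of the longest exon, the last, which is mostly untranslated (1219 bases, 22.64% of the exonic length), would leave 77.36%, below the interval, while the loss of any one of the 23 others would leave a share above its lower end. A loss of a single exon other than the last, from a transcript that is still made, may therefore go unseen in these counts. No library lay nearer the other group on the first principal component (0 of 12), which does not favour a single mislabelled library. Reads on each exon were not analysed here.

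Within 5 Mb on either side of Sin3a, 31 of 80 genes tested (38.75%) were differentially expressed, against a median of 38.6% over 993 windows, and 51.16% of windows had a lower share. The share near Sin3a therefore did not stand out. As the usual window already held so large a share, effects of flanking strain variants on a few genes could not be seen this way and were not excluded.

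Other cells in the sorted population were considered. Of 12 B cell markers tested, 5 were lower past the threshold, 2 were higher and 5 were neither. Over the 6 controls they varied together more than 82.62% of 10000 random lists matched on expression (mean rho 0.0675 against −0.00173), short of the limit of 95%. B cells in controls were therefore not shown, and could not be excluded as a part of the fall of Cd79a and Cd79b. Of 19 myeloid markers, 16 were higher and 2 (Cybb and Cebpa) lower, and they varied together over the 6 libraries more than 97.38% of 10000 random lists matched on expression (mean rho 0.106 against −0.000501), which may point to myeloid cells in the libraries labelled Sin3a−/−. Of 13 CD8 T cell markers, 11 were higher and 1 lower, with a median log2 fold change of 3.302, and they varied together more than 99.88% of 10000 such lists (mean rho 0.277 against −0.0125). This may point to CD8 T cells in the libraries labelled Sin3a−/−, and it cannot be told apart from a shared expression of these genes in Tregs, on which the paper reports CD8a protein. Of 20 Treg markers, 9 were lower past the threshold, and 6 (Icos, Il2ra, Tigit, Il2rb, Tnfrsf9 and Socs2) did not fall. Dilution by cells that lack these 6 would have lowered them, but most of them are also expressed by activated T cells, so dilution by such cells could not be excluded as a part of the fall of Foxp3.

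All 30 S phase genes and all 30 G2 and M phase genes tested rose, with median log2 fold changes of 2.352 and 3.316. Of the S phase genes, 28 rose more than Dnmt1, 22 more than Pcna and 5 more than Uhrf1. More cells in S phase may therefore account for the rise of Dnmt1 and Pcna, and this was not separated from a regulation of these genes.

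Noxa1 had no counts in the libraries labelled Sin3a−/−. It overlaps 1 annotated gene, Entpd8, which had between 0 and 12 counts in controls and none in the other group, so reads shared between overlapping genes could not be excluded for Noxa1.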
